# Allele-specific binding of ZFP57 in the epigenetic regulation of imprinted and non-imprinted monoallelic expression

**DOI:** 10.1186/s13059-015-0672-7

**Published:** 2015-05-30

**Authors:** Ruslan Strogantsev, Felix Krueger, Kazuki Yamazawa, Hui Shi, Poppy Gould, Megan Goldman-Roberts, Kirsten McEwen, Bowen Sun, Roger Pedersen, Anne C. Ferguson-Smith

## Abstract

**Background:**

Selective maintenance of genomic epigenetic imprints during pre-implantation development is required for parental origin-specific expression of imprinted genes. The Kruppel-like zinc finger protein ZFP57 acts as a factor necessary for maintaining the DNA methylation memory at multiple imprinting control regions in early mouse embryos and embryonic stem (ES) cells. Maternal-zygotic deletion of ZFP57 in mice presents a highly penetrant phenotype with no animals surviving to birth. Additionally, several cases of human transient neonatal diabetes are associated with somatic mutations in the ZFP57 coding sequence.

**Results:**

Here, we comprehensively map sequence-specific ZFP57 binding sites in an allele-specific manner using hybrid ES cell lines from reciprocal crosses between C57BL/6J and Cast/EiJ mice, assigning allele specificity to approximately two-thirds of all binding sites. While half of these are biallelic and include endogenous retrovirus (ERV) targets, the rest show monoallelic binding based either on parental origin or on genetic background of the allele. Parental-origin allele-specific binding is methylation-dependent and maps only to imprinting control differentially methylated regions (DMRs) established in the germline. We identify a novel imprinted gene, *Fkbp6*, which has a critical function in mouse male germ cell development. Genetic background-specific sequence differences also influence ZFP57 binding, as genetic variation that disrupts the consensus binding motif and its methylation is often associated with monoallelic expression of neighboring genes.

**Conclusions:**

The work described here uncovers further roles for ZFP57-mediated regulation of genomic imprinting and identifies a novel mechanism for genetically determined monoallelic gene expression.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-015-0672-7) contains supplementary material, which is available to authorized users.

## Background

Genomic imprinting is a mechanism of gene regulation occurring in eutherian mammals and to a lesser extent marsupials [1–3]. Unlike most autosomal genes that are expressed from both parental copies, imprinted genes are transcribed from either the maternal or paternal chromosome. There are currently over 150 genes known to be imprinted in mouse, many of which are also imprinted in human [4, 5]. Correct dosage of imprinted genes is important for normal development, exemplified in mouse models [6] and by human genetic syndromes resulting from epimutation and uniparental disomy affecting imprinted loci [7–11]. Imprinted genes are mostly, though not exclusively, organized in clusters up to 4 Mb in size. Each cluster is associated with a germline differentially methylated region (germline DMR), which in all cases functions as an imprinting control region (ICR) for multiple genes in the locus. Deletion of this element is consistent with loss of imprinting at the corresponding region [12–17]. Four stages of DNA methylation occur at germline DMRs in mouse: erasure in primordial germ cells, differential establishment during male and female gametogenesis, specific targeted maintenance during pre-implantation development at a time when the majority of the genome becomes hypomethylated, and post-implantation maintenance in somatic cells, which provides the basis for heritable imprinted gene expression [3, 18].

Previous studies demonstrated a critical role for the KRAB zinc finger protein ZFP57 in the maintenance of DNA methylation at multiple imprinted germline DMRs in mice and human [19, 20]. Failure to maintain DNA methylation imprints upon maternal-zygotic deletion of the protein resulted in embryonic lethality by E16.5. Two recently published studies analyzing ZFP57 null embryonic stem (ES) cells have also shown hypomethylation at multiple imprinted loci akin to those observed in the maternal-zygotic mutants [21, 22]. Interestingly, Zuo and colleagues [22] found that re-introduction of exogenous ZFP57 in knock-out ES cells did not result in re-establishment of DNA methylation, indicating irreversible loss of epigenetic memory at these DMRs. This is consistent with studies demonstrating that methylation of a CpG within the binding motif is necessary for ZFP57 binding in vitro [21].

The mechanism by which ZFP57 mediates its function is associated with its interacting partner KAP1, also known as TRIM28 or TIF1β. A complex containing ZFP57 and KAP1 appears to co-immunoprecipitate with all three catalytically active DNA methyl transferases as well as the hemi-methylated DNA binding protein NP95/UHRF1. Moreover, wild-type but not KRAB domain-deleted ZFP57 (incapable of KAP1 interaction) could substitute for the endogenous ZFP57 in ES cell DNA methylation maintenance [22]. Finally, a maternal effect mutation of KAP1 was recently found to result in epigenetic instability, including frequent loss of methylation at the H19 ICR [23], suggesting a function for KAP1 in maintaining epigenetic marks during fertilized oocyte to embryo transition.

Utilizing an ES cell line expressing exogenous HA-tagged ZFP57, Quenneville and colleagues [21] mapped genomic binding sites of ZFP57 in a non-allele-specific manner and analyzed specific ICRs in a single hybrid ES cell line, demonstrating ZFP57 binding to the methylated allele in each case. Here we perform genome-wide allele-specific mapping of ZFP57 in mouse reciprocal hybrid ES cells using an antibody specific to the endogenous protein. Crucially, the use of reciprocal hybrid lines allowed us to distinguish true parental-origin allele-specific binding from binding determined solely by the genetic sequence. We show that allele-specific binding is exclusively at imprinted germline DMRs and not at DMRs derived somatically or germline DMRs that are not imprinting control regions. Furthermore, analysis of all ZFP57-bound germline DMRs revealed a highly predictive power to identify new imprinted loci, including a previously unreported *Fkbp6* imprinted gene on chromosome 5.

In addition, we discover that mouse strain-specific binding can be specified by sequence variation in the ZFP57 binding motif itself, and indirectly via genetically determined differential methylation. Analysis of allele-specific expression of genes associated with such non-imprinted ZFP57 binding provides the first mechanistic insight into how genetic variation might lead to monoallelic gene expression via epigenetic mechanisms regulated by ZFP57.

## Results

### Allele-specific mapping of ZFP57 binding sites

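The BC line has a BL6 mother and a Cast father, and the CB line has a Cast mother and a BL6 father. A SNP between the strains tells which parental chromosome a read came from, and the pair of crosses separates an effect of the parent from an effect of the strain. Chromatin bound by ZFP57, a KRAB zinc finger protein, was immunoprecipitated and sequenced as single-end reads of 40 nt. There was 1 ChIP library and 1 input library per cross, without replicates. By Table 1, the BC ChIP had 30194924 total reads, the CB ChIP 29235782, the BC input 31025973 and the CB input 30133611. The authors kept uniquely aligning reads with at most 1 mismatch and sorted them into BL6-specific, Cast-specific and common reads. They called peaks in each ChIP library against its input and kept peaks found in both crosses. For each site of the resulting list they deposited the number of BL6-specific and Cast-specific reads per cross and a read density normalised for peak length and total aligned reads. The deposited list also gives percentile ranks, numbers of binding motifs, p-values and annotation, on mm9 coordinates. Allele-specific reads within the sites added up to 10541 in BC and 5904 in CB. From these read counts, shares and tests were computed again for each site. With 1 library per cross, a test on the reads compares those libraries, not the conditions, and the difference has no replicate check. Intervals are 95% Wilson intervals and cover counting error only, since PCR copies of a fragment are not independent molecules.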

In order to comprehensively map parental allele-specific ZFP57 binding targets, we performed chromatin immunoprecipitation (ChIP) followed by DNA sequencing (ChIP-seq) in hybrid ES cells derived from reciprocal F1 crosses between C57BL/6J (BL6, B) and Cast/EiJ (Cast, C) mouse strains (BC and CB lines, respectively) as outlined in Fig. 1a. Expression of ZFP57 in these cells was confirmed by western blotting and found to be comparable to a commonly used E14 ES cell line (Fig. S1 in Additional file 1). ChIP-seq reads were aligned in a strain-specific manner using a purpose developed allele-specific alignment pipeline (ASAP) using ~20.5 million single nucleotide polymorphisms (SNPs) between BL6 and Cast genomes obtained from Biomart and Sanger mouse genome databases [24, 25] with an overall BL6/Cast read ratio close to one (Table 1).

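Computed from the read numbers of Table 1, the ratio of BL6 to Cast reads was 1.052 in the BC ChIP and 1.02 in the CB ChIP. It was 1.04 in the BC input and 1.01 in the CB input. Allele-specific reads made up 7.25% of the total reads of the BC ChIP and 13.0% of those of the CB ChIP, against 8.64% and 8.61% in the inputs. Within the binding sites classed as biallelic, where both strains contribute, 2803 reads were from BL6 and 2739 from Cast in BC, a BL6 share of 50.6% (interval 49.3 to 51.9%). The same share in CB was 51.9% (50.1 to 53.8%), from 1482 BL6 reads and 1371 Cast reads. The sites hold a small part of each library: 0.481% of the allele-specific reads of the BC ChIP and 0.156% of those of the CB ChIP.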

**Fig. 1:**
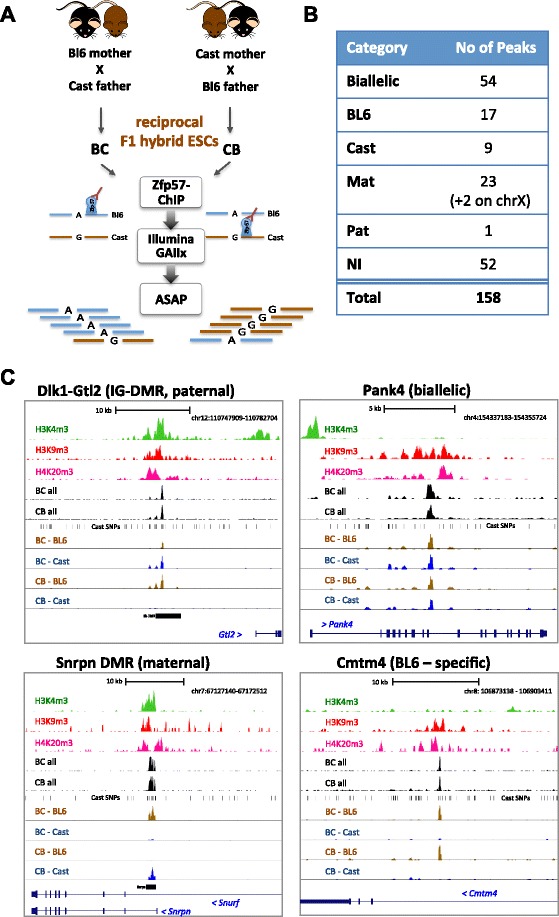
Allele-specific mapping of Zfp57 binding sites*.* **a** Schematic diagram of the experimental design. Example polymorphisms are shown for the maternal allele-specific binding of ZFP57 over BL6 (A)–Cast (G) SNP. BL6 allele (*blue line*) is bound by ZFP57 in BC and Cast (*brown line*) in the CB line. *ASAP* allele-specific alignment pipeline devised to map genome-specific reads; *ESC* embryonic stem cell. **b** Total number of peaks identified as being biallelic, parental origin-specific (maternal (*Mat*) and paternal (*Pat*)) and strain-specific (BL6 and Cast) based on Fisher’s exact test analysis of allele-specific reads under each peak. *NI* refers to non-informative sites due to lack of SNP spanning reads. **c** UCSC genome browser views (mm9 assembly) of data showing parental allele-specific binding at the paternally methylated IG-DMR (*top left*), maternally methylated *Snrpn* ICR (*bottom left*), biallelic binding site within *Pank4* gene intron on chromosome 4 (*top right*) and a strain-specific monoallelic binding within the *Cmtm4* gene intron on chromosome 8 (*bottom right*). Tracks in each panel show the following (top-down): histone modification profiles for H3K4me3, H3K9me3 and H4K20me3 [28]; combined read densities for BC and CB ZFP57 ChIP; Bl6/Cast SNPs [24]; density plots for allele-specific reads in BC and CB ChIP; position of known ICRs where found; annotated UCSC genes in the region

**Table 1:** Summary of ASAP read alignments

	BC_Zfp57	CB_Zfp57	BC_input	CB_input
Total reads	30,194,924	29,235,782	31,025,973	30,133,611
Common aligned	11,292,411	15,300,444	16,466,916	15,791,179
Bl6-aligned	1,122,729	1,919,283	1,365,545	1,302,297
Cast-aligned	1,067,237	1,875,100	1,314,585	1,292,906
Ratio BL6/Cast	1.05	1.02	1.04	1.01

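In the deposited list, 141 sites had a mean percentile rank of 99 or above, which places them in the top 1% of the candidate peaks by read density. The other 17 sites ranked lower, and 13 of them carry the mark of a site with binding found by ChIP-qPCR. The 4 without the mark had mean ranks of 98.7 in the Igf2r and Mcts2 DMRs, 98.9 in the Peg3 DMR and 96.5 in the Peg13 DMR. All 4 were maternal-specific. Neither the rank limit nor the mark accounts for their place in the list. The lowest mean rank, 40.3, belonged to the site in the Gpr1 DMR, with a density of 5 in BC and 9 in CB. Across all sites, 39 carried the qPCR mark. Read density correlated between the crosses across sites, with Pearson's r of 0.612 on the log2 scale and Spearman's rho of 0.579. No p is given for it, because sites within a pair of libraries are not independent replicates and were picked for a high rank in both. The alternative that moved r most, leaving out the sites annotated with an imprinted locus, gave 0.548.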

A high confidence list of total and allele-specific ZFP57 binding sites was generated (Fig. S2 in Additional file 1) followed by extensive independent experimental validation (Fig. S3 in Additional file 1). In total, 158 endogenous ZFP57 targets were identified in ES cells (Additional file 2). 

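The 158 sites were 102 to 491 bp long, with a median of 123.5 bp. The median read density was 107 in BC, with a range of 5 to 304, and 38.5 in CB, with a range of 7 to 143. Density was higher in BC at 152 sites and higher in CB at 5, and the median ratio of BC to CB was 2.79. The densities are already normalised by the authors for the aligned reads of each library, so the ratio compares signal in the sites relative to the rest of each library.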

Strain-specific alignments determined the allele specificity of each peak and we statistically assessed read ratios (*p* < 0.0001) either towards the parental or strain-specific origin of the allele. 

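For each site, a two-sided Fisher's exact test compared BL6 and Cast reads between BC and CB for parental origin, and a second compared maternal and paternal reads between the crosses for strain origin. A site was called when the smaller p was under 0.0001. These tests gave the authors' call at all 52 parental-origin and strain-specific sites, and no other site passed. The other 106 sites were split into biallelic and non-informative by a minimum of 10 reads in each cross, a value at which the authors' classes separate, so the match of all 158 calls is partly built in. The largest relative difference between a recomputed p and the deposited p was 0.00467, and the deposited p-values are rounded to a few digits. Among the parental-origin sites, the parental p ranged from 9.28e-92 to 1.32e-05. At p under 0.01 in place of 0.0001, 16 sites changed call. At p under 0.000001, 4 became biallelic: Grb10, an Inpp5f_v2 site (chromosome 7, 135831924 to 135832060), a BL6-specific site (chromosome 8, 79972545 to 79972660) and a Cast-specific site near Inpp5f (chromosome 7, 136141436 to 136141580). In the binomial test against the BL6 shares of Table 1, the Gnas site at 174121460 became maternal-specific and 3 biallelic sites became strain-specific, on chromosome 5 at 130163119 and 138439686 for Cast and on chromosome 6 at 90259378 for BL6, a change that the binomial test on pooled reads gave too. Halving every read count, as if each fragment had been read 2 times, changed 25 calls, the most of any alternative, and of these 15 went from biallelic to non-informative.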

The remainder of the peaks were classed as being either biallelic or non-informative. 

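The 52 non-informative sites comprised 42 with no allele-specific read and 10 with fewer than 10 reads in at least 1 cross and no p under the threshold, although 2 of these had the depth to reach it. Biallelic sites had at least 10 allele-specific reads in the cross with fewer reads, whereas the non-informative sites had at most 7, so a minimum of 10 reads in each cross separates the classes. The paper's text does not name this minimum. Requiring 20 reads in each cross moved 15 biallelic sites to non-informative, and requiring 5 moved 5 non-informative sites to biallelic: Zfp444, and sites on chromosome 4 at 148526635, chromosome 5 at 24005734 and 104491102 and chromosome 8 at 98094967. At every biallelic site, the depth allowed a p of 2.83e-06 or lower had all reads come from the alleles of a single parent or strain. The non-informative Gnas site on chromosome 2 at 174121460 to 174121620 had 23 reads in BC, all from the maternal BL6 allele, and 2 in CB, both from the maternal Cast allele. Its parental p was 0.00333, the lowest that its depth allows, and the site was maternal-specific in a binomial test on reads pooled over the crosses.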

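A call other than non-informative was made at 106 of the 158 sites, or 67.1%. These informative sites held between 21 and 772 allele-specific reads over both crosses, with a median of 119.5, and a median of 3 SNPs. Per cross, the median number of reads was 76 in BC and 43.5 in CB. Simulated sites with the depths of the real ones and 95% of the reads on the bound allele were called correctly at 98.8% of the maternal, 99.7% of the BL6-specific and 97.8% of the Cast-specific sites. The simulated reads were independent and no partial skew was simulated. Real strain-specific sites had shares down to 61.5%, so these rates do not apply to such sites.

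**Figure D1:**
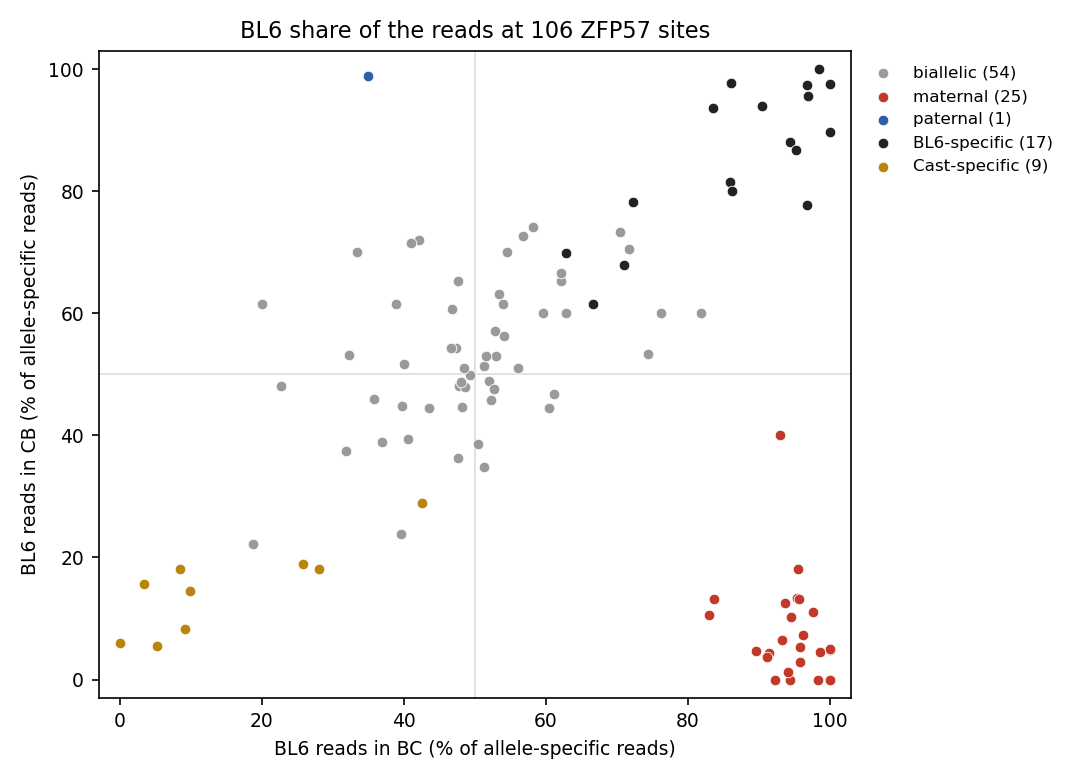
Percent of allele-specific reads from BL6 in BC (horizontal) and in CB (vertical) at each of 106 informative sites, coloured by call. Maternal sites lie at the lower right, BL6-specific sites at the upper right and Cast-specific sites at the lower left. The paternal site at the IG-DMR lies at 35.0% in BC and 98.8% in CB.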

In total, significant allelic assignments were made for approximately two-thirds of binding sites (Additional file 2; Fig. 1b). 

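Biallelic sites had BL6 shares between 20.9% and 78.6%, with a median of 49.7%, and maternal shares between 28.6% and 75.7%, with a median of 50.0%. The smallest p among the maternal sites belonged to Zrsr1 (chromosome 11, 22872044 to 22872500), where 412 of 432 reads were maternal. The IG-DMR site (chromosome 12, 110766557 to 110766680) is the only site called paternal at this threshold, with a parental p of 1.17e-24. Under Benjamini-Hochberg adjustment over all sites with reads, with 0.05 as the limit, 3 sites were paternal, among them a site in Agrn, and 26 were BL6-specific. The BL6-specific site with the smallest p lies in an intron of Nefm (chromosome 14, 68739691 to 68739830), where 96.1% (93.0 to 97.9%) of 257 reads were from BL6 (Fisher's exact p = 3.46e-57). Among the Cast-specific sites it was Zfp553 (chromosome 7, 134379476 to 134379600), in the 3′ exon (Fisher's exact p = 8.15e-24). The split between BL6-specific and Cast-specific sites did not differ detectably from an even one (65.4% BL6-specific, 46.2 to 80.6%; exact binomial p = 0.169).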

A larger proportion of binding events (54) occurred on both parental alleles, and we identified an equal number of parental-origin (25 maternal/1 paternal) and strain-specific (17 BL6/9 Cast) instances of monoallelic binding. We found ZFP57 bound all informative imprinting controlling germline DMRs associating with the methylated allele (Fig. 1 and Table 2). 

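Of the 24 germline DMRs of Table 2, 22 held at least 1 binding site, and 36 sites lay inside them. At the 15 DMRs with a parental-origin call, the share of maternal reads was 86.8% or more, apart from the IG-DMR, where 173 of 223 reads were paternal. At the Snrpn DMR, 369 of 388 reads over 3 sites were maternal, and at KvDMR1 162 of 168. The share on the bound parental allele was compared between the crosses at the 26 parental-origin sites by Fisher's exact test of maternal and paternal reads, and 2 sites differed after Benjamini-Hochberg adjustment. At the IG-DMR, 65.0% of the reads (91 of 140; 56.8 to 72.4%) were paternal in BC and 98.8% (82 of 83; 93.5 to 99.8%) in CB (adjusted exact p = 2.26e-09). At Grb10, 92.9% of 85 reads were maternal in BC and 60.0% of 15 in CB (adjusted exact p = 0.0299), which rose to 0.402 with read counts halved. The paper states that ZFP57 associates with the methylated allele of these DMRs. The reads give the parental allele and not its methylation. For several DMRs the paper adds separate ChIP and MeDIP assays with SNP pyrosequencing (Fig. S6).

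**Figure D2:**
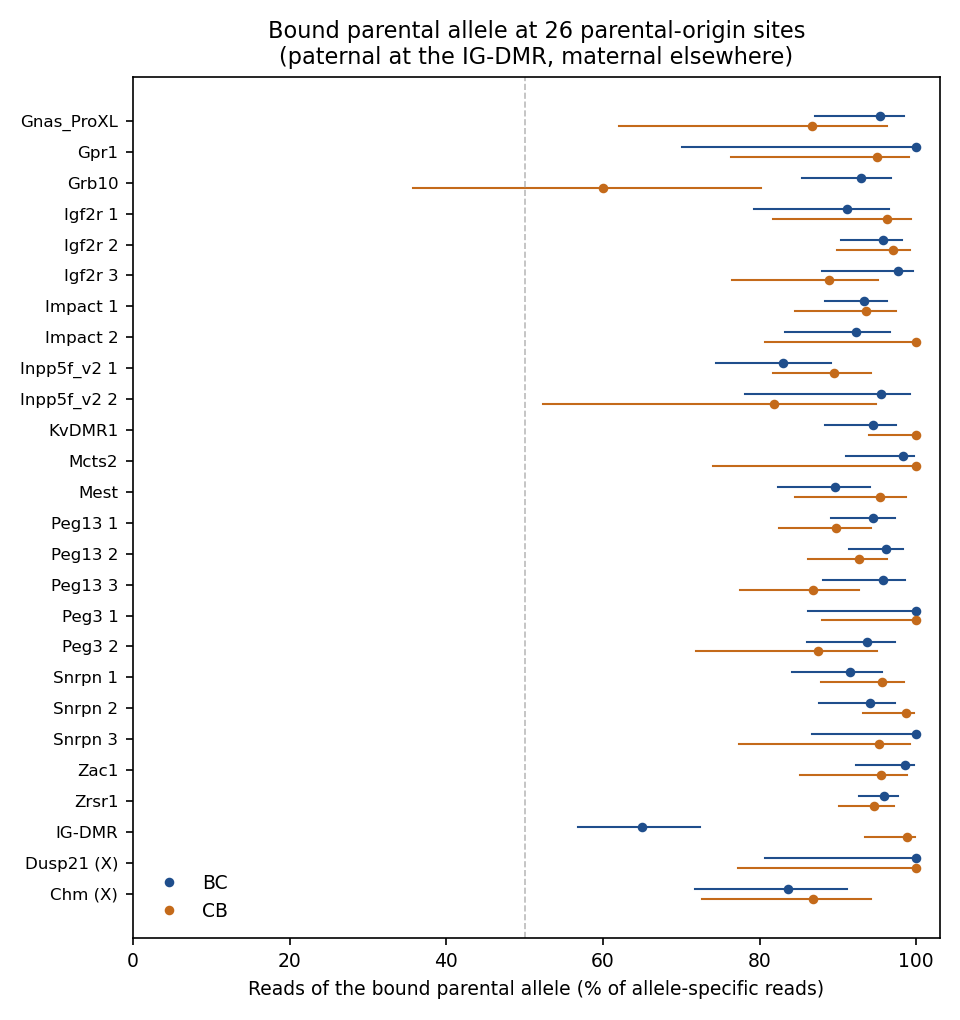
Percent of allele-specific reads from the bound parental allele (horizontal) at each of 26 parental-origin sites, numbered where a DMR has several, in BC and CB. Points are shares and bars are 95% Wilson intervals. The IG-DMR in BC (65.0%) and Grb10 in CB (60.0%) lie lowest.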

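Of the 26 parental-origin sites, 24 overlapped a germline DMR of Table 2, against 2 of the 80 other informative sites (two-sided Fisher's exact test, p = 2.59e-19). Those 2, at Cdh15 and Fkbp6, were biallelic, and the Fkbp6 interval in Table 2 is the site itself. Of the 24 sites, 4 were listed with neither a mean rank of 99 or above nor the qPCR mark. The choice of the list may therefore favour DMRs, and the p describes this list. The overlap kept 24 sites when at least 50% of the site had to lie inside the DMR and when each DMR was extended by 1000 bp on each side. At p under 0.000001, 22 of the parental-origin sites lay inside. The parental-origin sites outside the DMRs, named here after their values were seen, lie in Chm (chromosome X, 110229861 to 110229980) and at the promoter of Dusp21 (chromosome X, 17723337 to 17723460). At Dusp21, 29 of 29 reads were from the maternal X chromosome, which allows a paternal share of up to 10.3%. At Chm, 14 of 93 reads carried the allele of the father's strain, a share of 15.1% (9.18 to 23.7%), and 6 of the 97 words of 24 bases in this site occur elsewhere in mm9.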

In fact, all of the parental allele-specific sites were located within known imprinted clusters marking the germline but not somatic DMRs, except for two found on chromosome X (expected maternal allele in these two male cell lines). 

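At the Snrpn ICR, the site on chromosome 7 from 67149639 to 67149740 had 95 BL6 and 6 Cast reads in BC and 1 BL6 and 78 Cast reads in CB, so 96.1% (92.2 to 98.1%) were maternal. The Cmtm4 site on chromosome 8 from 106889568 to 106889680 lies in an intron. There, 90.5% (84.1 to 94.5%) of 126 reads in BC and 94.0% (85.6 to 97.7%) of 67 reads in CB were from BL6, which is the maternal strain in BC and the paternal strain in CB.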

Examples of biallelic, parental and strain-specific binding are illustrated in Fig. 1c.

**Table 2:** Summary of ZFP57 binding within ICRs

Chr	Start	End	Gene	ChIP-seq peaks	TGCCGCR motif	TGCCGCY motif	ChIP-seq allele	SNP-Pyro allele
1	63246657	63247300	Gpr1	1	1	2	Mat	Mat
1	63305566	63315360	Zdbf2	-	-	2	-	-
2	157385609	157387535	Nnat/Peg5	1	4	2	N/A	ND
2	152512421	152513169	Mcts2	1	3	-	Mat	ND
2	174119863	174126564	Gnas_ProXL	2	7	7	Mat	Mat
2	174150877	174154638	Gnas_Ex1A	-	-	4	-	-
5	135825859	135825980	Fkbp6	1	1	-	Bi	Bi
6	4696743	4699483	Peg10	1	3	-	N/A	ND
6	30684932	30689966	Mest	3	8	4	Mat	ND
6	58856396	58857391	Nap1l5	1	4	1	N/A	ND
7	67147381	67151583	Snrpn	3	9	1	Mat	Mat
7	6679787	6684257	Peg3	2	7	1	Mat	Mat
7	135830870	135832249	Inpp5f_v2	2	6	-	Mat	ND
7	149764673	149771930	Igf2/H19	1	5	1	N/A	Pat
7	150480736	150482810	KvDMR1	1	3	-	Mat	Mat
8	125387861	125390344	Cdh15	1	2	-	Bi	ND
9	89767090	89775128	Rasgrf1	1	5	4	N/A	Pat
10	12809697	12812131	Zac1	1	6	-	Mat	Mat
12	110762703	110773093	IG-DMR	1	8	2	Pat	Pat
11	11925127	11927100	Grb10	1	3	1	Mat	Mat
11	22871610	22874212	Zrsr1	2	-	2	Mat	ND
15	72639707	72641342	Peg13	3	5	-	Mat	ND
17	12934169	12935816	Igf2r	4	7	1	Mat	ND
18	13130435	13133510	Impact	2	5	-	Mat	ND

For each locus, the number of ZFP57 ChIP-seq peaks, underlying TGCCGCR/Y binding motifs and allele-specificity are shown. Start and end points of germline DMRs are taken from [31, 32, 40]. All coordinates are NCBI/mm9 genome assembly. *Bi* biallelic Zfp57 binding at Cdh15 DMR consistent with biallelic methylation reported in ES cells [40], *Mat* maternal, *N/A* no available SNPs to distinguish allele specificity, *ND* pyrosequencing assay not conducted for this locus, *Pat* paternal

### ZFP57 targets are associated with repressive histone marks and DNA methylation

The distribution of genomic and epigenetic features around ZFP57-bound genomic regions was analyzed compared with control unbound regions. 

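Promoters, which the authors define from 1.5 kb upstream to 0.5 kb downstream of a transcription start site, held 22 of the sites. Of the 34 sites annotated with an imprinted locus, 16 (47.1%, 31.5 to 63.3%) lay in a promoter, against 6 of the 124 other sites (4.84%, 2.24 to 10.2%; two-sided Fisher's exact test, p = 2.31e-08). The deposited annotation placed 22 sites in a 3′ exon and 24 in another exon. None of the former is annotated with an imprinted locus, although 1 of them is the Rtl1 site, 58.8 kb from the IG-DMR. Of the 22 sites in a 3′ exon, 10 lay in 8 genes of the Zfp series, named here after their values were seen: Zfp11, Zfp13, Zfp275, Zfp444, Zfp498, Zfp553, Zfp629 and Zfp777, with 3 sites in Zfp629. For comparison, 1000 sets of random regions of the same lengths were drawn from anywhere on the chromosome of each site. Promoters of GENCODE M1 genes held a mean of 5.76 of these regions and at most 14. Exons of this annotation overlapped 72 sites and a mean of 8.04 random regions, and last exons 27 sites and 3.06 regions. No random set reached the number of sites in any of these features (permutation p = 0.001), the smallest that 1000 sets can give. The random regions were not matched for mappability or CpG content. Promoters taken from GENCODE M1, an alternative chosen after the data were seen, moved the shares to 44.1% and 5.65%.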

ZFP57 peaks were significantly enriched within gene promoters (almost exclusively at known imprinted genes) and exons, including 3′ exon/untranslated regions of several zinc finger genes (Fig. 2a). 

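In the deposited repeat annotation, 16 sites (10.1%) overlapped a SINE, 5 (3.16%) a LINE and 29 (18.4%) an LTR, and 113 (71.5%) overlapped none of these. The annotation names an intracisternal A particle at 6 of the LTR sites. Of these 6, 3 were biallelic, 1 was BL6-specific and 2 were non-informative. LTR sites made up 22.6% (28 of 124; 16.1 to 30.7%) of the sites not annotated with an imprinted locus and 2.94% (1 of 34; 0.521 to 14.9%) of those so annotated (two-sided Fisher's exact test, p = 0.00593). Counting only sites with LTR as the sole repeat gave an exact p of 0.0173. The paper's supplementary methods state that peaks over simple repeats were left out. The list still holds a site made up largely of TG repeats (chromosome 13, 25142373 to 25142480), so this removal was not complete. Reads with several alignments do not enter the counts, so the numbers cover the uniquely alignable part of SINEs, LINEs and LTRs.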

Amongst repeat elements, ZFP57 peaks were depleted at SINEs (short interspersed nuclear elements) and LINEs (long interspersed nuclear elements) but not long terminal repeat (LTR) elements, including five enriched intracisternal A particles (column W in Additional file 2). This is consistent with the previously ascribed roles for its partner KAP1 in regulating zinc finger protein genes via 3′exons [26] and the silencing of endogenous retroviral elements, such as intracisternal A particles, in ES cells [27]. Our data suggest that ZFP57 is, at least in part, involved in targeting KAP1 to these elements in addition to its role in maintaining methylation imprints.

**Fig. 2:**
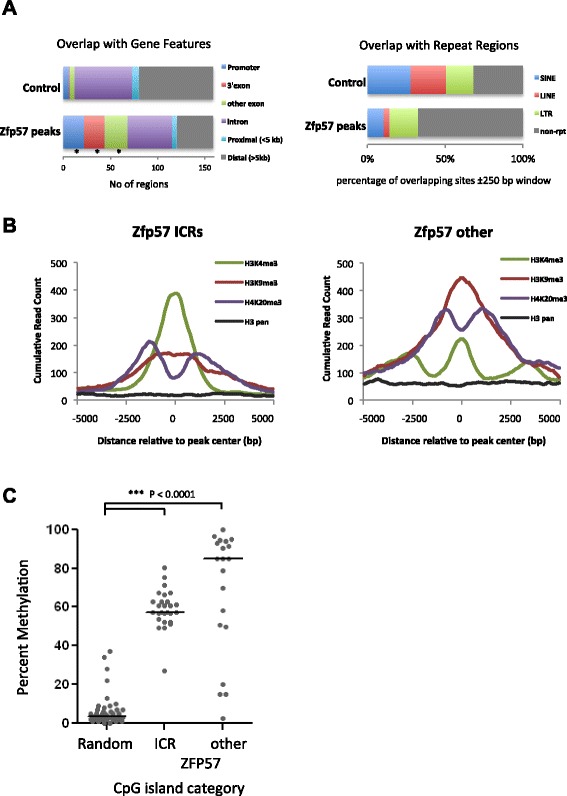
Epigenetic modifications around ZFP57 peaks*.* **a** Overlap of ZFP57 peaks with Ensembl annotated gene features (*left*) and repeat elements (*right*). Selective enrichment/depletion of ZFP57 peaks are compared against an average of ten independently generated boot-strap sets (*Control*). **b** Plot of cumulative read counts for three different histone modifications around ZFP57 peaks found at imprinted germline DMRs and elsewhere. Shown are H3K4me3, H3K9me3 and H4K20me3, and pan-H3 representing overall histone density. **c** Average DNA methylation at CGIs bound by ZFP57 at ICRs and other non-imprinted loci compared with a randomly selected set of similar size. Data points represent individual CGIs with a horizontal line showing median value for the group. Previously published ES cell reduced representation bisulfite sequencing methylation data were used for this analysis [31]. Non-parametric Kruskall-Wallis tests were performed with significantly different categories denoted (***P < 0.001)

Published datasets for genome-wide epigenetic states in ES cells [28] were used to generate comparative consensus profiles for histone modifications over and around ZFP57 binding sites at both the imprinted germline DMRs and other target sites. ZFP57 targets were found to be strongly associated with both active (H3K4me3) and repressive (H3K9me3/H4K20me3) histone marks over the imprinted DMRs, but had only the repressive marks over non-imprinted regions (Fig. 2b). Given that H3K4me3 modification is normally associated with the unmethylated allele of imprinted germline DMRs [28–30] and ZFP57 targets the opposite methylated allele, we conclude that ZFP57 binding is largely associated with repressive marks, consistent with its ability to recruit the KAP1 co-repressor complex that includes the histone H3K9 methylase SETDB1. Furthermore, the shape of the profile suggests that ZFP57 acts as a nucleation site for H3K9me3 deposition and spreading that is then closely followed by appearance of the H4K20me3 mark at either side of H3K9me3.

As ZFP57 has been shown to be a DNA methylation maintenance factor both in the embryo and in ES cells [19, 21, 22], we investigated if ZFP57 peaks are generally associated with methylated regions in the genome in ES cells. We utilized available ES cell methylation data [31] and compared the methylation levels of CpG islands (CGIs) bound by ZFP57 with an equal pool of randomly selected unbound CGIs (Fig. 2c). As expected, unbound CGIs were unmethylated while ~40–60 % methylation was observed for the imprinted DMR-associated CGIs. The majority of non-imprinted CGIs bound by ZFP57 were completely or partially methylated, consistent with its methyl-sensitive binding and a role in maintaining DNA methylation. Of note, however, public datasets used for comparison were generated from serum-grown ES cells, whilst the hybrid ES cells used in our study were adapted to 2i LIF conditions. Finally, we also analyzed public reduced representation bisulfite sequencing and BS-seq datasets for germ cell and blastocyst DNA methylation [32, 33] and found that CGIs targeted by ZFP57 in ES cells are also normally methylated in the oocyte and retain methylation marks in pre-implantation blastocysts (Fig. S4 in Additional file 1).

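At the 132 sites with a motif count for a single genome, the authors counted 156 TGCCGCR and 40 TGCCGCY motifs, a purine share of 79.6% (73.4 to 84.6%; two-sided exact binomial test against 50%, p = 2.22e-17). More TGCCGCR than TGCCGCY motifs were present at 83 sites, fewer at 12 and equal numbers at 13 (exact sign test, p = 3.21e-14). Counting each site once in this way gave the largest change among the alternatives, a purine share of 87.4%, and without the imprinted loci it was 77.4%. A recount in the mm9 sequence on both strands gave the deposited numbers at 128 of the 132 sites. The recount over all 158 sites found 228 TGCCGCN motifs, with A at the seventh base of 43.4%, G of 36.8%, C of 9.65% and T of 10.1%. Across mm9, 36.8% of 163981 TGCCGCN motifs end in a purine, with 29.7% A and 7.06% G. Motifs of mm9 with as many CpG dinucleotides within 100 bp as those of the sites had a purine share of 44.7%, with 31.4% A and 13.3% G. The purine share of the sites lay above that of these matched motifs (exact binomial p = 5.17e-28). Motifs within a site are not independent, so the p-values of motif counts describe this list.

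**Figure D3:**
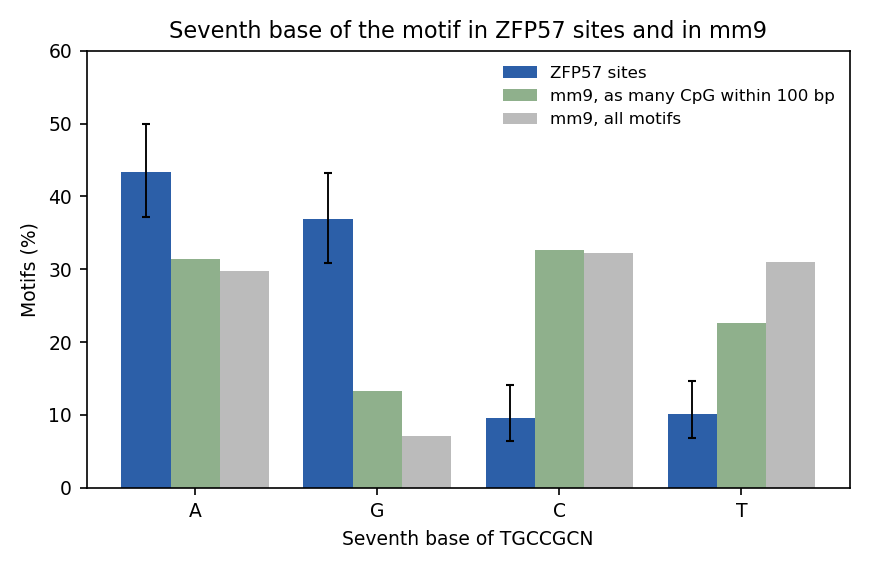
Percent of TGCCGCN motifs with each base at the seventh position, in ZFP57 sites, in mm9 motifs with as many CpG within 100 bp, and in all mm9 motifs. Bars on the site values are 95% Wilson intervals. A and G are more frequent in the sites than in either set of mm9 motifs.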

Our DNA sequence analysis around ZFP57 bound sites has identified a heptamer TGCCGCN consensus binding motif (Fig. 4a) consistent with a hexamer described in a previous report [21] with a preference for a purine (R) rather than a pyrimidine (Y) base in the seventh base. (columns K and L in Additional file 2). This heptamer motif is often present in multiple copies. 

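Of the 132 sites with a single motif count, 59 (44.7%) held at least 2 motifs, 49 held 1 and 24 held none, with 6 as the highest number in a site. Among the 24 sites without a motif, 2 were maternal-specific, 11 biallelic and 11 non-informative, and 3 had a motif within 100 bp of the site.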

The degree to which the last base affects the ZFP57 binding affinity remains to be elucidated, however.

### Parental allele-specific Zfp57 peaks exclusively mark ICR elements

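At the 23 autosomal maternal-specific sites, 2993 of 3194 reads were maternal. The maternal share per site ranged from 86.2% to 100%, with a median of 93.7%. Reads of the unexpected paternal allele made up 5.93% (117 of 1973) in BC and 6.88% (84 of 1221) in CB, which did not differ detectably (two-sided Fisher's exact test, p = 0.294). The calls at Grb10 and at a site of the Inpp5f_v2 DMR, with 33 reads, became biallelic at p under 0.000001.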

Allele-specific analysis of ZFP57 targets revealed 23 maternal and one paternal chromosome-specific instance of allele-specific ZFP57 binding (Fig. 1b), which mapped exclusively within known imprinted germline DMRs (Table 2). Figure S5 in Additional file 1 shows UCSC genome browser views for all instances of parental allele-specific binding of ZFP57 in addition to examples shown in Fig. 1b. Interestingly, these parental allele-specific peaks alone can independently define 15 of 21 known imprinted germline DMRs [33]. 

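The DMRs with a parental-origin call were Gpr1, Mcts2, Gnas_ProXL, Mest, Snrpn, Peg3, Inpp5f_v2, KvDMR1, Zac1, IG-DMR, Grb10, Zrsr1, Peg13, Igf2r and Impact. The number of allele-specific reads per DMR ran from 29 at Gpr1 to 621 at Peg13. The maternal shares ran from 86.8% (81.8 to 90.6%) at Inpp5f_v2 to 98.6% (92.3 to 99.7%) at Mcts2 among the maternal DMRs. With sites of mean rank under 99 left out, 19 DMRs held a site, and Gpr1, Igf2/H19 and Mcts2 no longer did.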

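A further 7 DMRs of Table 2 held a site without a parental-origin call. Nnat/Peg5, Peg10, Nap1l5, Igf2/H19 and Rasgrf1 had no allele-specific read in their sites. Their read densities in BC and CB were 169 and 40 at Nnat/Peg5, 159 and 73 at Peg10, 160 and 52 at Nap1l5, and 227 and 124 at Rasgrf1. The Igf2/H19 site had the lowest density of these, 49 and 7, and a mean rank of 70.3. Cdh15 and Fkbp6 had 724 and 568 reads and were biallelic.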

The other known imprinted regions were also strongly associated with ZFP57 binding, but lacked informative allele-specific reads to distinguish their parental origin (Table 2). Critically, within imprinted regions, ZFP57 targeted only germline DMRs and not secondary somatic DMRs that are established after fertilization as a consequence of the germline DMR. Furthermore, within the *Gnas* imprinted cluster, which harbors two germline-derived DMRs, ZFP57 was found to specifically associate with the one acting as the principal ICR for the region [14].

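Among the sites outside the DMRs of Table 2, 4 lay within 1 Mb of one. The nearest was in Rtl1, in the 3′ exon, on chromosome 12 from 110831906 to 110832020, 58.8 kb from the IG-DMR. This site had a read density of 24 in each cross and a mean rank of 92.5, holds no SNP and has its nearest TGCCGC motif 1049 bp away. It carries the mark of a site with binding found by ChIP-qPCR. The others were a biallelic site 287 kb from the Peg3 DMR, the non-informative Zfp444 site 538 kb from it, and a Cast-specific site 309 kb from the Inpp5f_v2 DMR. The somatic DMRs themselves are not listed by coordinates in Table 2, so overlap with them was not counted.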

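At the DMR Gnas_ProXL (chromosome 2, 174119863 to 174126564), 2 sites were listed, with 99 of 104 allele-specific reads maternal (95.2%, 89.2 to 97.9%) and a highest density of 223 in BC and 55 in CB. At Gnas_Ex1A (chromosome 2, 174150877 to 174154638), no site was listed. The mm9 sequence of Gnas_ProXL holds 7 TGCCGCR and 7 TGCCGCY motifs, and that of Gnas_Ex1A holds 4 TGCCGCY motifs and no TGCCGCR motif.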

We validated parental allele-specific binding at several germline DMRs using independent ChIP assays followed by quantitative SNP pyrosequencing across BL6/Cast variant bases (Fig. S6 in Additional file 1). In addition, we experimentally identified SNPs within the two other paternally methylated (*Igf2-H19* and *Rasgrf1*) ICRs and found that our profiled ZFP57 peaks were bound on the normally methylated paternal allele (Fig. S6 in Additional file 1).

Recently it has been shown that the regional extent of methylation at the two paternally methylated ICR elements at Dlk1-Dio3 and H19-Igf2 is reduced during genome-wide demethylation in pre-implantation development stages, leaving only a core region protected from methylation reprogramming [34, 35]. The positions of ZFP57 binding coincide with the boundaries of the core protected regions in both ICRs, consistent with the role of ZFP57 in maintaining DNA methylation (Fig. S7 in Additional file 1). 

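In the mm9 sequence of the 22 germline DMRs with a site, 21 held at least 2 TGCCGCN motifs, and 18 held at least 2 inside their sites. Only the Fkbp6 DMR held 1, and its interval in Table 2 is that of the site itself, 122 bp, so its overlap and its motif number are set by that interval. Of the 102 TGCCGCR motifs in these DMRs, 63 (61.8%) overlapped a site by at least 1 base, against 12 of the 29 TGCCGCY motifs (41.4%; two-sided Fisher's exact test, p = 0.0580). With only motifs whose 7 bases all lie inside a site, an alternative chosen after the data were seen, it was 61 (59.8%) against 10 (34.5%; Fisher's exact p = 0.0202), so the result depends on the motifs at the edges of the sites. The sites cover 9.76% of the length of these DMRs. A TGCCGCR motif was present in 21 of the 22 DMRs with a site, Zrsr1 being the exception, and in neither of the DMRs without a site (Fisher's exact p = 0.0109).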

Interestingly we also find that most ZFP57-bound germline DMRs harbor clusters of two or more consensus motifs, suggesting that multiple ZFP57 molecules may be recruited to regions within a DMR (Table 2).

### ZFP57-bound germline DMRs identify novel imprinted genes

At least three studies have now profiled the methylomes of mouse germ cells and early embryos, identifying more than 100 novel germline DMRs that might potentially constitute novel ICRs [32, 33, 36]. Given the specificity of ZFP57 binding for ICR elements, we hypothesized that those bound by ZFP57 are most likely to be regulating genomic imprinting. Genomic regions showing differential methylation between egg and sperm (≥75 % in one germ cell type and ≤25 % in the other) and that retained ≥40 % methylation at blastocyst stage (data taken from [32, 33]) were assessed for ZFP57 binding sites. Reassuringly we could identify most known imprinted germline DMRs using this approach, including the recently reported maternally methylated germline *Gpr1* DMR on chromosome 1 (*Gpr1-Zdbf2* cluster) [33, 37, 38] and *Cdh15* DMR on chromosome 8 [39–41]. 

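The Gpr1 site (chromosome 1, 63246740 to 63247100) had 9 reads in BC, all maternal, and 20 in CB, of which 19 were maternal. With read counts halved its parental p was 0.00140, above the call threshold. The Cdh15 site (chromosome 8, 125388980 to 125389120) lies in an exon and had 430 reads in BC and 294 in CB. Its maternal share was 48.8% (45.1 to 52.4%), so a parental bias larger than this interval would have been seen at this depth.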

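The Zdbf2 DMR (chromosome 1, 63305566 to 63315360) is 9795 bp long and holds 2 TGCCGCY motifs and no TGCCGCR motif in mm9. No site of the list overlaps it, and the Gpr1 site lies 58.5 kb away. The list holds selected sites only, so weaker enrichment at this DMR cannot be read from it.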

Interestingly, no Zfp57 binding was observed to the paternally methylated germline DMR in the *Gpr1*-*Zdbf2* imprinted locus, which is not the predicted ICR [42, 43]. The *Gpr1* DMR is associated with expression of a long non-coding RNA isoform of the *Zdbf2* gene (*Zdbf2linc/Liz*) that we and others find to be imprinted and paternally expressed in extra-embryonic tissues (Fig. S8 in Additional file 1) [37].

Of the remaining novel imprinted gene candidates, we were able to design assays to test imprinting of three genes (*Nbas*, *Zfp444 and Fkbp6*), analyzing their allele-specific expression in a panel of tissues isolated from reciprocal hybrid BC and CB conceptuses at embryonic day (E)16.5. While expression of *Nbas* and *Zfp444* was biallelic in all tissues tested (data not shown), *Fkbp6* showed clear imprinted, paternal allele-specific expression in all embryonic stage tissues with highest levels observed in placenta (Fig. 3b). Highest overall expression levels were found in adult testis, consistent with a previous report [44], however, in that tissue we found expression to be biallelic. We ruled out the possibility that the observed imprinting can be a result of a technical artifact amplifying transcripts expressed at low levels using a serial dilution of testis cDNA, showing that *Fkbp6* levels in embryonic tissues are still within a linear range of amplification and that allele-specific analysis using SNP pyrosequencing is accurate at a wide range of starting concentrations (Fig. S9A in Additional file 1). We also tested whether imprinted expression extended to the neighboring *Trim50* gene, but found biallelic expression in all tissues analyzed (data not shown).

**Fig. 3:**
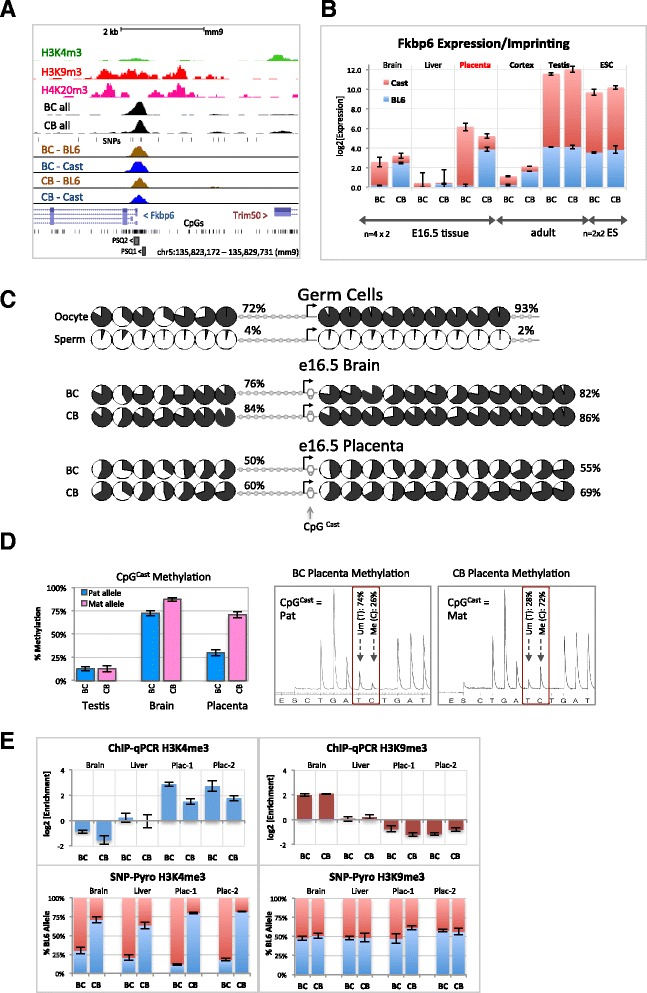
Identification of *Fkbp6* as a novel imprinted gene. **a** The *Fkbp6* gene region with the location of ZFP57 binding within the promoter regions. *PSQ1* and *PSQ2* denote regions analyzed by bisulphite pyrosequencing shown in (**c**). **b** *Fkbp6* expression levels and allele-specificity in mouse tissues and ES cells from quantitative RT-PCR and SNP pyrosequencing. The height of each bar represents Fkbp6 mRNA levels normalized to 18 s rRNA and shown relative to liver expression levels. *Blue* and *red stacked bars* show relative contribution of BL6 and Cast alleles, respectively, to overall *Fkbp6* levels. *Upper* and *lower error bars* correspond to standard deviation between biological replicates for PCR and pyrosequencing analysis, respectively (n = 8 replicates per each tissue: 4 BC and 4 CB; n = 4 for ES cell lines (*ESCs*). **c** The *Fkbp6* promoter is not a somatic DMR. Quantitative bisulphite pyrosequencing analysis of the *Fkbp6* promoter region, which assays overall methylation level in the population of cells in a non-allele-specific manner. Relative proportions of *black* (methylated) and *white* (unmethylated) filled areas in circles depict average percentage methylation for individual CpGs (n = 4; 2 BC and 2 CB bioreplicates for each tissue type). Numbers adjacent show median percentage methylation values across CpGs covered by *PSQ1* and *PSQ2* sequencing primers. *Grey circles* denote CpGs not covered in the assay. *Black arrow* denotes *Fkbp6* transcription start site and direction of expression. Grey arrow underneath indicates position of the Cast-specific CpG (SNP rs13487942), quantified in (**d**). **d** *Left*: Bar chart showing methylation status of the CpG^Cast^ when inherited on paternal (BC cross, *blue bars*) and maternal (CB cross, *pink bars*) chromosomes. Data from pyrosequencing of adult testis, E16.5 brain and placenta, n = 2 × BC and 2 × CB samples per tissue. *Right*: Representative bisulphite pyrograms from individual BC and CB placenta tissues. CpG^Cast^ region is framed in *red*, methylation level is calculated from the relative height of ‘*T*’ (unmethylated, *Um*) and ‘*C*’ (methylated, *Me*) peaks. **e** *Top*: Relative enrichment of H3K4 and H3K9 tri-methylation in E16.5 tissues. Data shown relative to input and normalized to a reference non-enriched genomic location. *Bottom*: Allele ratios from SNP pyrosequencing of ChIP-enriched DNA. Error bars reflect standard deviation between three technical replicates for each sample shown

We tested if the observed imprinted expression of *Fkbp6* is associated with a constitutive DMR at the promoter. First, using allele non-discriminatory quantitative bisulphite pyrosequencing, we determined that the ZFP57 binding site in *Fkbp6* is an oocyte methylated germline DMR in vivo that is selectively maintained in placenta (~50-60 % overall methylation), but becomes hypermethylated (~80-90 % methylation) in embryo and adult somatic tissues (Fig. 3c; Fig. S9B in Additional file 1). We next determined allele-specificity of methylation using M. m. Cast polymorphism (rs13487942), which confers a Cast genome-specific CpG dinucleotide adjacent to Fkbp6 transcription start site. Consistent with the DMR status in placenta, this CpG was predominantly methylated when inherited on the maternal chromosome and hypomethylated when inherited on the paternal chromosome (Fig. 3d). Therefore, unlike most canonical ICRs, *Fkbp6* is not fully methylated or unmethylated on either of the parental alleles, perhaps indicating that only a subset of cells within the placenta have imprinting control. In addition to DNA methylation we also analyzed histone modification profiles around the *Fkbp6* promoter (Fig. 3e). Consistent with the observed expression pattern, an active H3K4me3 mark was found to be highest in the placenta and lowest in brain, whilst the opposite was observed for the repressive H3K9me3 mark. Allele-specific analysis clearly showed paternal chromosome enrichment for H3K4me3 even in brain and liver samples and was consistent with the observation of low, albeit still, imprinted *Fkbp6* expression in these tissues, demonstrating the sensitivity of this approach (Fig. 3b, e).

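The Fkbp6 promoter site (chromosome 5, 135825859 to 135825980) had 219 BL6 and 244 Cast reads in BC and 57 BL6 and 48 Cast reads in CB. The maternal share was 47.0% (42.9 to 51.1%), with a parental p of 0.234 and a genetic p of 0.829 by Fisher's exact test. Its read density was 267 in BC and 56 in CB.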

Interestingly, in the ES cells, the ZFP57-bound promoter peak was biallelic on a generally hypomethylated allele and the *Fkbp6* gene was robustly expressed from both chromosomes (Fig. 3a,b). Promoter methylation was comparable to that of testis (Fig. S9B in Additional file 1). We hypothesize that the loss of germline methylation memory is a result of *in vitro* ES cell culture. However, in vivo the *Fkbp6* promoter region constitutes a novel imprinted germline DMR associated with widespread imprinted expression of this gene. Tissue and/or developmental stage-specific imprinting of other candidate genes found to be biallelic in our analysis cannot be ruled out. In conclusion, our data indicate that ZFP57-bound germline DMRs serve as a good predictor of genomic imprinting.

### Genetic variation can determine monoallelic expression via ZFP57

Analysis of allele-specific ZFP57 binding revealed a subset of monoallelic peaks that were associated with either the BL6 (17) or Cast (9) allele regardless of parental origin (Fig. 1b). 

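At the BL6-specific sites, BL6 reads made up 64.3% to 98.9% of the reads, with a median of 89.8%, and at the Cast-specific sites Cast reads made up 61.5% to 96.4%, with a median of 88.6%. At 19 of the strain-specific sites at least 80% of the reads came from a single strain, and at the other 7 both strains contributed more than 20%. The Cast genome used for alignment carried SNPs but no insertions or deletions, so Cast reads over such variants may have been lost. The authors obtained no Cast amplicon at 4 strain-specific sites. Peak B2 (chromosome 13, 47106341 to 47106460) had 295 BL6 and 48 Cast reads in BC (BL6 interval 81.9 to 89.3%) and 97.8% BL6 reads (92.2 to 99.4%) in CB. At p under 0.000001, the sites in Arhgap10 and near Inpp5f became biallelic, and the latter did so too in a binomial test on pooled reads.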

We hypothesized that these might have arisen through strain-specific genetic variation in the binding motifs (Fig. 4a). We successfully sequenced 22 out of 26 ZFP57-bound regions from pure C57BL/6 and Cast/EiJ animals and identified intact and disrupted motifs present on bound vs. unbound alleles for each peak (Additional file 3). 

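By the deposited motif numbers, the bound allele carried more intact motifs than the unbound allele at 12 of the 22 sites, fewer at 0 and the same number at 10 (two-sided exact sign test, p = 4.88e-04). For TGCCGCR motifs alone it was 13 sites against 0. A recount in the Sanger sequences of Additional file 3 on both strands also gave 12 against 0. Substitutions are written with the BL6 base, the position from 1 at the 5′ end of the heptamer and the Cast base. The Cmtm4 motif TGCCGCG had C6T, a motif near the Arhgef10 site C4T, and a Ccdc11 motif G2C and C4T. At the Cast-specific sites, the motif is intact in Cast: Qrsl1 had T4C in one heptamer and T2G in another, Ube2w had T2G and Tmem86a had C1T.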

Individual motifs were considered to be disrupted even if a single base pair change occurred anywhere within the heptamer motif sequence (Additional file 4) [21, 45]. Given that many peaks contain multiple motif instances, we categorized each site as follows: all motifs disrupted (no intact motifs on unbound allele); some motifs disrupted (at least one intact motif remaining on unbound allele); and all motifs intact despite apparent monoallelic binding (Fig. 4b). Surprisingly, we identified only five peaks with all motifs disrupted. 

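The sites counted as sequenced on both strains fell into 5 with all motifs disrupted on the unbound allele, 8 with some disrupted, 7 with all intact and 2 with no motif on either allele. The median share of reads on the bound allele was 91.7% with all motifs disrupted, 90.5% with some disrupted, 88.4% with all intact and 89.8% with none. The shares with all disrupted (75.4 to 97.1%) and with all intact (61.5 to 94.7%) did not differ detectably (two-sided exact permutation test of the medians, p = 0.596). The paper reasons that variants in the motif alone could not explain the binding at several sites. It proposes that variation outside the motif might determine the motif's methylation and, through it, the binding. Its ChIP and MeDIP assays with SNP pyrosequencing (Fig. 5) found differential methylation at most regions tested. Among these was Zfp553, where the motifs are intact on both alleles.

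**Figure D4:**
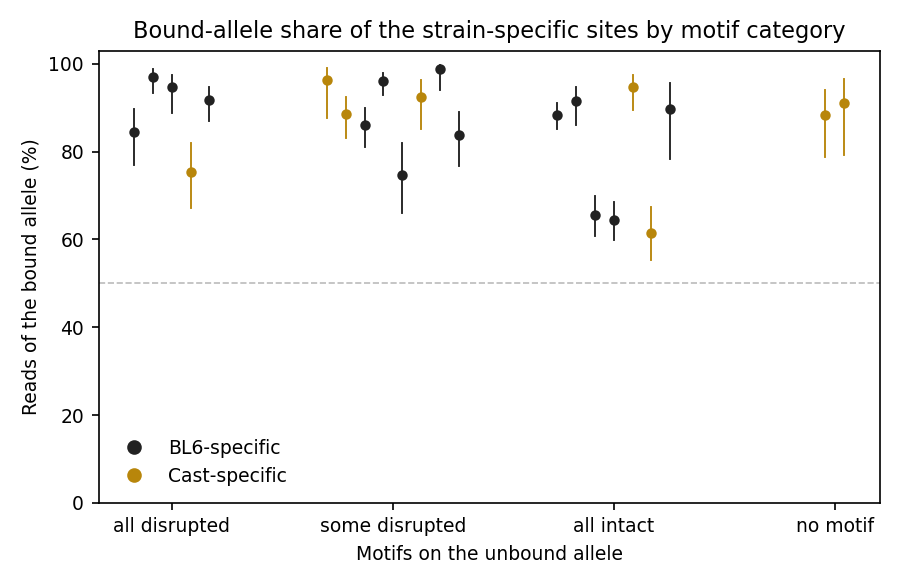
Percent of reads from the bound allele (vertical) at 22 strain-specific sites, grouped by the motifs on the unbound allele. Points are sites and bars are 95% Wilson intervals over both crosses. The lowest share, 61.5%, is in the group with all motifs intact.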

Eight regions had only some motifs disrupted and in seven regions the genetic variation did not affect the motif sequence at all, but was located outside adjacent to it (Fig. 4b).

**Fig. 4:**
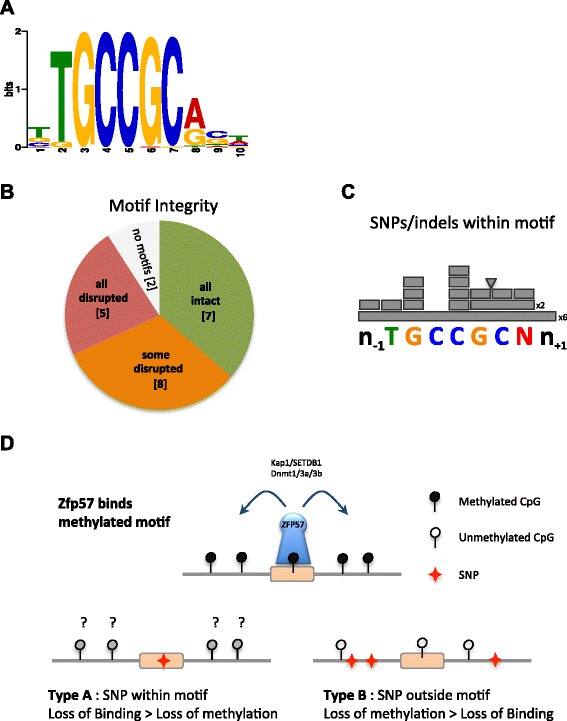
Genetic analysis of ZFP57 consensus binding motif*.* **a** Consensus ZFP57 binding motif identified using MEME algorithm analysis of DNA sequences underlying ChIP-seq peaks. **b** Distribution of genetically determined monoallelic Zfp57 peaks based on motif integrity on the unbound vs. bound alleles: SNPs disrupting all of the motifs (five sites, *red*), some of the motifs with at least one remaining intact (eight sites, *orange*) and none of the motifs (seven sites, *green*). No motifs could be found on either genetic alleles in two cases (*grey*). **c** Diagram indicating which bases within the consensus are varied between BL6 and Cast genomes in strain-specific peaks. *Long bars*, *short bars* and *triangle* indicate deletion, SNP and insertion events, respectively. **d** Putative mechanisms for ZFP57 allele-specific binding. *Top*: ZFP57 bound, motif intact and methylated. *Bottom left*: ZFP57 does not bind because motif is mutated. *Bottom right*: ZFP57 does not bind because motif is unmethylated in a given genetic background

Examination of the motif-disrupting SNP types indicated that the majority were single base substitutions found in different positions of the motif with the highest frequency located over the central CpG dinucleotide. Other disruptions included deletions of the entire motif or part thereof and, in one instance, a 3 bp insertion within the motif (Fig. 4c).

Given that, in multiple cases, SNPs within the motif sequence alone could not explain the strain-specific ZFP57 binding, we predicted that genetic variation outside the motif might determine the methylation state of the motif and in turn explain strain-specific binding at these sites (Fig. 4d). To test this we conducted parallel independent ZFP57-ChIP and methylated DNA immunoprecipitation (MeDIP) assays (Fig. 5) followed by SNP pyrosequencing of precipitated regions. The ratio of BL6 to Cast alleles was quantified and in each case we were able to confirm strain-specific ZFP57 binding. In five of six cases tested the region was also associated with differential methylation. This included a ZFP57 peak C1 at the 3′ end of *Zfp553* (Fig. 5b, left middle chart), which had intact motifs on both alleles but was associated with DNA methylation and ZFP57 binding specifically on the Castaneus sequence. We suggest that the strain-specific differential methylation in these instances may be genetically conferred, perhaps by neighboring genetic variants.

**Fig. 5:**
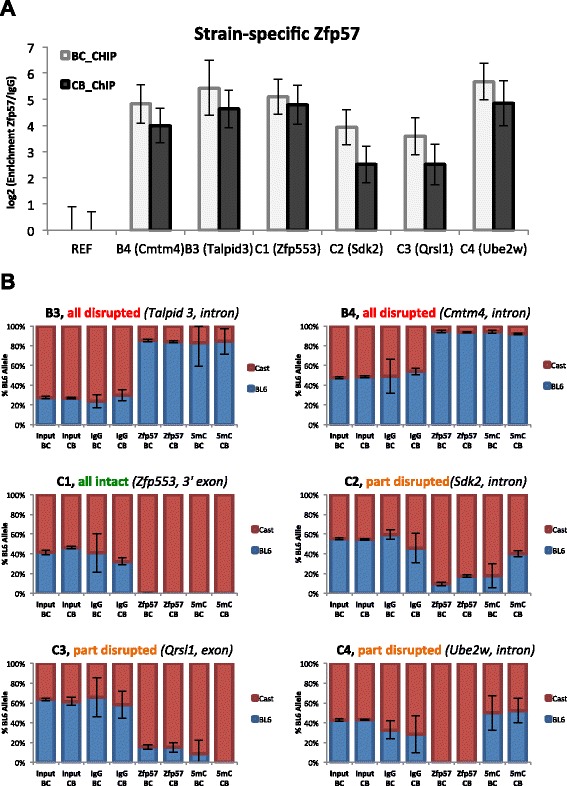
Validation of strain-specific sites*.* **a** Independent ChIP-quantitative PCR validation of Zfp57 binding to non-imprinted monoallelic peaks. Overall enrichment levels are shown relative to negative control region (*REF*) and normalized to non-specific IgG pull-down. **b** Allele-specific analysis using SNP pyrosequencing of ChIP and 5mC-DIP enriched DNA showing Zfp57 binding is directed by both underlying DNA sequence and methylation status of the allele. Error bars represent standard deviation between three technical replicates

We next determined whether the strain-specific genetically determined monoallelic binding, could be associated with the expression of 19 genes adjacent to these sites. Allele-specific expression was investigated using four different reciprocal hybrid ES cell lines and neural stem (NS) cell progenitors derived from them. Data identified eight genes in ES cells with significant strain-specific allele expression bias (Fig. 6, Table 3; Fig. S10 in Additional file 1). Four of these (*Efhd2*, *Arhgef10*, *Trim67* and *Sdk2*) were upregulated and became biallelic upon neural differentiation. Three (*Ube2w*, *Fam89a* and *4933422H20Rik*) retained allele bias upon differentiation and one (*Zfp553*) was downregulated and became biallelic in NS cells. The remaining genes were equally expressed from both alleles or showed minimal skews (<15 % median skew relative to genomic DNA control; Table 3; Fig. S10 in Additional file 1). There was no obvious pattern relating the position of the ZFP57-bound region and the relative allelic activity. For example, while Zfp57 binding at the Cast allele of the *Zfp553* gene was associated with BL6-specific expression, the *Sdk2* gene showed preferential expression from the ZFP57-bound Cast allele.

**Fig. 6:**
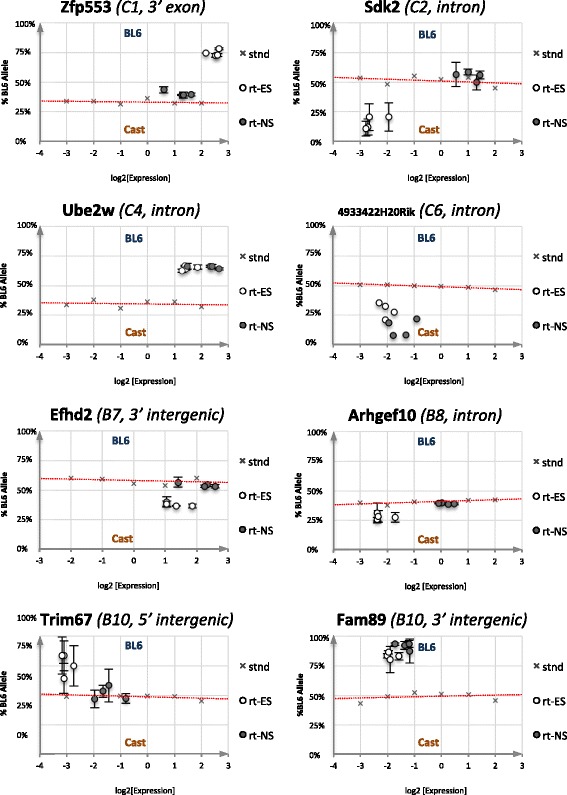
Strain-specific expression bias at genes around non-imprinted Zfp57 peaks. Allelic activity and expression level for eight genes found to have significant allelic bias in hybrid ES cells (*ES*, *clear dots*) and their neural stem cell derivatives (*NS*, *filled dots*); see also Fig. S10 in Additional file 1 and Table 3. The corresponding genomic DNA standard (expected 50 % allele composition) used to control for PCR bias and pyrosequencing artifacts is shown as a fitted linear regression (*red dotted line*). Allelic composition found by SNP pyrosequencing is plotted along the y-axes as percentage of BL6 expression (0 % = pure Cast, 100 % = pure BL6 and 50 % = perfect biallelic) and overall expression level by quantitative RT-PCR is plotted along the x-axes as absolute levels of the control hybrid genomic DNA (log2 nanograms/PCR). The title in each graph shows gene name and closest associated ZFP57 peak along with its relative position with respect to the gene. Note that for *Sdk2* a dilution series of neural stem cell cDNA (high level biallelic expression) was used as a control since the relevant exon boundary panning primers could not amplify genomic DNA

**Table 3:** Relative allele usage in expression of genes neighboring strain-specific ZFP57 peaks

		Genomic DNA				cDNA ES cells					cDNA NS cells				
Gene	Zfp57 peak	BC2	BC8	CB4	CB9	BC2	BC8	CB4	CB9	ANOVA	BC2	BC8	CB4	CB9	ANOVA
B2_Nhlrc1	3′ intergn^a^	38 %	35 %	32 %	38 %	28 %	21 %	38 %	39 %	NS	-	-	-	-	-
B3_Talpid3	Intron	51 %	52 %	51 %	50 %	51 %	51 %	51 %	51 %	NS	54 %	52 %	52 %	53 %	*
B4_Cmtm4	Intron	49 %	52 %	49 %	48 %	54 %	55 %	52 %	52 %	*	47 %	50 %	47 %	49 %	NS
B7_Efhd2	3′ intergn	52 %	53 %	59 %	56 %	**37 %**	**37 %**	**40 %**	**38 %**	***	53 %	55 %	53 %	57 %	NS
B8_Arhgef10	Intron	42 %	45 %	41 %	40 %	**31 %**	**27 %**	**26 %**	**28 %**	***	40 %	39 %	39 %	40 %	NS
B10_Fam89	3′ intergn	52 %	48 %	47 %	47 %	**84 %**	**83 %**	**80 %**	**87 %**	***	**93 %**	**92 %**	**94 %**	**88 %**	***
B10_Trim67	5′ intergn	45 %	48 %	45 %	46 %	**64 %**	**75 %**	**84 %**	**84 %**	**	47 %	53 %	47 %	58 %	NS
B12_Nbas	Intron	53 %	44 %	54 %	54 %	66 %	48 %	65 %	66 %	NS	53 %	44 %	54 %	54 %	NS
B13_Ankrd6	Intron	49 %	49 %	47 %	51 %	52 %	51 %	54 %	55 %	NS	41 %	43 %	37 %	44 %	**
B15_Btbd11	Intron	58 %	59 %	59 %	57 %	56 %	57 %	57 %	52 %	NS	53 %	54 %	57 %	57 %	NS
B16_Ccdc11	5′ intergn	51 %	51 %	52 %	53 %	62 %	71 %	62 %	66 %	*	62 %	60 %	62 %	47 %	NS
C1_Zfp553	3′ exon	36 %	35 %	36 %	34 %	**73 %**	**78 %**	**73 %**	**75 %**	***	39 %	39 %	39 %	43 %	*
C2_Sdk2	Intron	-	-	-	-	**12 %**	**11 %**	**20 %**	**20 %**	**	59 %	56 %	50 %	56 %	NS
C3_Qrsl1	Exon	50 %	46 %	45 %	48 %	46 %	49 %	51 %	49 %	NS	47 %	48 %	50 %	49 %	NS
C4_Ube2w	Intron	40 %	37 %	39 %	38 %	**67 %**	**66 %**	**64 %**	**63 %**	***	**66 %**	**66 %**	**64 %**	**66 %**	***
C5_Usp14	Intron	47 %	45 %	46 %	47 %	47 %	45 %	45 %	46 %	NS	43 %	42 %	43 %	43 %	*
C6_4933422H20Rik	Intron	50 %	48 %	46 %	49 %	**21 %**	**28 %**	**32 %**	**36 %**	**	**8 %**	**19 %**	**8 %**	**22 %**	***
C7_Tmem86a	3′ exon	52 %	49 %	52 %	52 %	52 %	41 %	51 %	59 %	NS	46 %	45 %	48 %	44 %	NS
C8_Atrn	Intron	41 %	37 %	37 %	37 %	45 %	42 %	43 %	47 %	*	36 %	38 %	40 %	46 %	NS

^a^ *Intergn* intergenic ZFP57 binding upstream (5′) or downstream (3′) of the gene. Each row shows the gene name, position of the associated ZFP57 binding site and percentage of BL6 allelic expression ascertained by SNP pyrosequencing (i.e., 100 % = exclusively BL6, 0 % = exclusively Cast and 50 % = perfect biallelic expression). cDNA from four hybrid ES and neural stem cells was analyzed and compared with their corresponding genomic control for PCR bias (gDNA). Values in bold font emphasize significant C57BL/6 or Cast preferential allelic expression (*p* < 0.01, median difference greater than 15 % compared with genomic DNA control). For *Sdk2*, where no gDNA is available, ES cells are compared relative to neural stem cell expression. (*p < 0.05, **p < 0.01, ***p < 0.001 repeated measures ANOVA with Bonferroni’s post-test; *NS* not significant). See also Fig. S10 in Additional file 1 and Fig. 6 highlighting the relative expression level and allelic preference for eight highlighted genes.

## Discussion

We and others have recently focused on the role of ZFP57 and KAP1 in the maintenance of DNA methylation in early mouse embryo development [19, 21–23]. In the current work we extend these studies by performing parental-origin allele-specific analysis of endogenous ZFP57 binding using reciprocal hybrids. Critically, unlike previous studies, we distinguish monoallelic binding determined by parental origin effects (imprinted germline DMRs) from those determined by underlying sequence variation.

We identified ZFP57 binding within all known imprinted regions, where it specifically targets the methylated allele of germline but not somatically methylated DMRs. In fact all parental allele-specific peaks lie exclusively within well-established or recently reported imprinted germline DMRs. Most ZFP57 sites are associated with peaks of repressive H3K9 and H4K20 tri-methylation, and recruitment of KAP1 and associated SETDB1 H3K9-specific histone methyltransferase to these regions. In addition, peaks of active H3K4me3 modification were present solely at the imprinted germline DMRs, where they are associated with the opposite unmethylated allele, consistent with these three marks being hallmarks of ICRs in ES cells [29, 46]. A larger proportion of ZFP57 peaks are, however, outside imprinting clusters and, in particular, found within gene exons and introns and frequently overlap LTRs corresponding to endogenous retroviral (ERV) insertions (columns V and W in Additional file 2). These are targeted by KAP1, which is necessary to silence ERVs in mouse ES cells [26, 27, 47], suggesting that silencing at these loci is targeted, at least in part, by ZFP57.

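Without the annotation of an imprinted locus, 124 sites were listed: 22 in a 3′ exon, 23 in another exon, 32 in an intron, 40 between genes, 6 in a promoter and 1 in a pseudogene. An LTR was annotated at 28 of them. Of all 29 LTR sites, 15 were biallelic, 4 BL6-specific, 1 Cast-specific and 9 non-informative, and none was parental-origin-specific.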

ZFP57 occupancy at identified genomic location, however, does not constitute a biochemical assay of function. For instance, whilst we and Quenneville et al. [21] observe ZFP57 binding to all known germline ICRs, only a subset of these is hypomethylated in the Zfp57 null embryos even in maternal zygotic mutants [19]. This might be explained by redundancy mediated by other KRAB-ZFPs that could potentially recruit KAP1 to the unaffected ICRs or through action of other factors such as PGC7/Stella [48]. Alternatively, in the absence of ZFP57 binding, kinetics of DNA methylation loss may vary between different ICRs. As there is only a finite window of pre-implantation development during which the global DNA demethylation wave could potentially target imprints, some ICRs may retain sufficient methylation to allow recovery. Indeed at the *H19* locus there is evidence for stochastic loss of methylation in embryos derived from KAP1 null oocytes [23, 49]. Finally, loss of DNA methylation may be secondary to loss of histone H3K9 tri-methylation in the absence of KAP1-SETDB1 recruitment to ICRs. Levels of H3K9me3 at ICRs has not been analyzed in pre-implantation embryos.

There is considerable interest in determining the full imprinted complement of the mouse genome and in identifying novel imprinted genes. Given that all murine imprinted clusters identified to date contain a germline DMR, one can also survey the DNA methylation in egg, sperm and early embryos to identify candidate imprinted loci. Based on data from two such studies, approximately 1000 CGIs are hypermethylated in mature oocyte and hypomethylated in sperm, of which only ~15 % retain methylation in the blastocyst [32, 33]. This still provides over 100 novel putative candidate imprinted clusters. We hypothesized that those bound by ZFP57 may represent *bona fide* ICRs for novel imprinted genes. 

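In the deposited annotation, 8 sites carry a mark as candidate germline DMRs, and their calls were 2 BL6-specific, 3 biallelic and 3 non-informative. The BL6-specific ones were peak B2 and the Nbas site (chromosome 12, 13443884 to 13444000), where 84.4% (77.0 to 89.8%) of 122 reads were from BL6. Besides Cdh15 and Fkbp6, the third biallelic site lies on chromosome 5 from 143890841 to 143890960, with 53.4% (45.4 to 61.2%) maternal reads. Its strain-origin p was 0.00105 by Fisher's exact test, and it became Cast-specific at p under 0.01 and with Benjamini-Hochberg adjustment. With that adjustment Cdh15 became BL6-specific, whereas Fkbp6 (strain-origin Fisher's exact p = 0.829) stayed biallelic. Of the non-informative ones, Habp4 had no allele-specific read, Zfp777 had 17 and Zfp444 had 48, of which 7 were in CB. With a minimum of 5 reads per cross, Zfp444 was biallelic, with 22 of 48 reads maternal.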

Overlapping ZFP57 peaks with these extended germline DMRs identified eight potential candidates, of which three had already been recently analyzed and *Cdh15* reported as imprinted [40]. We tested additional three and report identification of another novel imprinted gene, FK506-binding protein 6 (*Fkbp6*) on chromosome 5. Previously, Fkbp6 has been identified as a testis-specific factor of the meiotic synaptonemal complex, with mutant male but not female mice being completely sterile [44]. Another study has also implicated *Fkbp6* in the piRNA biogenesis pathway in male germ cells [50]. *Fkbp6* expression is abundant and not imprinted in adult testis, presumably as a result of imprint reprogramming in the germline (Fig. 3b). In embryonic tissues it is widely imprinted, with the most robust expression being in the placenta. Further experiments are necessary to uncover the functional relevance of *Fkbp6* imprinting in placenta tissues.

In human patients with Williams syndrome carrying a large multi-gene deletion on chromosome 7q11.23, *FKBP6* hemizygocity was found to contribute to hypercalcemia and growth retardation [51]. Growth retardation in Williams syndrome has been associated with a parental-origin effect [52]. Given recent reports that human ZFP57 recognizes the same DNA consensus motif [53], we analyzed the promoter sequence of the human *FKBP6* gene and identified at least two putative ZFP57 binding motifs. ENCODE data suggest that the human promoter CGI is methylated in most normal and cancer human cell lines as well as adult brain tissue (Fig. S11 in Additional file 1). Hence, akin to mouse, imprinting of the human *FKBP6*, if it occurs, is likely to be tissue specific.

It has been demonstrated in vitro that ZFP57 zinc fingers 2–3 are responsible for binding motif recognition and have the highest affinity when a central CpG dinucleotide in the motif is fully methylated [21, 45]. Here we demonstrate this in vivo for the endogenous full-length protein, showing that ZFP57 always follows the methylated allele in cases of both imprinted (Fig. S6 in Additional file 1) and genetically determined allele-specific binding sites (Fig. 5). We also identify the same consensus binding motif sequence as Quenneville et al. [21], noting a clear preference for purine (R) over pyrimidine (Y) as the last base of the heptamer motif (columns K and L in Additional file 2). 

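By the recount in mm9, 60 of the 127 sites with a TGCCGCN motif held at least 1 TGCCGCG. Guanine ended 53.6% (42.0 to 64.9%) of the 69 motifs at sites annotated with an imprinted locus and 29.6% (23.0 to 37.1%) of the 159 motifs elsewhere (two-sided Fisher's exact test, p = 9.24e-04).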

We note that in case of guanine (around half of all motifs found) this creates a second CpG site, which we often find to be concomitantly methylated with the central CpG in the motif. It remains to be experimentally elucidated, however, whether ZFP57 binds with higher affinity to the sequence TGCCGCR than TGCCGCY.

In situations where binding was abrogated in a strain-specific manner, defects in the binding motif preferentially fell within that central CpG. In monoallelic strain-specific binding where the motif(s) itself is genetically identical on both alleles, ZFP57 was again targeted to the methylated allele (Fig. 5). In these instances, however, adjacent DNA polymorphisms were noted. Genetic variation in *cis* has previously been shown to influence CG methylation in mouse and human and hence provides a likely explanation for this differential methylation [54–57].

Much attention has focused on understanding the mechanisms by which genetic variation can determine divergence in gene expression levels. Expression quantitative trait loci (eQTL) studies have shown that a large proportion of genes can be influenced by particular genetic variants [58]. A recent study found that approximately a quarter of genes expressed in mouse liver show strain-specific differences in expression between C57BL/6 and Cast/EiJ mice [59]. In our study we find a large proportion of ZFP57 sites being targeted to either BL6 or Cast chromosomes regardless of parental origin. We tested whether genes in the vicinity of these sites exhibit skewed allelic expression and find that more than 40 % (8/19) of the genes tested show significant preference of one allele over the other in BC and CB hybrid ES cells (Fig. 6; Fig. S10 in Additional file 1). Upon differentiation into the neural lineage, *Zfp57* mRNA levels are dramatically reduced and half of these genes become biallelically expressed, whilst the other half remain expressed in a predominantly monoallelic fashion. Interestingly, ZFP57 binding and gene expression were not always inversely correlated as would be predicted by recruitment of a repressive KAP1 complex. Further analysis will determine whether ZFP57 is directly responsible for the allelic bias in these genes.

## Conclusions

In the current study we present four novel findings. First, we show that within 22 established mouse imprinted clusters, ZFP57 specifically binds known or predicted ICR elements in each of them, but does not interact with secondary somatically methylated DMRs or germline DMRs that are not imprinting controlling. Second, we show that ZFP57 binding can be efficiently used to predict novel imprinted genes, identifying *Fkbp6* as a gene whose expression is imprinted and paternal allele-specific in placenta. Third, we show that many ZFP57 targets lie outside imprinted clusters, have biallelic binding, are hypermethylated and are enriched in repressive H3K9me3 histone marks, consistent with KAP1 co-repressor recruitment; members of this class include some ERVs where the DNA binding factor targeting the repressive state had not previously been identified. Finally, we show that genetic and epigenetic variation can specify strain-specific monoallelic ZFP57 binding, which is often associated with biased allelic expression of adjacent genes.

## Materials and methods

### Cell culture

Reciprocal hybrid mouse ES cells were derived in serum replacement media as described previously [60] and adapted to feeder-free-based 2i LIF culture conditions (N2B27, Stem Cell Sciences) [61]. Monolayer neural differentiation was induced by withdrawal of 2i and LIF supplements using established protocols [62, 63]. Derived neural stem cells were maintained in RHB-A media (Stem Cell Sciences) supplemented with10 ng/ml of FGF-2 and EGF (Peprotech). Research was conducted in accordance with UK Home Office Animals Scientific Procedures Act, project licence 80/2567.

### Western blotting

Whole cell lysates prepared in 1× Laemmli buffer (10 μg) were loaded in each well of a 10 % acrylamide gel. Following transfer the blots were probed with rabbit anti-Zfp57 (Abcam, ab45341) at 1:5000 dilution or mouse anti-Tubulin (SIGMA, T6199) at 1:10,000 dilution.

### ChIP analysis

ChIP analysis of Zfp57 binding was performed on formaldehyde cross-linked chromatin isolated from ten 10-cm dishes of hybrid mouse ES cells grown to ~70 % confluency. Briefly, formaldehyde was added directly to cell media to a final concentration of 1 % and dishes were incubated at room temperature for 10 minutes with agitation. The reaction was stopped by addition of glycine to a final concentration of 0.125 M. The cells were washed twice in ice-cold phosphate-buffered saline (PBS), scraped into falcon tubes, centrifuged and resuspended in cell lysis buffer (0.25 % Triton X-100, 10 mM EDTA, 0.5 mM EGTA, 10 mM Tris pH 8.0). Isolated nuclei were lysed in sonication buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA, 0.5 % SDS) and sheared to an average size of 200–500 bp using a Bioruptor sonicator (Diagenode, UCD-200). Chromatin from ~5 × 10^6^ cells was diluted five-fold with IP buffer (1.1 % TX-100, 1.2 mM EDTA, 16.7 mM Tris pH 8.1, 167 mM NaCl) and pre-cleared with 10 μg non-immune rabbit IgG and 50 μl of protein A magnetic beads (Dynabeads, Invitrogen) for 3 h at 4 °C on a rotating wheel. Anti-Zfp57 antibody (4 μg, abcam ab45341) or normal rabbit IgG was added to pre-cleared chromatin and incubated overnight at 4 °C on a rotating wheel. Chromatin was precipitated with 25 μl protein A beads for 3 h at 4 °C with rotation. The beads were then washed in each of the following: buffer 1 (1 % Triton X-100, 0.1 % SDS, 2 mM EDTA, 150 mM NaCl and 20 mM Tris pH 8), buffer 2 (1 % Triton X-100, 0.1 % SDS, 2 mM EDTA, 500 mM NaCl and 20 mM Tris pH 8), buffer 3 (0.25 M LiCl, 1 % NP-40, 0.5 % sodium deoxycholate, 1 mM EDTA, 10 mM Tris pH 8) and twice with TE buffer (10 mM Tris pH 8, 1 mM EDTA). The bound chromatin was eluted into elution buffer (1 % SDS, 0.1 M NaHCO_3_), followed by crosslink reversal and protein digestion. DNA was extracted by phenol/chloroform and ethanol precipitated in the presence of 10 μg of glycogen. One-tenth of the ChIP reaction was used for quantitative PCR and SNP pyrosequencing analysis to control for ChIP efficiency. The remainder was used for Illumina library preparation.

Histone modifications were analyzed using native non-crosslinking ChIP done on di- and tri- nucleosomal preparations as described previously [64]. Mouse embryo brain, liver and placenta tissues at E16.5 (F1 BL6/Cast reciprocal hybrids) were analyzed using the following antibodies: anti-H3K4me3 (Diagenode, C15410003); anti-H3K9me3 (Abcam, ab8898) and anti-panH3 (control Abcam, ab1791).

### Illumina library preparation and sequencing

Sequencing libraries were prepared from ~10 ng of ChIP and 1 μg of input DNA using NEBnext® kit (E6260, NEB) according to the manufacturer’s protocol. The PCR amplified library was purified using Agencourt AMPure magnetic beads for gel fragments size selected at 150–400 bp. Each ChIP and input library was sequenced from a single end to a length of 40 nucleotides on individual lanes of an Illumina Genome Analyzer IIx. Allele-specific read alignment and detailed bioinformatics analysis of data are outlined in Additional file 4.

### Independent ChIP-quantitative PCR validation

To validate ChIP-seq peaks, we performed anti-ZFP57 ChIP experiments in independently grown ES cells used for ChIP-seq (BC8 and CB9; Fig. S1 in Additional file 1) as well as two additional reciprocal hybrid lines, BC2 and CB4. Pull-downs using non-immune rabbit IgG were used to control for non-specific enrichments. ChIP enriched DNA was analyzed in triplicate real time quantitative PCR reactions using SYBR-green chemistry (LC480 instrument, Roche). The comparative Ct method was used to calculate fold enrichment levels normalizing to input DNA and non-specific IgG. In order to assess statistically significant enrichment levels, we designed primers for six locations not associated with the ZFP57 peak in the ChIP-seq data. Peaks having enrichment levels three standard deviations above the mean of the negative control were marked as confirmed. Primer sequences for each tested location are listed in Additional file 5. Primers for quantitative PCR and SNP pyrosequencing analysis were designed using primer3 software [65] and Pyromark Assay Design software (Qiagen). In the case of the latter, one of the oligos was 5′ biotinylated to allow downstream processing (see below).

### MeDIP analysis

Total genomic DNA was isolated from exponentially growing ES cells. The cells were trypsinized, washed in PBS, lysed in tail buffer (50 mM Tris, pH 8.0, 100 mM EDTA, 100 mM NaCl, 1 % SDS) and incubated first with RNase A for 10 minutes at 37 °C and then Proteinase K overnight at 55 °C. DNA was extracted sequentially with phenol, phenol-chloroform-isoamyl alcohol, chloroform and then ethanol precipitated. For MeDIP, 1 μg of DNA was sheared to an average size of 200–800 bp using a Bioruptor sonicator (UCD-200, Diagenode) and incubated overnight with 2 μg of anti-5methyl-cytosine antibodies (Diagenode). The complexes were precipitated using sheep anti-mouse IgG conjugated magnetic beads (Invitrogen). The beads were washed three times with binding buffer and eluted with proteinase K. Purified DNA was subsequently PCR amplified using primers listed in Additional file 5 and analyzed by quantitative SNP pyrosequencing to determine the relative ratio of each allele.

### Reverse transcription and quantitative PCR assays

Total RNA was isolated using the TRI-reagent method from either cultured cells or homogenized tissue, DNaseI treated and converted to cDNA using a RevertAid first strand cDNA synthesis kit and random hexamer primers (Fermentas). Quantitative PCR was performed using SYBR-green chemistry on the Light Cycler 480 instrument (Roche). Three housekeeping genes (18S rRNA, β-Actin and GAPDH) were used as a control. At least two biological and three technical PCR replicates were performed.

### Pyrosequencing

Pyrosequencing was performed on a Pyromark Q96 MD instrument and PyroMark Gold Q96 Reagents (Qiagen) using the kit manufacturer's protocols and as described previously [60]. Two types of assays were performed. First, SNP pyrosequencing was used to measure the relative allele ratio following RT-PCR (monoallelic gene expression assessment) or following ChIP/MeDIP-quantitative PCR measuring allele-specific enrichment of Zfp57 or 5-methyl cytosine at given genomic locations. Primer sequences are listed in Additional file 5.

Second, quantitative bisulphite CpG pyrosequencing was performed in order to assess DNA methylation levels at the two novel germline DMRs in germ cells and E16.5 conceptus tissues. Briefly, purified genomic DNA was bisulphite converted using an imprint® DNA modification kit (SIGMA), PCR amplified using *Gpr1* and *Fkpb6* DMR-specific primers, and pyrosequenced on the PSQ HS96 system (Qiagen) using pyromark CpG analysis software. PCR product preparation was performed in the same way as for SNP pyrosequencing. The following primer sets were used:

Gpr1 DMR: forward, AGGGTTATATTGAGAGAAATATTGTG; reverse (5’ biotin), ATATTAAATTAAACCCTAAATTCCATTTCT; sequencing, ATTTAAATTATTGATGTTTAAG. Sequence to analyze (CpG positions assayed in bold): **Y**GTATTTATTGT**Y**GT**Y**GTTTTG**Y**GGTTTTGT**Y**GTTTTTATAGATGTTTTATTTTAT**Y**G**Y**GGTAT**Y**GTA**Y**GGTA**Y**GTTTTTG.

*Fkbp6* promoter DMR: forward, GTTTTGTTAGAAGTTTTTTTAGGGTTTTAT; reverse (5’ biotin), CTAACCTAAAATACCAACCCCTTCC; sequencing PSQ1, AGTTTTTTTAGGGTTTTATTTTG; sequencing PSQ2, GGGTAGTTTTAGGTAAGGTTTT. Sequence to analyze, (CpGs in bold, BL6/Cast SNP *rs13487942* in italics): PSQ1, TTTTG**Y**GTTTGTTATTA**Y**GTGTGTAG**Y**G**Y**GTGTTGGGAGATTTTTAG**Y**GTATGTT**Y**GTATGTT**Y**GTTG; PSQ2, TGG*A*/[*T*/*C***]**GATAGTTGTG**Y**GGTAAGATGAG**Y**GTTTTTT**Y**G**Y**GTTTTAGGAA**Y**GGAATTTTAT**Y**GT**Y**G**Y**GAGA**Y**GATTGTTAGGTA**Y**GGAG**Y**GGGGTT**Y**GGG.

The *Fkbp6* promoter region was amplified using the above forward and reverse primers and pyrosequenced sequentially using two sequencing primes. Genomic positions of CpGs covered by PSQ1 and PSQ2 sequencing primers are indicated in Fig. 3a (bottom tracks).

Note, quantitative bisulphite pyrosequencing is a bulk population assay measuring overall methylation levels and as such is not allele-discriminatory. We could, however, determine allele-specificity for one CpG, which was present only in M. m. Cast genome (rs13487942). We initially attempted conventional clonal bisulphite sequencing but encountered strong cloning bias towards methylated alleles even in generally hypomethylated tissues (testis and ESCs).

### Analysis of monoallelic gene expression near strain-specific ZFP57 binding sites

Assessment of allele specificity of gene expression was performed using quantitative RT-PCR followed by SNP pyrosequencing of the resulting product. The assays were performed using cDNA from four hybrid ES cell lines (2 BC and 2 CB) and neural stem cells derived therefrom. Genomic DNA corresponding to each cell line was used as a reference for 50 %:50 % BL6/Cast allele percentage relative to which skews in cDNA were analyzed (Table 3; Fig. S10A in Additional file 1). A dilution series of the reference hybrid genomic DNA was constructed to control for PCR amplification and pyrosequencing biases at a wide range of starting concentrations (2–0.25 ng/PCR).

Absolute expression level for each gene was quantified against the reference genomic DNA standard and is represented as log2 (nanograms of standard/PCR) along the x-axes in Fig. 6. Typically, 1 μl of a 1/20 cDNA dilution of the 1 μg RNA reverse transcription reaction were used per PCR. Repeated measures ANOVA was used to compare median allele ratios in cDNA relative to genomic DNA controls (Table 3; Fig. S10 in Additional file 1). An arbitrary cutoff was set for genes having *p* < 0.01 (Bonferroni post-test) and an overall difference in median allele ratio ≥15 % (either towards BL6 or Cast) relative to genomic DNA (eight genes shown in Fig. 6).

In the case of allele-specific analysis of *Fkbp6* and *Sdk2* genes, due to position of informative SNPs, PCR primers had to span exon boundaries and a reference hybrid gDNA standard could not be used to test for bias. Instead we constructed standards using a dilution series of a cDNA where we found these genes to be highly abundant and biallelic (e.g., testis for *Fkbp6* and neural stem cells for *Sdk2*). Using this control we were able to demonstrate that monoallelic expression (imprinted or genetically determined) did not arise from random PCR amplification biases.

### Data availability

Illumina sequencing data have been submitted to the Gene Expression Omnibus database under accession GSE55382.

## Additional files

Additional file 1:
**Supplementary Figures S1–S11.**
Additional file 2: Table S1. Zfp57 binding sites and their genomic annotations. Additional file 3:
**Genomic sequence alignments of C57BL/6 and Cast/EiJ DNA around monoallleic Zfp57 binding sites.**
Additional file 4:
**Supplementary methods.**
Additional file 5: Table S2. Primer sequences used in the study.

## Abbreviations

ASAP: allele-specific alignment pipeline
CGI: CpG island
ChIP: chromatin immunoprecipitation
DMR: differentially methylated region
ERV: endogenous retroviral
ES: embryonic stem cell
NS: neural stem cell
ICR: imprinting control region
LTR: long terminal repeat
MeDIP: methylated DNA immunoprecipitation
SNP: single nucleotide polymorphism

# Supplementary material for: Allele-specific binding of ZFP57 in the epigenetic regulation of imprinted and non-imprinted monoallelic expression
**Source:** Genome Biol. 2015 May 30;16(1):112. doi: 10.1186/s13059-015-0672-7
**Supplement:** Additional file 1: — Supplementary Figures S1–S11.

## **Additional File1**

Supplementary Figures

**Figure S1.** Zfp57 expression in hybrid ES cells. Western blot analysis of ZFP57 expression in whole cell extracts isolated from several hybrid and the E14 ES cell lines. Asterisks denote cell lines used for ChIP-seq.

**Figure S2.** Analysis strategy for allele-specific Zfp57 binding site mapping. Schematic diagram of the short read data analysis pipeline employed to identify allele-specific binding events for ZFP57. Reads were binned into common and allele-specific alignments using ASAP algorithm (see methods). Identification of the total number of binding sites, quantification of allele-specific reads under each peak and analysis of statistically significant mono-allelic binding events were performed using MACS, Seqmonk and Fishers' exact test respectively.

**Figure S3.** Selection of 158 ZFP57 peaks. (A) Venn diagram showing the degree of overlap between MACS peaks identified in BC and CB hybrid ES ChIP-seq experiments (left) and the same for the randomized sets of sites of equal size (right). Commonly enriched genomic locations with combined mean read density  $\geq 5$  (55273 peaks) were taken for further analysis. (B) Ninety two peaks selected for independent ChIP-qPCR validation arranged in the order of decreasing rank (see also Additional file 2: Table S1). Confirmed and false positives are shown in green and red respectively. (C) Correlation between read density in BC vs. CB ChIP-seq experiments. Top 1 % ranking sites selected based on qPCR analysis are shown in green.

**Figure S4.** DNA methylation status of ZFP57 bound CGIs in germ cells and early embryo. Dot-plot diagram showing pairwise comparisons of CGI methylation found to bind ZFP57 in our ChIP-seq experiment vs. comparable number of randomly selected CGIs. Non-parametric Kruskal-Wallis tests were performed with significantly different categories denoted (\*\*\* $P < 0.001$ , \*\* $P < 0.01$ , ns - not significant). Publically available data for DNA methylation in GV oocyte, sperm and blastocyst stage embryos were used for this analysis [32].

**Figure S5.** Genome browser views of all instances of parental allele-specific ZFP57 binding. Each panel shows a region of genome where parental allele specific ZFP57 binding was identified. Individual track arrangement is identical to Fig. 2.

**Figure S6.** ZFP57 binding and parental origin specific DNA methylation analysis at imprinted gDMRs by independent ChIP and MeDIP. (A) Independent ChIP-qPCR result showing enrichment of ZFP57 at the methylated allele of several imprinted somatic and germline DMRs. (B) Quantitative SNP-pyrosequencing assay showing relative allele enrichment (shown as percentage BL6 allele, 0 % = pure Cast, 100 % = pure BL6, 50 % = perfect biallelic) in the PCR product amplified from input DNA, normal IgG pull-down, ZFP57-ChIP or MeDIP (5mC). Error bars represent standard deviation between three technical replicates.

**Figure S7.** Zfp57 sites demarcate the protected ICR regions in blastocyst. The extent of methylation at two paternally methylated ICRs (top – Igf2-H19 ICR; bottom – IG-DMR at Dlk1-Gtl2) in sperm and blastocyst as reported in [34] (orange arrows) and [35] (red arrows). Vertical bars denote CpGs and red ticks denote Zfp57 binding motifs.

**Figure S8.** Imprinting of Zdbf2linc in placenta. (A) Genomic map showing the location and features associated with the novel maternally methylated Gpr1 DMR in ES cells. Arrangement is same as for Fig. 2. Red dotted box highlights the position of the novel Gpr1 DMR and Zdbf2linc RNA putative promoter. (B) Quantitative bisulphite-pyrosequencing analysis of the Gpr1 DMR methylation in germ cells, somatic tissues and placenta. (C) qRT-PCR analysis of Zdbf2linc expression in reciprocal hybrid E16.5 embryo and placenta tissues and (D) Representative SNP-pyrosequencing traces demonstrating its paternal-allele specific expression in placenta. Sequence analysed: [T/C]GTCTG.

**Figure S9.** Fkbp6 imprinting and DMR analysis. (A) Left panel: Standard curve showing serial dilution of BC and CB adult testis cDNA. Placenta qPCR Cp-values are marked to demonstrate that they are still within linear range of PCR amplification. Right panel: SNP-pyrosequencing analysis of each dilution point: no random PCR bias even at the lowest dilution, whilst clear paternal allele enrichment in BC & CB Placenta. (B) Bisulphite pyrosequencing summary for adult frontal cortex, testis and ES cells. Annotations as per Fig. 3C.

**Figure S10.** Allele-specificity of gene expression around strain-specific ZFP57 peaks. (A) Each graph shows relative allele contribution towards expression for each gene adjacent to non-imprinted monoallelic ZFP57 binding site (see also Table 3). Allele ratios are shown as percentages of BL6 allele (0 % = monoallelic Cast, 100 % = monoallelic BL6, 50 % = biallelic expression). Allele ratios found in cDNA from four hybrid ES and NS cells are compared to their genomic counterparts (gDNA, expected 50 % allele ratio) and those having statistically significant differences are indicated (\*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $p < 0.001$ , ns – not significant; repeated measures anova with Bonferroni post-test, also see Methods). (B) Relative control gene mRNA expression levels are shown on a log scale normalized relative to 18S rRNA. Expression of Zfp57 and Nestin genes are shown as markers of ES and NS cells respectively; Kcnq1ot1 is shown as an example of imprinted (paternally expressed) imprinted gene. Bottom right graph: SNP-pyrosequencing analysis of Kcnq1ot1 RT-PCR product showing predominantly paternal allele-specific expression (Cast allele in BC and BL6 allele in CB cross). Scale indicates percentage of BL6 allele.

**Figure S11.** UCSC view of human FKBP6 gene locus. Region of human chromosome 7 (chr7: 72,741,752-72,742,742; hg19) containing the CpG island promoter for FKBP6 and TRIM50 genes. Methylation data tracks shown are from ENCODE/HAIB 450K bead chip array: blue, purple and orange indicate unmethylated, partially methylated and fully methylated CpGs respectively. MeDIP tracks are from UCSF analysis of adult human cortex methylation.

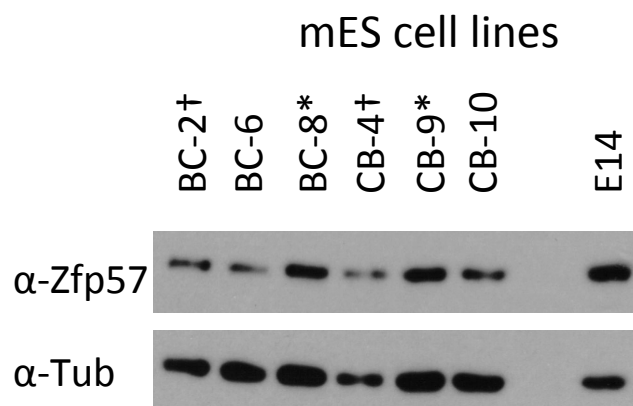

\*Lines used in ChIP-seq experiment

†Lines used for independent ChIP-qPCR and SNP-Pyrosequencing

**Figure S1**

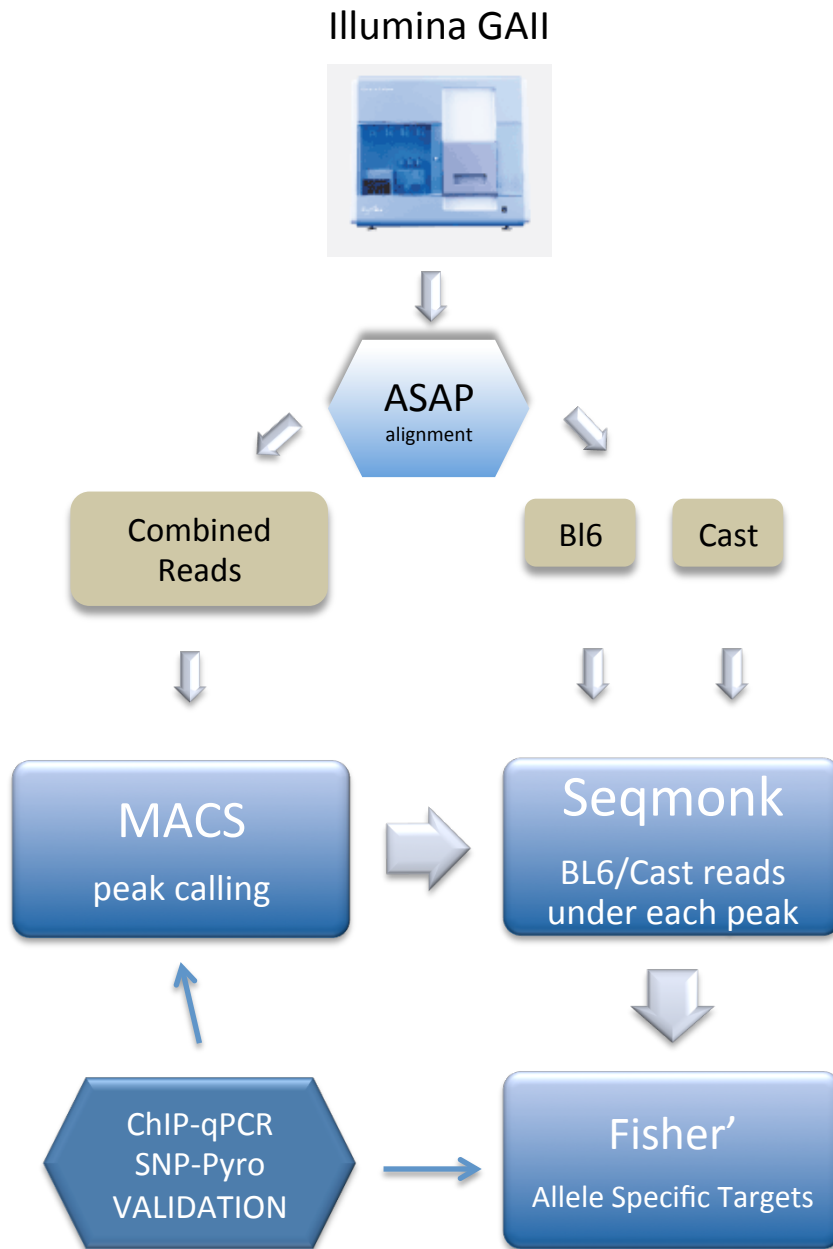

**Figure S2**

**A**

MACS peaks

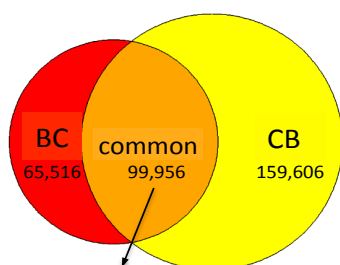

55,273 candidate regions  
Read Count >5

**B**

Rank

**TOP 1%**  
158 sites

Validated  
False Positive

**TOP 10%**  
2595 peaks

ChIP-seq Peaks as found by qPCR

**C**

Read Count Correlation BxC vs CxB ChIP

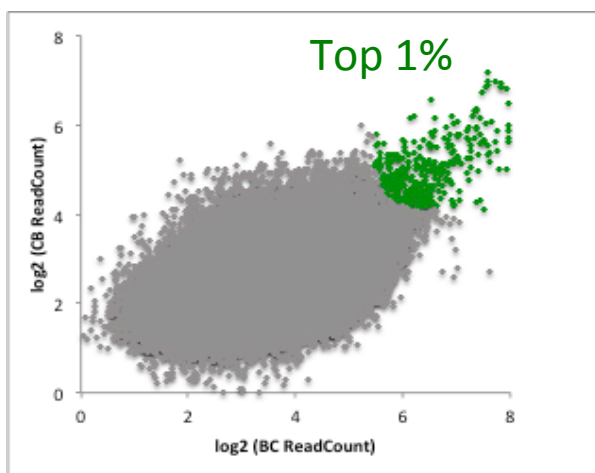**Figure S3**

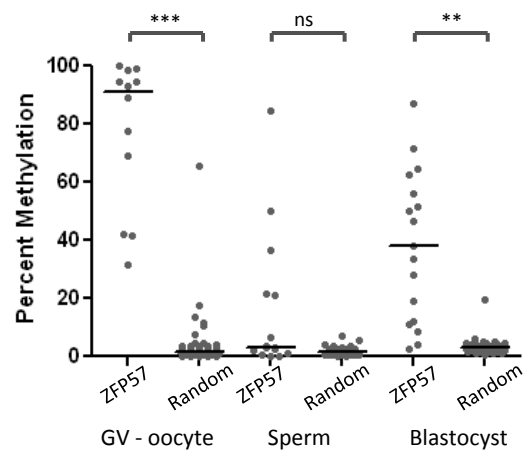

**Figure S4**

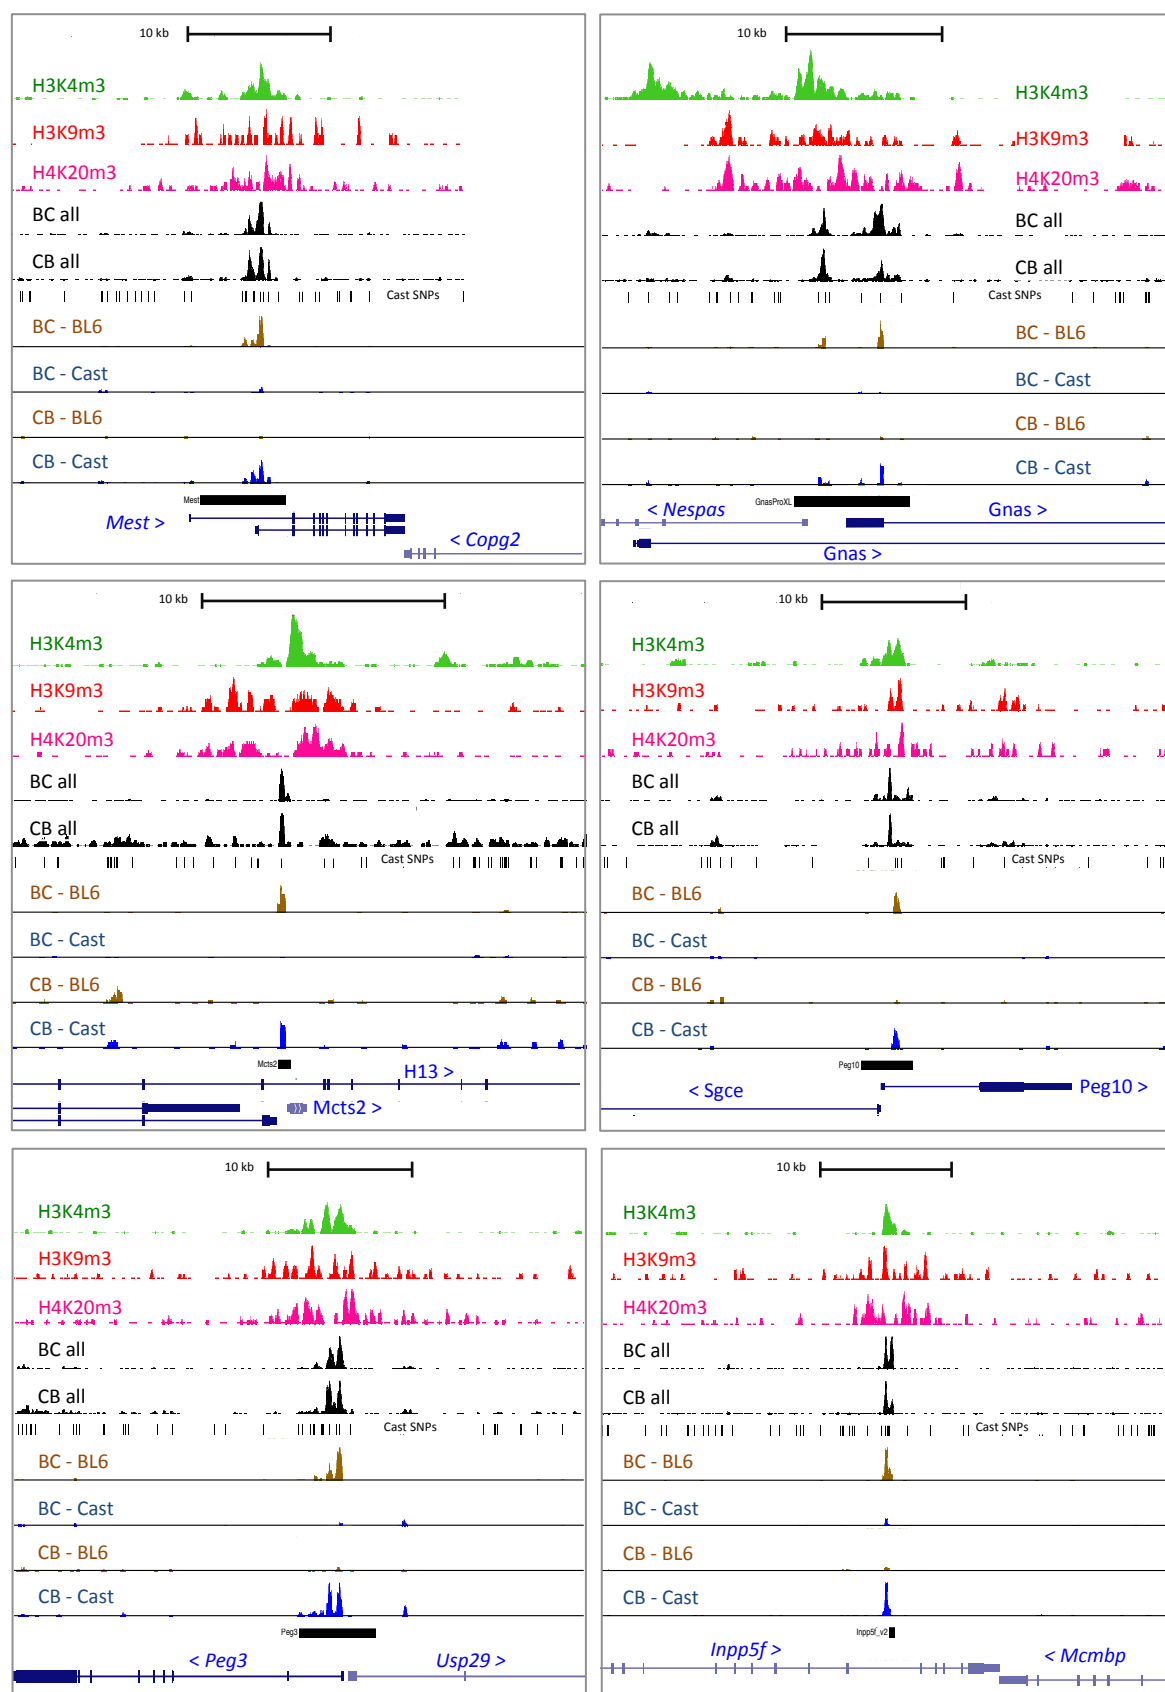

**Figure S5**

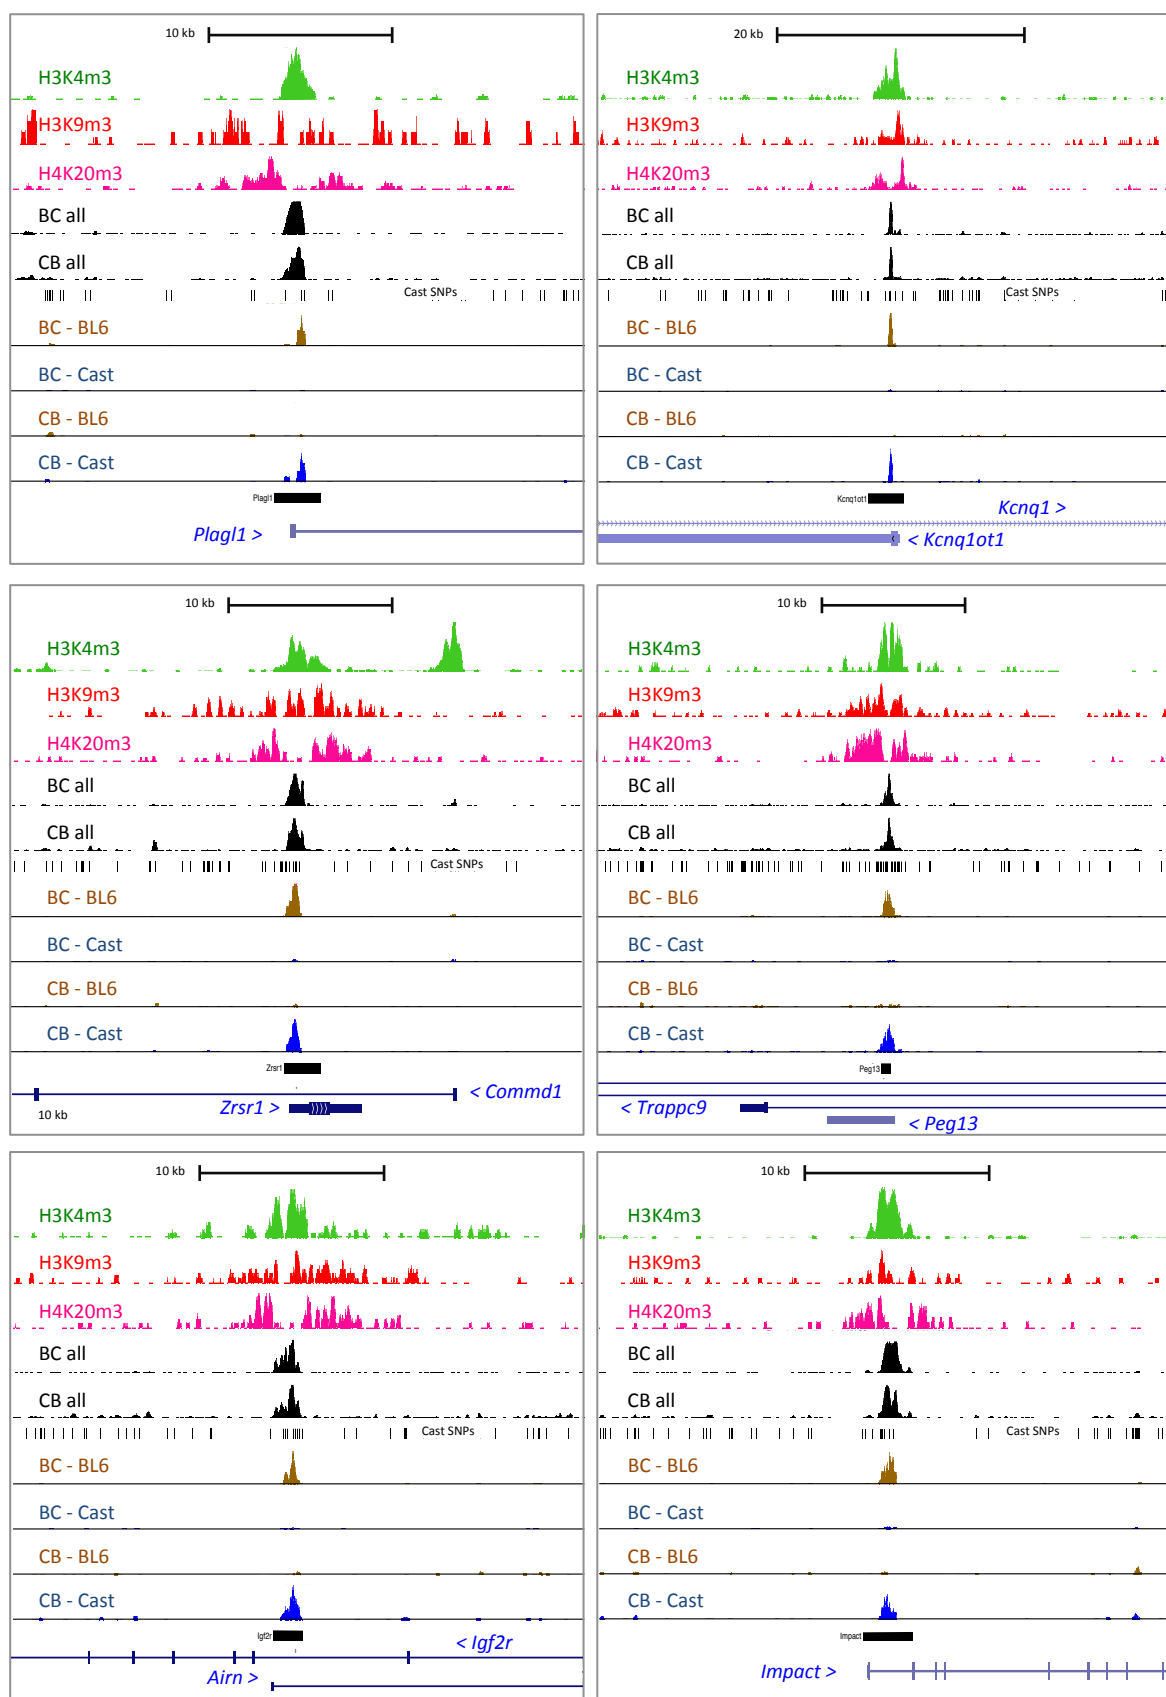

Figure S5 cont.

A

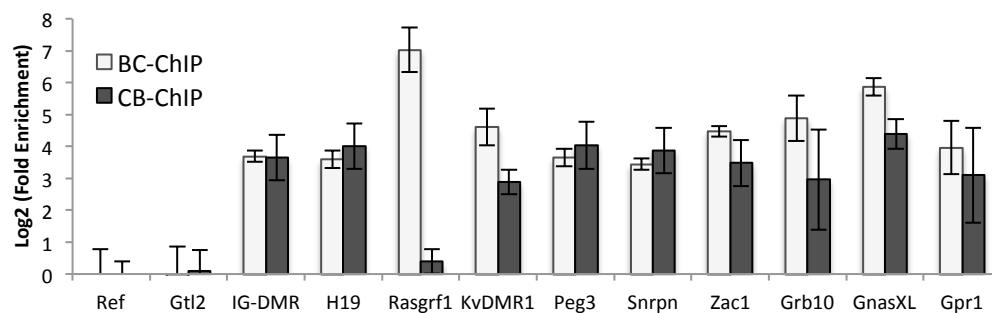

B

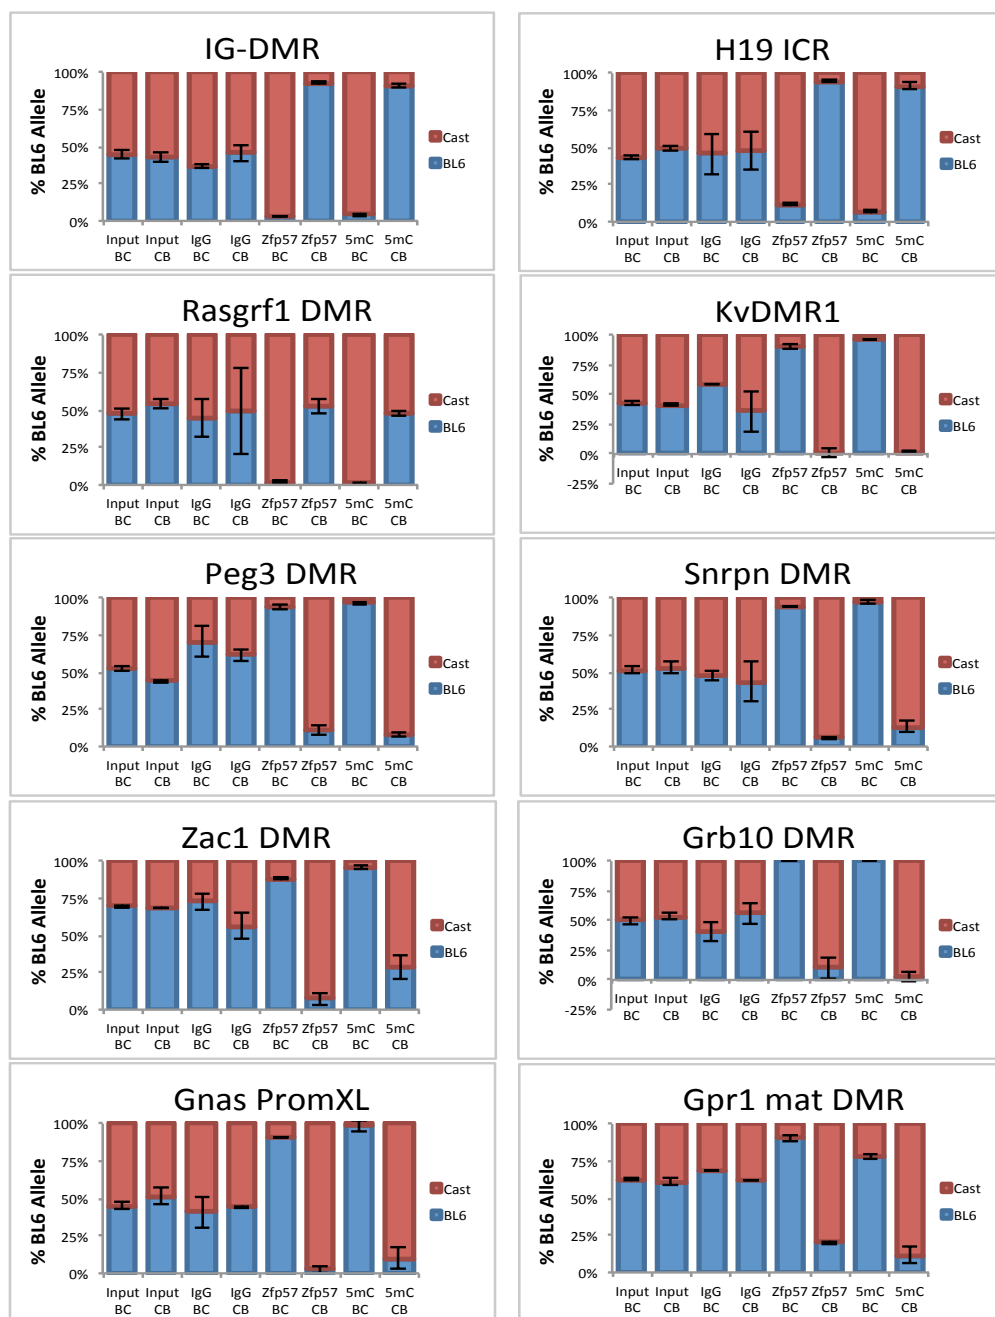

Figure S6

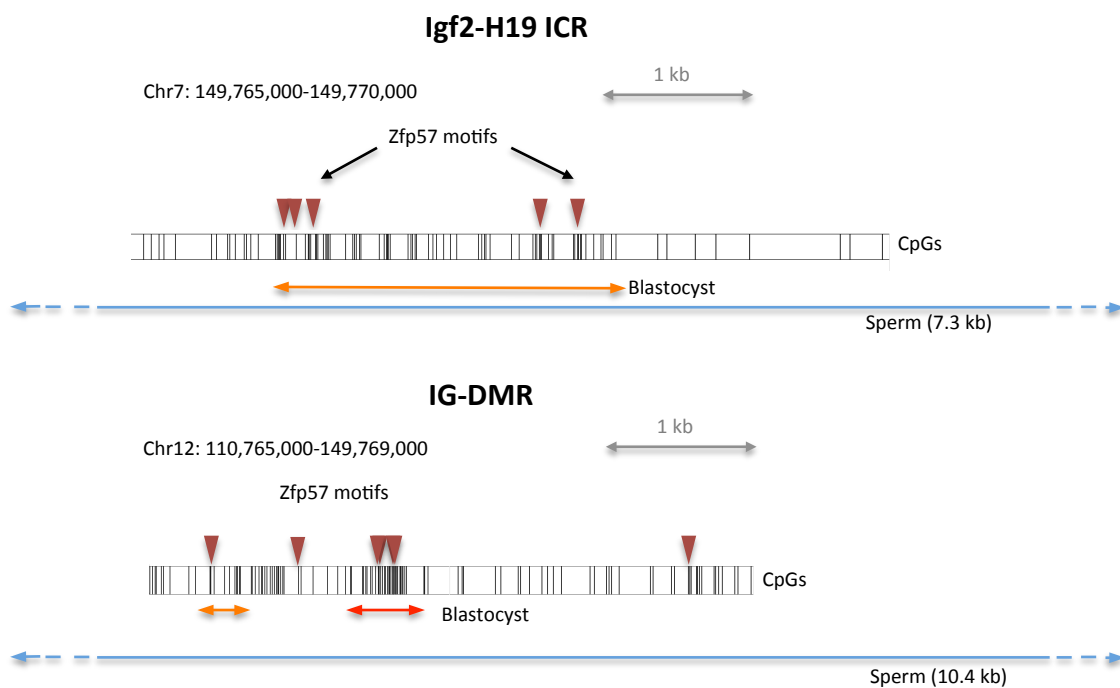

**Figure S7**

**A**

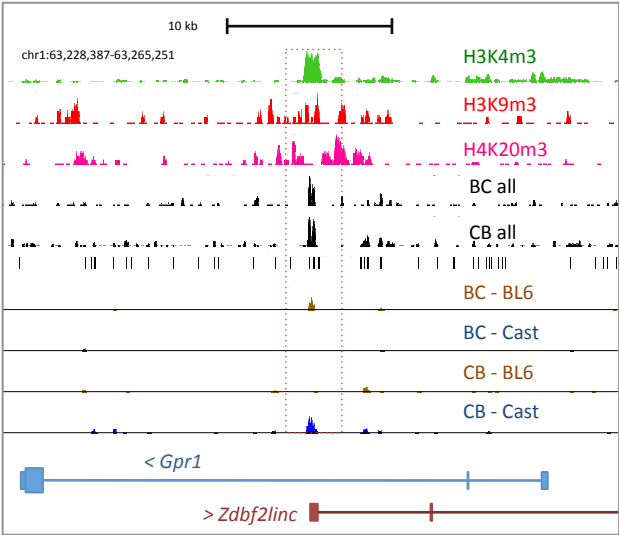

**B**

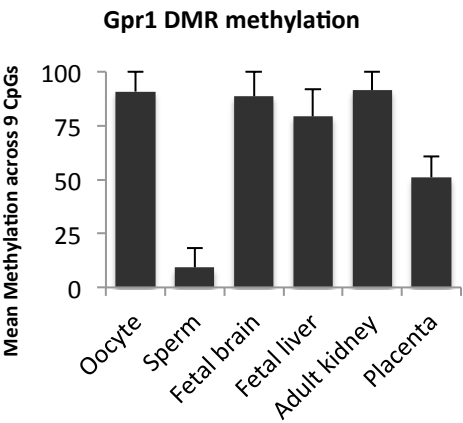

**C**

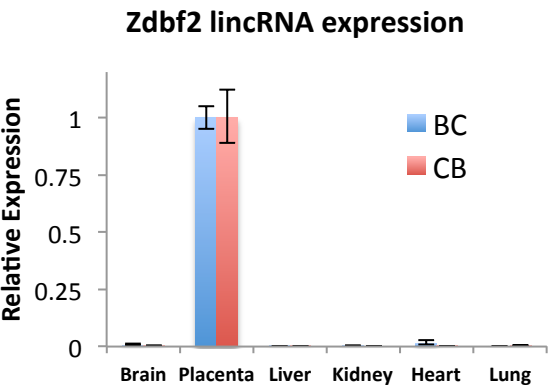

**D**

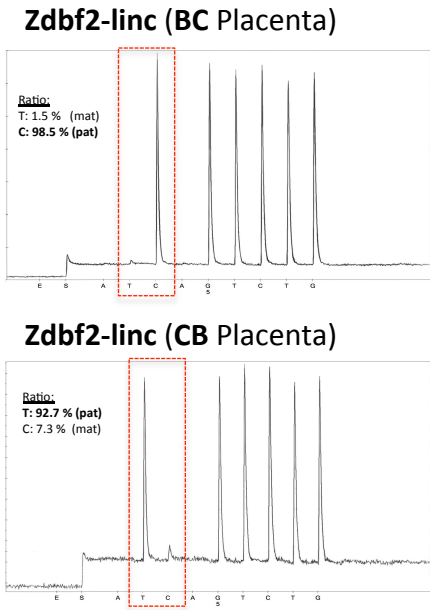

**Figure S8**

A

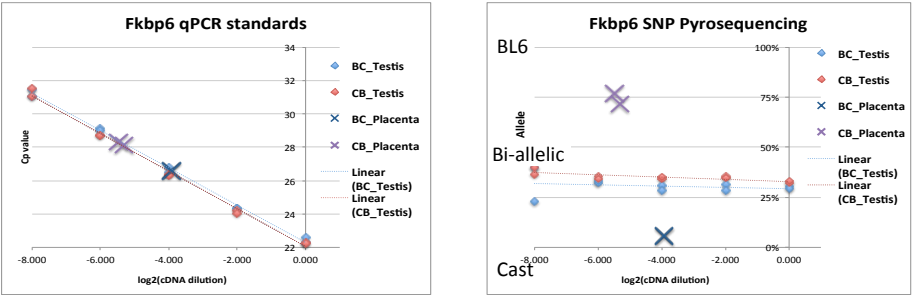

B

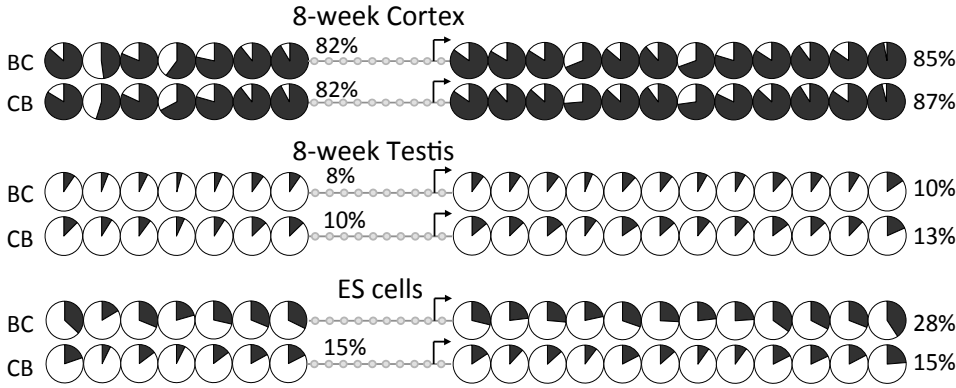

Figure S9

A

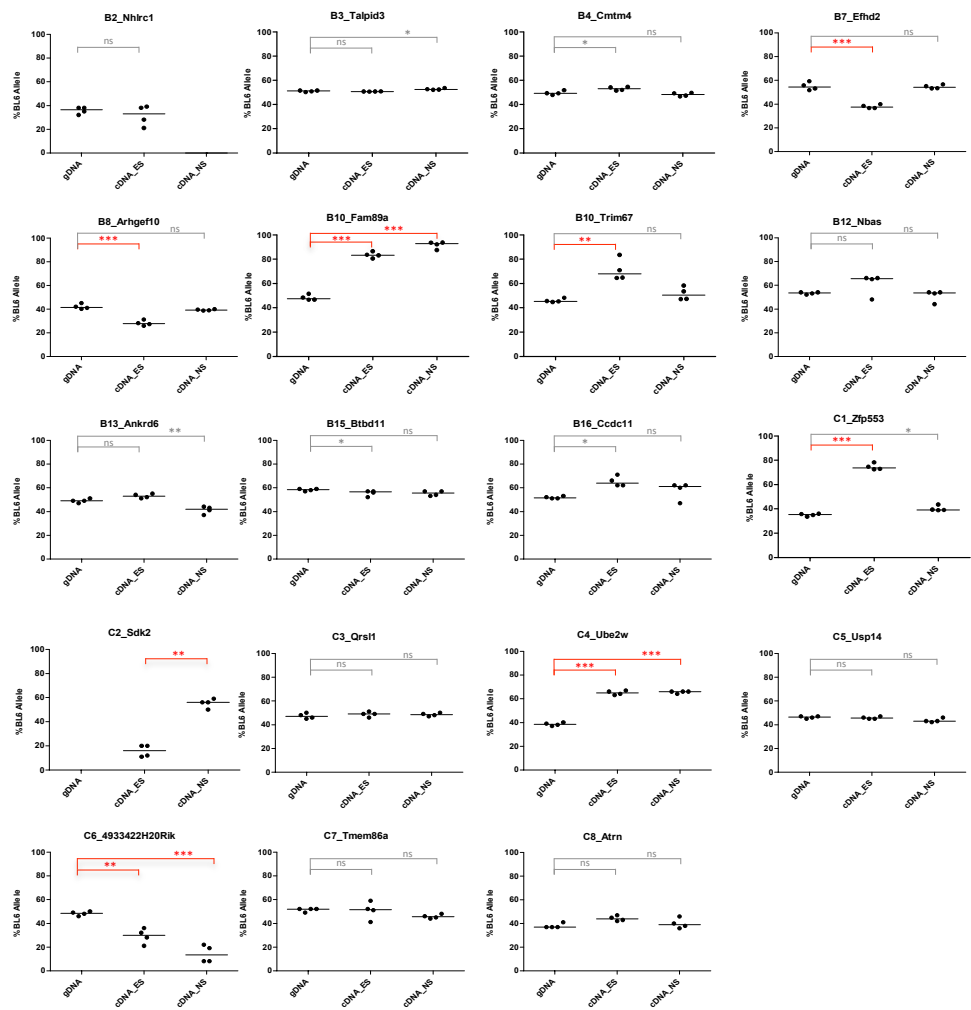

B

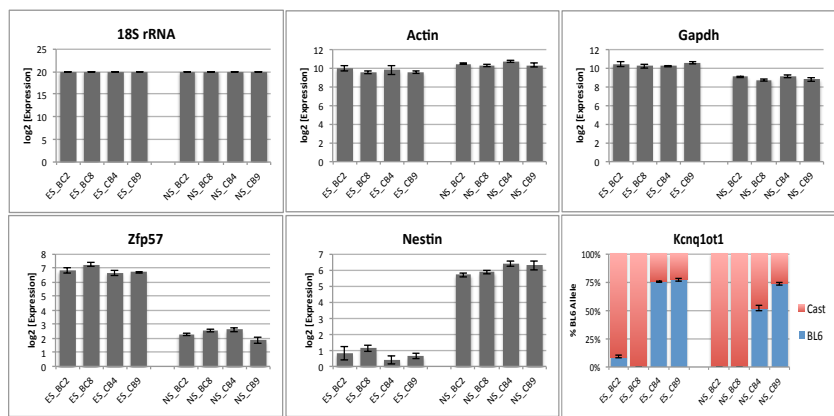

Figure S10

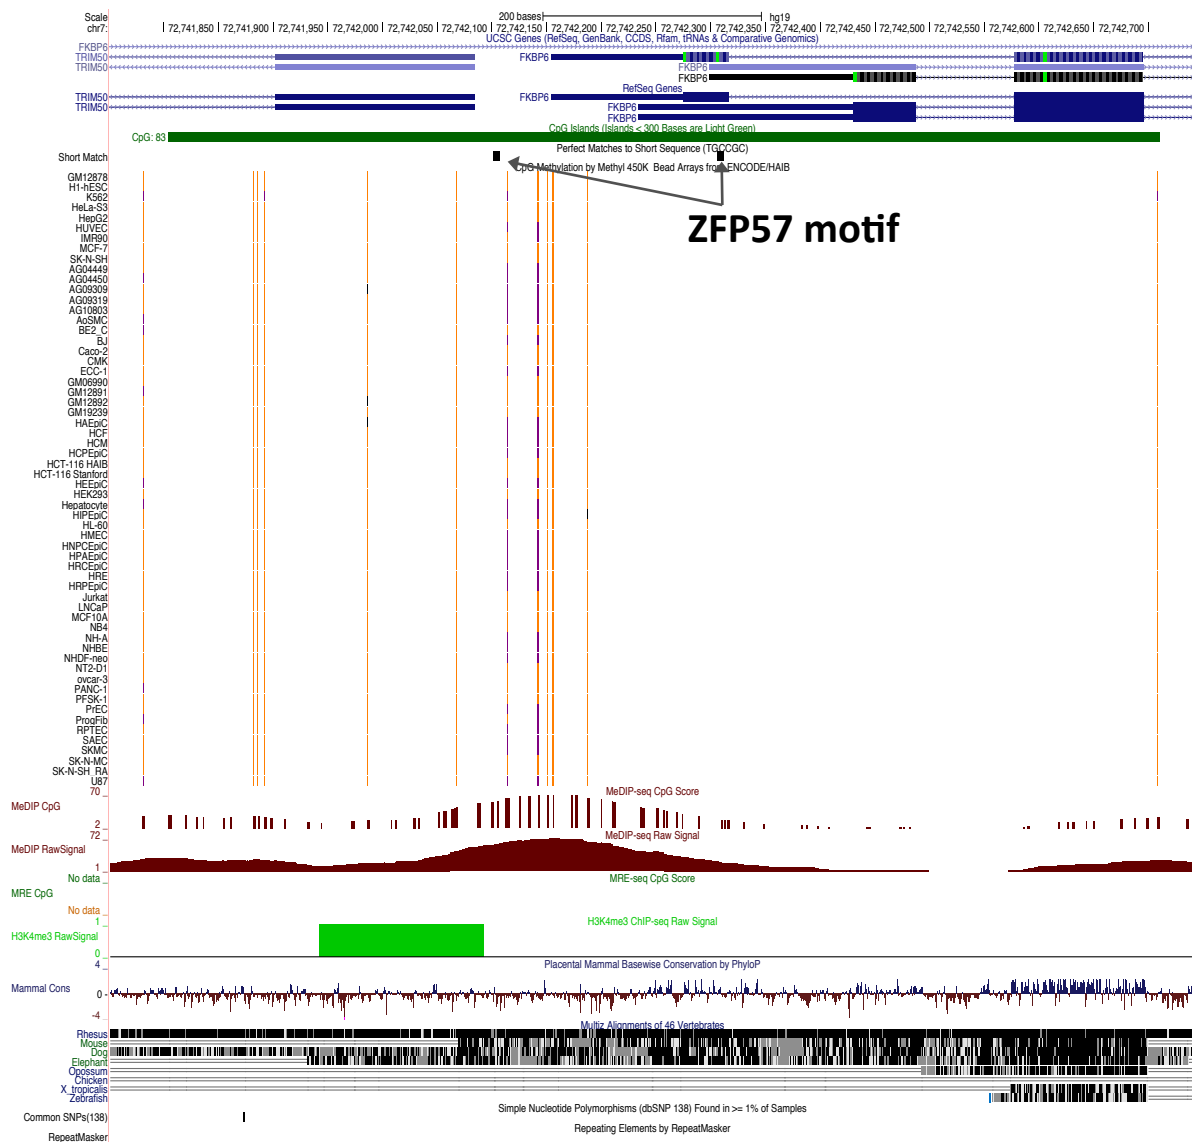

**Figure S11**

# Supplementary material for: Allele-specific binding of ZFP57 in the epigenetic regulation of imprinted and non-imprinted monoallelic expression
**Source:** Genome Biol. 2015 May 30;16(1):112. doi: 10.1186/s13059-015-0672-7
**Supplement:** Additional file 3: — Genomic sequence alignments of C57BL/6 and Cast/EiJ DNA around monoallleic Zfp57 binding sites.

Key:

**Red Bold**: SNP and indel positions

Yellow highlight: TGCCGCR motif

Grey highlight: TGCCGCY motif

Genome assembly coordinates: NCBI37/mm9

Relates to Table S1, strain-specific_sites

**Peak26791 (B1) Some motifs disrupted**

>C57BL/6 (chr14:68739513-68739886)

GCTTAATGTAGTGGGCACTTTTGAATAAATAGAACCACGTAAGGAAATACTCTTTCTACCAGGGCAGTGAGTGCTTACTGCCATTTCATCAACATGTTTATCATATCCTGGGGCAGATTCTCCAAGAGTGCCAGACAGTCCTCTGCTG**T**AG**T**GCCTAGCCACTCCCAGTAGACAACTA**A**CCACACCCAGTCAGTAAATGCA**T**CTC**TGCGGCA**GGCATGCAGTTG**CGCGGCA**GGCATGCAGTTG**CGCGGCA**GGCATGCAGTTG**CGCGGCA**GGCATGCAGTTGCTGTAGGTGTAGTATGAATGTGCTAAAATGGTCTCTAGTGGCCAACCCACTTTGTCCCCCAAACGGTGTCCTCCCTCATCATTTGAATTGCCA

>Cast/EiJ

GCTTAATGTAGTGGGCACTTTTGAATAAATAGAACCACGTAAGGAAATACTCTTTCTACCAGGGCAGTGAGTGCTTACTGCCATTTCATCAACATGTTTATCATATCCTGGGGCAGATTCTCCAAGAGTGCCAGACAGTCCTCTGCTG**C**AG**C**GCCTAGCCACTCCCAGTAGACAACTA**G**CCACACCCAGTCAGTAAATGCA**G**CTC**TGCGGCA**GGCATGCAGTTG**.......**............**.......**.............**.......**...........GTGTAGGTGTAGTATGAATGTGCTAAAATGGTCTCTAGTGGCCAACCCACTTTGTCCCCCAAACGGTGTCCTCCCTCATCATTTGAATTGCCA

**Peak22646 (B2) All motifs intact**

>C57BL/6 (chr13:47106142-47106589)

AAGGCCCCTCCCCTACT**T**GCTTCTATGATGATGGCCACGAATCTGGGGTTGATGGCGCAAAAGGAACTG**T**CCCAGGTGACT**C**G**G**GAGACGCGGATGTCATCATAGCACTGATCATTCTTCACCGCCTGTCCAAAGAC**A**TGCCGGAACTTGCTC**TGCCGCA**CCACTCGCCGCATC**G**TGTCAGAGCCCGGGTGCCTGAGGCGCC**A**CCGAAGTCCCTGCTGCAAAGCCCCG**A**GAAGCCTCCATCC**ATCC**G**CTGCCGCC**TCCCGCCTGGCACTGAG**TGCCGCG**CGGGGGAGGGG**CGCGGCAA**CC**G**CTGCC**C**AGTCC**T**TCGCGCA**A**GCGTGC**A**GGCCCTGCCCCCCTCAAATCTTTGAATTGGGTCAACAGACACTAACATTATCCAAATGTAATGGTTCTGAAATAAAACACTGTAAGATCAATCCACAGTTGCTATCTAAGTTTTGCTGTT

>Cast/EiJ

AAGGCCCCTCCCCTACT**C**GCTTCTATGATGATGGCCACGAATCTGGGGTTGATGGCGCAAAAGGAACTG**C**CCCAGGTGACT**T**G**A**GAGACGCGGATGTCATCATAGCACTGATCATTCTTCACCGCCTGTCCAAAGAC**G**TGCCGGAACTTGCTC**TGCCGCA**CCACTCGCCGCATC**A**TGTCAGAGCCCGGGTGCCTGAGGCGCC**G**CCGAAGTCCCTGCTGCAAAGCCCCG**C**GAAGCCTCCATCC....G**ATGCCGCC**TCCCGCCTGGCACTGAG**TGCCGCG**CGGGGGAGGGG**CGCGGCAG**CC**A**CTGCC**T**AGTCC**C**TCGCGCA**C**GCGTGC**G**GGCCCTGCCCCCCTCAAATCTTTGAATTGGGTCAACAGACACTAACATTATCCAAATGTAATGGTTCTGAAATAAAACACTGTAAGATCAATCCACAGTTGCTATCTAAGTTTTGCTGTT

**Peak19026 (B3) All motifs disrupted**

>C57BL/6 (chr12:72343084-72343492)

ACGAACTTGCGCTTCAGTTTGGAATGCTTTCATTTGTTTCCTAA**T**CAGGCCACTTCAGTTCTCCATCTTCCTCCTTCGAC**G**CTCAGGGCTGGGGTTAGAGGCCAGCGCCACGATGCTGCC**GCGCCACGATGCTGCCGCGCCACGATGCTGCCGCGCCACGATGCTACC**TTC**G**GATGTTTCCTCCTCTCCTA.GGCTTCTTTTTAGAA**G**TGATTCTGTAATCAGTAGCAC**A**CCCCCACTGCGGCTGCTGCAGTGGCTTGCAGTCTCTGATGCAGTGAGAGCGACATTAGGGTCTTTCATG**G**AGACAGTGGCTCTGTCT..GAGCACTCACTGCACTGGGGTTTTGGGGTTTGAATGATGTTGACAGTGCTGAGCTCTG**CTCTG**AGGTCGGGTTCCATGTGCTCTGCAAGAAAT

>Cast/EiJ

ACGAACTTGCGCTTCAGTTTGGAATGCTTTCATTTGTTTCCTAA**A**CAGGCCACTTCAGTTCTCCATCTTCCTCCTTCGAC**T**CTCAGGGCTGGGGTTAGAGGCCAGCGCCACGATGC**TGCC...**..............................................TTC**A**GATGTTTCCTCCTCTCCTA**C**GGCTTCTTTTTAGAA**A**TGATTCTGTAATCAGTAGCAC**G**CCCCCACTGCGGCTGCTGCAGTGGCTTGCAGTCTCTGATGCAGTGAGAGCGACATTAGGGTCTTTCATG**A**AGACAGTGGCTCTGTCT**CT**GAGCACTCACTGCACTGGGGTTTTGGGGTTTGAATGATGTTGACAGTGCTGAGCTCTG.....AGGTCGGGTTCCATGTGCTCTGCAAGAAAT

**Peak91151 (B4) All motifs disrupted**

>C57BL/6 (chr8:106889256-106889799)

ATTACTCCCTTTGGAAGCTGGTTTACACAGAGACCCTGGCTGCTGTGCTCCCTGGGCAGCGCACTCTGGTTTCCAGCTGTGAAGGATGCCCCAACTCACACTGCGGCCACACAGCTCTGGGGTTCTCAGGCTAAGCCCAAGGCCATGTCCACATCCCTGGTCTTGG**T**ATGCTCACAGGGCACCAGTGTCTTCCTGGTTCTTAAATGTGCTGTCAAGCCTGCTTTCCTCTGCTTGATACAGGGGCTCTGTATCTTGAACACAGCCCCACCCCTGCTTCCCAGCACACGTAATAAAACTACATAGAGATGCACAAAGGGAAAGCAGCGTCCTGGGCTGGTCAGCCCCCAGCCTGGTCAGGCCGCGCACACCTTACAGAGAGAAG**CGCGGCA**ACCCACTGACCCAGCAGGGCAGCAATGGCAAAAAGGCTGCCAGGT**C**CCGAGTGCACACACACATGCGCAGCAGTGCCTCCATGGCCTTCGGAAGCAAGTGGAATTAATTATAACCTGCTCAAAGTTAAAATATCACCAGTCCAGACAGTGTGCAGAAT

>Cast/EiJ

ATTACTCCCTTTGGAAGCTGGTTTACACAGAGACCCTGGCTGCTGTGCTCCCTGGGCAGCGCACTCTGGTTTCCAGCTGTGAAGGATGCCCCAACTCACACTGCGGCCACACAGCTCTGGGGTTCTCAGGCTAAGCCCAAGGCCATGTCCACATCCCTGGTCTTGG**A**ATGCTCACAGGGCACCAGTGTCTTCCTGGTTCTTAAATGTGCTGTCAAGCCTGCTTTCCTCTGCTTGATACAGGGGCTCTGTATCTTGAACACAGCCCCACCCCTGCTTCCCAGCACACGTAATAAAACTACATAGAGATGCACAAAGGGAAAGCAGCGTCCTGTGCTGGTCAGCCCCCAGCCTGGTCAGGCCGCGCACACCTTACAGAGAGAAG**CACGGCA**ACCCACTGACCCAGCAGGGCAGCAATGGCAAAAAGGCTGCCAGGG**T**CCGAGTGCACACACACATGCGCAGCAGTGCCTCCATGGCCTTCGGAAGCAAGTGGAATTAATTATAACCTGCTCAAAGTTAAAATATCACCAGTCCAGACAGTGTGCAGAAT

**Peak3528 (B5) All motifs intact**

>C57BL/6 (chr1:157376729-157377155)

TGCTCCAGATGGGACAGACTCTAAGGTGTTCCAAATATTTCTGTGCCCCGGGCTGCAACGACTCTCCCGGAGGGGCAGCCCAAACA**C**T**C**ACCG**..**AGTAACTCAC**C**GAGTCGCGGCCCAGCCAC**TGCGGCA**AGTGCAGCTACT**G**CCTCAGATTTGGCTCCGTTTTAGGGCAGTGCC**C**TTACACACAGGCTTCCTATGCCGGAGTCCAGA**C**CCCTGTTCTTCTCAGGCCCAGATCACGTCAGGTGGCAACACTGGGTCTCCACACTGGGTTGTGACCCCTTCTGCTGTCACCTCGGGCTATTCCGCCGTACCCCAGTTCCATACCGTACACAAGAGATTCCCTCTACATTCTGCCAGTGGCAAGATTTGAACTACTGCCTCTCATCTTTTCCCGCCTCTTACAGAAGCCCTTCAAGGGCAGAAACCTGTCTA

>Cast/EiJ

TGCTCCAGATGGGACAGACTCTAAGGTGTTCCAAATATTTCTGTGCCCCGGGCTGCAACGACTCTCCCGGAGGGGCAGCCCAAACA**G**T**T**ACCG**GA**AGTAACTCAC**T**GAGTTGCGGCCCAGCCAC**TGCGGCA**AGTGCAGCTACT.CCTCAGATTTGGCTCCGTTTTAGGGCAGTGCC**T**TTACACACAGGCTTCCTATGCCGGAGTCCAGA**T**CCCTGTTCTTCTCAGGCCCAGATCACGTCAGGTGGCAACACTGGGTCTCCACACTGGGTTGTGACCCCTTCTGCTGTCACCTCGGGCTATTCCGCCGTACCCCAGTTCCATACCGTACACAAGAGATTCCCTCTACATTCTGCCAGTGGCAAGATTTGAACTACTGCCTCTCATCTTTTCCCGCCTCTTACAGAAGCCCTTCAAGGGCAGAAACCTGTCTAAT

**Peak24804 (B6) Some motifs disrupted**

>C57BL/6 (chr14:8633488-8633934)

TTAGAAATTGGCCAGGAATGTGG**G**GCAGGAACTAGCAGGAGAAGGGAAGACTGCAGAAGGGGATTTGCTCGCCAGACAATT.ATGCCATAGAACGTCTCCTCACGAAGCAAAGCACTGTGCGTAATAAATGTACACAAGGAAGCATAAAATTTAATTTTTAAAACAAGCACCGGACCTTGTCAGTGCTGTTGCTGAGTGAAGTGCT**TGCCGCG**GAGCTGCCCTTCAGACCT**TTGCCGCC**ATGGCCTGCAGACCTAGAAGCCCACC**T**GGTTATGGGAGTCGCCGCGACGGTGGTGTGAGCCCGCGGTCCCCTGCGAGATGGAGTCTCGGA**T**GGAAGCGCAGAGC**A**GACAGA**G**GGGAC**CA**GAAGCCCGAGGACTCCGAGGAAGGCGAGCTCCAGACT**T**CGGACCAC**G**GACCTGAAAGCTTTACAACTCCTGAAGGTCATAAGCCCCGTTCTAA

>Cast/EiJ

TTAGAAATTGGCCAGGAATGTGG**A**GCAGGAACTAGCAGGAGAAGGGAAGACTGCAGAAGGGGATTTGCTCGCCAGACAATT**T**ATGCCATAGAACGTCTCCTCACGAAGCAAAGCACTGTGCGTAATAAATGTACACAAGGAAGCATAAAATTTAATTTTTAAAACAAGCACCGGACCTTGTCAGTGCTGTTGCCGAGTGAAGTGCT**TGCCGCC**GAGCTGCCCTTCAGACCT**CTGCCGCC**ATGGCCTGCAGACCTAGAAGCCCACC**C**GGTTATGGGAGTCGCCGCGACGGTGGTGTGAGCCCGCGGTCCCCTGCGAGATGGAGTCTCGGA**C**GGAAGCGCAGAGC**G**GACAGA**A**GGGAC**.G**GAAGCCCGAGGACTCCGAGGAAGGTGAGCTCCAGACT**G**CGGACCAC**C**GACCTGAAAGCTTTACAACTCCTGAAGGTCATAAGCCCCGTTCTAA

**Peak64416 (B7) All motifs disrupted**

>C57BL/6 (chr4:141410169-141410450)

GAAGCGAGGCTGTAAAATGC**T**AACCC**T**TTAG**C**CCCCAGAAAAAGCT**A**GCCAGGC**T**CTA**T**CTGGGAAATTAG**G**GGCCCTC**C**TGCTGAC**TG**ACC**TTAA**CAATCAATAT**TGCGTTA**TCTGT**GC**AAGA**A**TT**C**TAG**CA**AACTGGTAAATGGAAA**CGT**GGAACTGAGTGG**T**TGGTA**C**GGGCCC**A**GCAGAAGCTAG**CC**CCAC**AGGGT**GG**A**CCAGGGC**A**GCACAG**C**TCA**TG**TGGTAGAAGT**C**TGT**G**A**G**TCT**T**G...............CAG**CGCGGCA**GT**A**GTGGAAA**T**CCATGTGG**TGTAG.......**CAG

>Cast/EiJ

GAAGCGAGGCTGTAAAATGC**C**AACCC**C**TTAG**T**CCCCAGAAAAAGCT**G**GCCAGGC**C**CTA**C**CTGGGAAATTAG**A**GGCCCTC**T**TGCTGAC**CA**ACC**CTTC**CAATCAATAT**GCTCATG**TCTGT**AT**AAGA**T**TT**G**TAG**TG**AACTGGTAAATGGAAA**TGC**GGAACTGAGTGG**G**TGGTA**T**GGGCCC**T**GCAGAAGCTAG**TT**CCAC**TGAAA**GG**G**CCAGGGT**G**GCACAG**G**TCA**CA**TGGTAGAAGT**T**TGT**A**A**A**TCT**A**G**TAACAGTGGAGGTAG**CAGCG**ATGGCCTGCCA**CAGT**G**GTGGAAA**G**CCATGTGG**GGTGGATGATGG**CAG

**Peak88171 (B8) Some motifs disrupted**

>C57BL/6 (chr8:14958674-14959111)

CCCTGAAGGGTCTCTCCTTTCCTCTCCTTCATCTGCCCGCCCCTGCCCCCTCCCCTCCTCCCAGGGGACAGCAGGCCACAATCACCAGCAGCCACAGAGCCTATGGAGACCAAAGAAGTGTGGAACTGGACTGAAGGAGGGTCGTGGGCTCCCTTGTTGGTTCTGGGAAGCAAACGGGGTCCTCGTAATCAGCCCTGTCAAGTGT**TGCCGCT**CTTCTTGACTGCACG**TGCCGCG**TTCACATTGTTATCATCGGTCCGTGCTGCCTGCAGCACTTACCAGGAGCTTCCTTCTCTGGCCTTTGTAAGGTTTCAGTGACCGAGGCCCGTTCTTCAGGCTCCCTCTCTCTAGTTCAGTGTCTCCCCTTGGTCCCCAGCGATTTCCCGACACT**TGCGGCA**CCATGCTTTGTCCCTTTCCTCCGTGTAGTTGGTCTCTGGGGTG

>Cast/EiJ

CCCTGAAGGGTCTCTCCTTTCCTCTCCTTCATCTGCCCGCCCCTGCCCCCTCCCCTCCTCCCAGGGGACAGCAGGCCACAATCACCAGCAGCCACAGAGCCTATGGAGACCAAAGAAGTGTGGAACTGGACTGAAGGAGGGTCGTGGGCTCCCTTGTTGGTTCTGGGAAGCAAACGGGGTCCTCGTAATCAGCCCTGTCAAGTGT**TGCCGCT**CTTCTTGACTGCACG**TGCCGCG**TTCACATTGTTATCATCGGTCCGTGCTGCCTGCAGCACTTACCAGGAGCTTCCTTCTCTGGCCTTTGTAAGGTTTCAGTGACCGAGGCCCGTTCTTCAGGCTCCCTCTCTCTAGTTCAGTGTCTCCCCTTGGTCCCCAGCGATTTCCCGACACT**TGCAGCA**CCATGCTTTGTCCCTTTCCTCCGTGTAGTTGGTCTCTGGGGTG

Peak41742 (B9)

>C57BL/6 (chr18:37147967-37148555)

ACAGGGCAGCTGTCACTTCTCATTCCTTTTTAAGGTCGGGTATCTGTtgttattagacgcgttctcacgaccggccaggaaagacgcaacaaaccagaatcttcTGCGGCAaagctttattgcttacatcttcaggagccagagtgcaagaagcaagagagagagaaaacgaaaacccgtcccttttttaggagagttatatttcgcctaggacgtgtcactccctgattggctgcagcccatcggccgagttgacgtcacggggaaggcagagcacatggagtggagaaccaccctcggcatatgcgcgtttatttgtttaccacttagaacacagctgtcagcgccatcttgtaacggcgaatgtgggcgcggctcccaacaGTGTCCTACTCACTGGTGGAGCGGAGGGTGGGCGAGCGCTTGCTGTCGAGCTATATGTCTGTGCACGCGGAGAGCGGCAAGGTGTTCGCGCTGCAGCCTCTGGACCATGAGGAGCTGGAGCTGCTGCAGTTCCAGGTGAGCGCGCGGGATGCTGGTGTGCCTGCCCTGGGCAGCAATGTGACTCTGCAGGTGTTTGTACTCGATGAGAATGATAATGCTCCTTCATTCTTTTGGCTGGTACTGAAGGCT

>Cast/EiJ

No amplicon could be obtained from the Cast genomic DNA

**Peak93929 (B10) Some motifs disrupted**

>C57BL/6 (chr8:127306927-127307345)

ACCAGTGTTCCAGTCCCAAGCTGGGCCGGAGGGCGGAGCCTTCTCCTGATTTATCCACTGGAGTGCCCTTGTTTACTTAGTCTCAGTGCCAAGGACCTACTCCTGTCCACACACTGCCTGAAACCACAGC.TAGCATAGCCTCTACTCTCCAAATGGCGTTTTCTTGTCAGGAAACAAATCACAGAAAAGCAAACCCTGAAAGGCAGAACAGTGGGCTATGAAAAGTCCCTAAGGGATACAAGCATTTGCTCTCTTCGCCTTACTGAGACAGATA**T**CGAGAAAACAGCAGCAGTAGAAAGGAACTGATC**T**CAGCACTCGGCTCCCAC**A**GCACA**TGCGGCA**CA**TGCGGCA**CAGCAGCG**A**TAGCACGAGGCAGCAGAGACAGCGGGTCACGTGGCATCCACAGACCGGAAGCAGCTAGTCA

>Cast/EiJ

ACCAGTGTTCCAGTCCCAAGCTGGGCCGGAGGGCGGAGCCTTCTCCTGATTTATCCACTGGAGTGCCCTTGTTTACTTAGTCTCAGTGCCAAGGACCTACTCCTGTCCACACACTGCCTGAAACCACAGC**C**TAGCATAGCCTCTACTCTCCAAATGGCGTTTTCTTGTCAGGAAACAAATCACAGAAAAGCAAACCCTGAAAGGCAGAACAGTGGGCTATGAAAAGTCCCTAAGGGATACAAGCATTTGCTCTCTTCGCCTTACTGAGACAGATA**G**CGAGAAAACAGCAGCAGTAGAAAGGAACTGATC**C**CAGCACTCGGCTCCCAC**G**GCACA**TGCGGCA**CA**GCA**GGCACAGCAGCG**G**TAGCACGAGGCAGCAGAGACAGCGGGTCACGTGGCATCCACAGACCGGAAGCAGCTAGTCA

**Peak85736 (B11) false positive SNP, peak removed**

>C57BL/6 (chr7:134755064-134755738)

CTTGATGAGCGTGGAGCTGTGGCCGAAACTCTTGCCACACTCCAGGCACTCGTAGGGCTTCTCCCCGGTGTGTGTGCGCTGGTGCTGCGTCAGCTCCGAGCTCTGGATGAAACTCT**TGCCGCA**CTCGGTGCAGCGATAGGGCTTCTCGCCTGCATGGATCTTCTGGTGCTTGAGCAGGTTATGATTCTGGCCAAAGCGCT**TGCCGCA**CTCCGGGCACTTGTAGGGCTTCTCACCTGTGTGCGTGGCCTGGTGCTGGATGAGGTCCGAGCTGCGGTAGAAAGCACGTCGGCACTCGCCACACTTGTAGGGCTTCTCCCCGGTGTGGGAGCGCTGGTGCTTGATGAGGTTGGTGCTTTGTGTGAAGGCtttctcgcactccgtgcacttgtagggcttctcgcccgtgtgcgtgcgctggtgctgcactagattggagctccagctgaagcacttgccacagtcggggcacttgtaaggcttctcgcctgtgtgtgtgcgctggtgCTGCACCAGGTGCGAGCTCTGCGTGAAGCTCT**TGCCGCA**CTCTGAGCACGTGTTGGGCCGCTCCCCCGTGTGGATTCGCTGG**TGCCGCA**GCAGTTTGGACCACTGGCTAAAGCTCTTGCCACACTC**G**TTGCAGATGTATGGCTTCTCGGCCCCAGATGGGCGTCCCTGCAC

>CAST/EIJ

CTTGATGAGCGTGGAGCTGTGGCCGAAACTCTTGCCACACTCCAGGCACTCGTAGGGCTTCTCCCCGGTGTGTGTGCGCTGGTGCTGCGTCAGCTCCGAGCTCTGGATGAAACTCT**TGCCGCA**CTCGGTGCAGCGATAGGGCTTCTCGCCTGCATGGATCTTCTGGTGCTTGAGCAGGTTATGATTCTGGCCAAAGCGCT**TGCCGCA**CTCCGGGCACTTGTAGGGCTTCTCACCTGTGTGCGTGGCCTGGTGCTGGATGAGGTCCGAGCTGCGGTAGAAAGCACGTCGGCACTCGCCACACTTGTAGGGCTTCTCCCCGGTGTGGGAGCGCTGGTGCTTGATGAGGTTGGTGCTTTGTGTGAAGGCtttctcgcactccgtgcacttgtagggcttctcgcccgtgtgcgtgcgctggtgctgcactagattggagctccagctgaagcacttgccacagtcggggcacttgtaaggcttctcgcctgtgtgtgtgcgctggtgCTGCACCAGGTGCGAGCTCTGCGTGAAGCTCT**TGCCGCA**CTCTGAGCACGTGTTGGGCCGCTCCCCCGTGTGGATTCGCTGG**TGCCGCA**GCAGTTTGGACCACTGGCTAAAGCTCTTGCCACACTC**G**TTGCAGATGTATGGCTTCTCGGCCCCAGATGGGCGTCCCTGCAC

===> Predicted SNP failed to validate experimentally and was deemed a false positive, peak 85736 was moved to the NI category. We note that this SNP has now also been removed from the Sanger database.

**Peak18283 (B12) All motifs disrupted**

>C57BL/6 (chr12:13443818-13444125)

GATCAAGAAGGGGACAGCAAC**C**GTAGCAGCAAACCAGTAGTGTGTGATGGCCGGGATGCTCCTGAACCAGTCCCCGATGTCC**G**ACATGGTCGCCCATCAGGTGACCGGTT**TTG**CAG**TGCCGCG**CGTCCTC**A**TGTGCCCAC**T**C**T**GCGCTCC**GT**GGCCGGCTTGGCTAGGGAAAGTGGAGG...........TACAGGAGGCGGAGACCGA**CT**GACGT**T**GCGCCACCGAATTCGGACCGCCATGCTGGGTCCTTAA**CCTGAA**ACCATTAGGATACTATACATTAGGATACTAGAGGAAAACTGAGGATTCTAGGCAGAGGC

>Cast/EiJ

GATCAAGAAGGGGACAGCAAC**T**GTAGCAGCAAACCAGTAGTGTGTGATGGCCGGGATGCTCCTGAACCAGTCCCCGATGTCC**A**ACATGGTCGCCCAT**T**AGGTGACCGGTT**GCA**CAG**TGCCACG**CGTCCTC**C**TGTGCCCAC**C**C**C**GCGCTCC**AC**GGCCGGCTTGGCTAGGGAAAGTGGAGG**CTCAGCCGCTG**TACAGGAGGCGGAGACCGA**TG**GACGT**G**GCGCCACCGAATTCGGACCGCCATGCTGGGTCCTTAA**TGCAAG**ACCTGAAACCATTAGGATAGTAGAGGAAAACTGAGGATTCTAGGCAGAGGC

**Peak58561 (B13) All motifs intact**

>C57BL/6 (chr4:32981052-32981892)

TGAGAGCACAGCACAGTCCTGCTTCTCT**T**CACTCTGCGGGC**G**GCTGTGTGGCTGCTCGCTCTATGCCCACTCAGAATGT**C**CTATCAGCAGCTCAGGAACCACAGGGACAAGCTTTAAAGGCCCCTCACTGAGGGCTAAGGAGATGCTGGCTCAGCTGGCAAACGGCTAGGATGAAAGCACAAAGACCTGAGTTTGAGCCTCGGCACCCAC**A**TGAAAACACA**T**GGCACGGACCGGGG**.**GATGATGG**C**CTCAGCA**TT**TAACGGCAAT**TGCCGCG**AAG**C**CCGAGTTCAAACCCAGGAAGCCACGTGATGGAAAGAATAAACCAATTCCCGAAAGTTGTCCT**T**CCCCC**T**C**AC**AC**...**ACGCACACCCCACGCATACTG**C**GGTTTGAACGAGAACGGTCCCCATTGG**C**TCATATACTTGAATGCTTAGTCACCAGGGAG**T**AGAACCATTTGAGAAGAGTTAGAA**G**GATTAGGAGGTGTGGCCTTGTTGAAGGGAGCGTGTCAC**T**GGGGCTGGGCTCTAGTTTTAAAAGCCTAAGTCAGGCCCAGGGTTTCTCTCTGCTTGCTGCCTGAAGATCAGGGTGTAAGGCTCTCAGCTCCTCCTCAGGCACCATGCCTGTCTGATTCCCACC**A**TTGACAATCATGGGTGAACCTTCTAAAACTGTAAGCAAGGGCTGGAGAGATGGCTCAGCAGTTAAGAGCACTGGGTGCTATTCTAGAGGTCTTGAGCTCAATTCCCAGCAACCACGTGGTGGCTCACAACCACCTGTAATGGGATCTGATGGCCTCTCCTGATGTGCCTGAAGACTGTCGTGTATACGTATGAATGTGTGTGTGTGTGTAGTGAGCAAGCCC

>Cast/EiJ

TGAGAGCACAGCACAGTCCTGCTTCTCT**C**CACTNTGCGGGC**A**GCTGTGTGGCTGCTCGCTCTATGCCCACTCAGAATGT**T**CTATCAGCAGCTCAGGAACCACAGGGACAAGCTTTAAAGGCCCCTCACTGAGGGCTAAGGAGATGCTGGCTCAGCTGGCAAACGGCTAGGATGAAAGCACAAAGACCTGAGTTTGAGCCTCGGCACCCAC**G**TGAAAACACA**C**GGCACGGACCGGGG**A**GATGATGG**G**CTCAGCA**GG**TAACGGCAAT**TGCCGCG**AAG**T**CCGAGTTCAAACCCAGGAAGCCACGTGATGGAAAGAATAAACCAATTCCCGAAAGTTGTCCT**C**CCCCC**C**C**CA**AC**CCC**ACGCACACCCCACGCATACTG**A**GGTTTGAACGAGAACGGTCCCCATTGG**T**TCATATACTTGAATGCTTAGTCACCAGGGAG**A**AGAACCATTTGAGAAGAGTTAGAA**A**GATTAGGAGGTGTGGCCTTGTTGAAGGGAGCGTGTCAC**C**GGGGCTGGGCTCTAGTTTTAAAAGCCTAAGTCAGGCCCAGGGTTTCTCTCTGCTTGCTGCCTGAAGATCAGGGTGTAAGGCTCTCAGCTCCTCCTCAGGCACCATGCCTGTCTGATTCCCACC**G**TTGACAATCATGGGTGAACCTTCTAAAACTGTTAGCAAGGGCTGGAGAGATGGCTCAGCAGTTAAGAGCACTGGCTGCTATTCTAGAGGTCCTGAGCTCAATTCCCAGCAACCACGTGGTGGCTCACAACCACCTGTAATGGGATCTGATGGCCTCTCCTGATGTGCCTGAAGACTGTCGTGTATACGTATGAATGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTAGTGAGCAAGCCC

**Peak64075 (B14) All motifs intact**

>C57BL/6 (chr4:140379533-140379955)

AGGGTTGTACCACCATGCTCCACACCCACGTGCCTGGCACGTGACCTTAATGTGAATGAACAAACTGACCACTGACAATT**TGCCGCA**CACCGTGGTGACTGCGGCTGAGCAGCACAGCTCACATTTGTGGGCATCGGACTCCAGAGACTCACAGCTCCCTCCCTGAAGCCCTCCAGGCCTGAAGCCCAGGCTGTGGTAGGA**C**CAGC**C**CCTGTA**C**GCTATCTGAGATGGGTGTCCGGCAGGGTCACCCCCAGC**T**ACACTCA**A**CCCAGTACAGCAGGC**CGCGGCA**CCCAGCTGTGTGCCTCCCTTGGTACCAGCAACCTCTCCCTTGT.ATG**A**TTTCACAGC**C**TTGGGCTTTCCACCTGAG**G**CTATGTGACCTT**T**C**T**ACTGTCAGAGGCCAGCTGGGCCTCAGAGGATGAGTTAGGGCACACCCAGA

>Cast/EiJ

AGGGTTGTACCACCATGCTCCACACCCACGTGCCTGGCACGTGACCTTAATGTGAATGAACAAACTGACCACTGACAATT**TGCCGCA**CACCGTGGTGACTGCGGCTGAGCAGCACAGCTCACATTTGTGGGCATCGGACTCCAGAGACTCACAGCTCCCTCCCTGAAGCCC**................**AGGCTGTGGTAGGA**T**CAGC**T**CCTGTA**T**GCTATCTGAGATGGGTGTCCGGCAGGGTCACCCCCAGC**C**ACACTCA**G**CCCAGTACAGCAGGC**CGCGGCA**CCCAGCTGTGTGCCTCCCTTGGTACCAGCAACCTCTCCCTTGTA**A**TG**T**TTTCACAGC**T**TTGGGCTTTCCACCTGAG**T**CTATGTGACCTT**C**C**C**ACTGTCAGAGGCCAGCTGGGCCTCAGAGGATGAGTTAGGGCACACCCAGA

**Peak8617 (B15) All motifs intact**

>C57BL/6 (chr10:84966229-84966624)

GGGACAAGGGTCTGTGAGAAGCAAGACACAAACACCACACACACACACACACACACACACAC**G**CACAC**G**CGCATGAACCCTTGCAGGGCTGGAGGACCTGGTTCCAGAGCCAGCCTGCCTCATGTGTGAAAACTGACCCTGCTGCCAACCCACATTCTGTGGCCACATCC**C**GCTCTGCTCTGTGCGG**CGCGGCA**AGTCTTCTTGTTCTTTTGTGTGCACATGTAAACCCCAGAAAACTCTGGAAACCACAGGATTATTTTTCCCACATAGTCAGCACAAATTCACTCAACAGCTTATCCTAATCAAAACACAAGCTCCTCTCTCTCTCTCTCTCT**T**TCTCTCTCTCTCTCTCTCTCTCTCTCT......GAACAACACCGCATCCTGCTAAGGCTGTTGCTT

>Cast/EiJ

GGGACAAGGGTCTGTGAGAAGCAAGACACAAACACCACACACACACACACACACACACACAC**A**CACAC**A**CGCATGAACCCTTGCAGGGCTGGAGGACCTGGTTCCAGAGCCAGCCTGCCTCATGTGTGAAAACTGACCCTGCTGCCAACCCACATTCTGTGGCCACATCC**A**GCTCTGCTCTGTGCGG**CGCGGCA**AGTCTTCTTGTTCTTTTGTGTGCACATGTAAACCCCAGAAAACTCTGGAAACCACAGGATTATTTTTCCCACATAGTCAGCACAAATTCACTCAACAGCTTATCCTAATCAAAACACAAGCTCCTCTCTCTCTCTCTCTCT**C**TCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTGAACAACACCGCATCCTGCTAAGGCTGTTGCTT

**Peak42700 (B16) Some motifs disrupted**

>C57BL/6 (chr18:74520155-74520615)

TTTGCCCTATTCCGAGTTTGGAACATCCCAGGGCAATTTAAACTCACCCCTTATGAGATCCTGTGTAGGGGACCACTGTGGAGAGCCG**TGCCGCG**AGCAATCG**T**GTGCG**TGCCGCA**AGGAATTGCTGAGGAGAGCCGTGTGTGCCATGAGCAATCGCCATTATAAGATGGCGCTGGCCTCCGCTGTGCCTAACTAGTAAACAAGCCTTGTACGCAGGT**G**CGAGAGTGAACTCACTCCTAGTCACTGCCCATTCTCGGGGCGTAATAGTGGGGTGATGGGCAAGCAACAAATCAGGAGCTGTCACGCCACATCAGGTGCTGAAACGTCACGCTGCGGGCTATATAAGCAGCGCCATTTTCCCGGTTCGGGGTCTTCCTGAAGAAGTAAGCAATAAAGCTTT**TGCCGCA**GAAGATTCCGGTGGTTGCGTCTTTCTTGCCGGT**C**GAGTGGGACGCAATAAGTGG

>CAST/EiJ

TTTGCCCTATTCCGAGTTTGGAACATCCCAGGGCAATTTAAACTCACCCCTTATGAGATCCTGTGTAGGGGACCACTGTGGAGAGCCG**TGCCGCG**AGCAATCG**C**GTGCG**TCCTGCA**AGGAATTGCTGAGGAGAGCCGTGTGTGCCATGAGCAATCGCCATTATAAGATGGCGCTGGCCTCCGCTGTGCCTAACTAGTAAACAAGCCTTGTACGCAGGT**A**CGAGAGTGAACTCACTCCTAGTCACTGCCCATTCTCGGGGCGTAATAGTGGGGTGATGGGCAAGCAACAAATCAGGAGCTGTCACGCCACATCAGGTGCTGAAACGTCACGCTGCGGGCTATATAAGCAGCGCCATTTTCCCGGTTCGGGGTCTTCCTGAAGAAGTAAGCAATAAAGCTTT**TGCCGCA**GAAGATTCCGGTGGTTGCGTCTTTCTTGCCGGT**T**GAGTGGGACGCAATAAGTGG

Peak233 (B17)

>C57BL/6 (chr1:24602139-24602558) Cast sequence absent

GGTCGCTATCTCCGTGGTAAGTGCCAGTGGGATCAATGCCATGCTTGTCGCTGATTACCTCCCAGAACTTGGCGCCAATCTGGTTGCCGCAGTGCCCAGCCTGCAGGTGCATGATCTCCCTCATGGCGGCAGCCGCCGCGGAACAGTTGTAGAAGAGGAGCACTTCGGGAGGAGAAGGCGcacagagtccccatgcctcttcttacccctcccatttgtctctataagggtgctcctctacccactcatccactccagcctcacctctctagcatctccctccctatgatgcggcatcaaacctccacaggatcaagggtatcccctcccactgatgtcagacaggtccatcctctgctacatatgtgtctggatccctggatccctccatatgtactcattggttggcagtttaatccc

>Cast/EiJ

No amplicon could be obtained from the Cast genomic DNA

Peak89880 (B18) Failed to amplify Cast genome-specific sequence

>C57BL/6 (8:79972368-79973470)

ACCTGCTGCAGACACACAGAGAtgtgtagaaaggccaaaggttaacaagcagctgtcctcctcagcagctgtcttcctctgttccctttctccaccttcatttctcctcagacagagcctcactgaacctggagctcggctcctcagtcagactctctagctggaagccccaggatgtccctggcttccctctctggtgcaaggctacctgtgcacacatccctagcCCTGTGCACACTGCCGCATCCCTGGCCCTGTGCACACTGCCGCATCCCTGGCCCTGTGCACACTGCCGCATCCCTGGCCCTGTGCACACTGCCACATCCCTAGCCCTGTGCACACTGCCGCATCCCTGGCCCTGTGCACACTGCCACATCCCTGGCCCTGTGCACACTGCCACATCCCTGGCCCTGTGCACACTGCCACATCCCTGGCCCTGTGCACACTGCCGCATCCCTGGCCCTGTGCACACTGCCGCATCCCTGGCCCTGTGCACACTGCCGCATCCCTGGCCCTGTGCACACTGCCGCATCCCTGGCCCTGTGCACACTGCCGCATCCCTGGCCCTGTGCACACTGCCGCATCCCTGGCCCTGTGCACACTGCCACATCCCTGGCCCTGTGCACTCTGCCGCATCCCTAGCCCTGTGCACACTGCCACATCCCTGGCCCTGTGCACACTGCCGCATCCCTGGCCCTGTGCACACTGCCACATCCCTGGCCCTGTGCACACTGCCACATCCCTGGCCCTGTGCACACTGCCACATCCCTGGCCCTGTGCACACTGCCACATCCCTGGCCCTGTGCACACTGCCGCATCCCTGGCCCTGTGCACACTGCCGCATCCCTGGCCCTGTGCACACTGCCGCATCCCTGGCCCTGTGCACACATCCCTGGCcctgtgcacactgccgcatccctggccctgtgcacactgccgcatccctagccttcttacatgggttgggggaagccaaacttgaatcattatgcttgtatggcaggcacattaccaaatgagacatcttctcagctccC]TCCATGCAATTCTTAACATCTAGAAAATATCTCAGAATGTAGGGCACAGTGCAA

>Cast/EiJ

No amplicon could be obtained from the Cast genomic DNA

**Peak85736 (C1) All motifs intact**

>C57BL/6 (chr7:134379391-134379818)

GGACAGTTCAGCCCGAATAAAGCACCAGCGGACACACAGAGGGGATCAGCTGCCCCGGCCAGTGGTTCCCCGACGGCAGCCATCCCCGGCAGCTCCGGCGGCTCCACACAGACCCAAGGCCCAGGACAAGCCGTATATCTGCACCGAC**TGCGGCA**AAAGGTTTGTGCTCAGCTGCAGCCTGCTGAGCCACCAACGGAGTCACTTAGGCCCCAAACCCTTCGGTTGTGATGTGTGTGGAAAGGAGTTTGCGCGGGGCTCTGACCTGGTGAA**A**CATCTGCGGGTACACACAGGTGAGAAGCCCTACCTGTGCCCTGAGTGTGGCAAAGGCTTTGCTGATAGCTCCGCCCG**G**GTGAAGCA**T**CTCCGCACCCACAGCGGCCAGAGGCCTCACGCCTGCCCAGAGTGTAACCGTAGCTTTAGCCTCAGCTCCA

>Cast/EiJ

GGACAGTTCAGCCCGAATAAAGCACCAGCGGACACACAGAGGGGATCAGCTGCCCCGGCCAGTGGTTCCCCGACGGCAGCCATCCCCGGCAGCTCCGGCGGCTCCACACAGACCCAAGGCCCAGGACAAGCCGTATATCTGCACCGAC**TGCGGCA**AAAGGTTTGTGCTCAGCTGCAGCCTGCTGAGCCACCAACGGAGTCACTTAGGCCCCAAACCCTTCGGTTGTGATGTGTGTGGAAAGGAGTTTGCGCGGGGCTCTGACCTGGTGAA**G**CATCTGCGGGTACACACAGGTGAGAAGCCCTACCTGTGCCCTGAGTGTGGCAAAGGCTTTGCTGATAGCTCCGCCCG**C**GTGAAGCA**C**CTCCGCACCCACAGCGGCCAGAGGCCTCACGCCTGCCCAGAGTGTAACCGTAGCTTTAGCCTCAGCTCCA

**Peak15960 (C2) Some motifs disrupted**

>C57BL/6 (chr11:113715206-113715579)

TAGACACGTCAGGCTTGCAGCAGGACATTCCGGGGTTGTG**A**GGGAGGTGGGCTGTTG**CA**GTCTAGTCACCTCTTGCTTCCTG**C**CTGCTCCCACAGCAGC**T**CT....**.......**.....GGCC**TGCGGCA**GCCCTGGCC**TGCAGCA**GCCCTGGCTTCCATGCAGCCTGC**G**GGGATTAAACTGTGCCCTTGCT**G**GGCTGGTCCT**A**CT**CA**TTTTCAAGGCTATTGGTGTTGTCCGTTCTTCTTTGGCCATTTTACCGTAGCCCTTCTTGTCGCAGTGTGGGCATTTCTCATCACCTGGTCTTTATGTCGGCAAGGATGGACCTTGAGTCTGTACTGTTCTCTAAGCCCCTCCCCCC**.**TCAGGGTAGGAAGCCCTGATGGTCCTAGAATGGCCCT

>Cast/EiJ

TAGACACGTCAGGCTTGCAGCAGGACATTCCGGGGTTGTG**G**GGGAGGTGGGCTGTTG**AG**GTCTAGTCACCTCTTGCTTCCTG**T**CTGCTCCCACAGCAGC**C**CT**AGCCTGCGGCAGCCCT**GGCC**TGCGGCA**GCCCTGGCC**TGCGGCA**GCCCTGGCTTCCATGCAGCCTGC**A**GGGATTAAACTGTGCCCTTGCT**A**GGCTGGTCCT**T**CT**AG**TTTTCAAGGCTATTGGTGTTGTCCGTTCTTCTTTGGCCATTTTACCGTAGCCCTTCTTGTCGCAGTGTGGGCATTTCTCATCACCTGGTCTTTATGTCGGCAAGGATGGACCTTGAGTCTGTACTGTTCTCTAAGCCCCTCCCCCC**C**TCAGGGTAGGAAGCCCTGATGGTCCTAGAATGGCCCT

**Peak5656 (C3) Some motifs disrupted**

>C57BL/6 (chr10:43608385-43608997)

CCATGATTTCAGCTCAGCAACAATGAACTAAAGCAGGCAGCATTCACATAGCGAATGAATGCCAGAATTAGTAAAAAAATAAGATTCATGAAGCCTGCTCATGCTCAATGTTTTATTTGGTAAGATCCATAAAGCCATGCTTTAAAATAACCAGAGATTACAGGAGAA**A**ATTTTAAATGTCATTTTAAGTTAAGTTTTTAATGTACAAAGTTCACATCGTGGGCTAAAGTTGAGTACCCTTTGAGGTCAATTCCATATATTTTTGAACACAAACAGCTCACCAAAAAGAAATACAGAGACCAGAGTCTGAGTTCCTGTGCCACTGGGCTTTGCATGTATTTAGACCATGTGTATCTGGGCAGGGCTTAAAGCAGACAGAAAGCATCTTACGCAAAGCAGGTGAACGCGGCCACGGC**TGCTGCG**C**TGCCGCC**CGAGC**TTCCGCC**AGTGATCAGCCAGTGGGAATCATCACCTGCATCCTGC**C**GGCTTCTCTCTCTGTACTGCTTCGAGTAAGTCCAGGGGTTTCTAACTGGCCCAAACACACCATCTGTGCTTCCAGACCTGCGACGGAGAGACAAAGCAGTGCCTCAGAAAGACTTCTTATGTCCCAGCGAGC

>Cast_C1

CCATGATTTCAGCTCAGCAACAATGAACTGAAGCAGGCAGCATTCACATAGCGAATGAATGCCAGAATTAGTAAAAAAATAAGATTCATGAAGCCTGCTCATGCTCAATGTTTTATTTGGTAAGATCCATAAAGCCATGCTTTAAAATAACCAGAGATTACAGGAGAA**C**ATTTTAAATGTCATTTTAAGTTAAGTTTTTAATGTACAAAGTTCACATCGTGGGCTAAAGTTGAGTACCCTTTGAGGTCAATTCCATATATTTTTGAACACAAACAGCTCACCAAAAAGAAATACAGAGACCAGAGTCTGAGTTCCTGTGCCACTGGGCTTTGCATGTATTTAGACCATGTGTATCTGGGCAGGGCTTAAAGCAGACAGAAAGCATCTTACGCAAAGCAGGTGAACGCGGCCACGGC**TGCCGCG**C**TGCCGCC**CGAGC**TGCCGCC**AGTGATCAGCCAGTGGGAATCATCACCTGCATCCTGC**T**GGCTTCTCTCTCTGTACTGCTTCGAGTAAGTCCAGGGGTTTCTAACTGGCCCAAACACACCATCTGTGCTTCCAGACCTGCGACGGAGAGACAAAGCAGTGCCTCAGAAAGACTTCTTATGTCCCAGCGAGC

**Peak155 (C4) Some motifs disrupted**

>C57BL/6 (chr1:16590898-16591324)

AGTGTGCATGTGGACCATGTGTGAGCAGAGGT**A**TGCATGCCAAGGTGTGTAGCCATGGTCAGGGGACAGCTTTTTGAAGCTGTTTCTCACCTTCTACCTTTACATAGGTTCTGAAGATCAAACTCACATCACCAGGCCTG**TGCGGAA**AACACCCTT**AGCGGCA**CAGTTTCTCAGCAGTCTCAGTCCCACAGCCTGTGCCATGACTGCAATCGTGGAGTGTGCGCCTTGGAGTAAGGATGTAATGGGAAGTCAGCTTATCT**T**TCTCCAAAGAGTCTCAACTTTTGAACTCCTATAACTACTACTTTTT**T**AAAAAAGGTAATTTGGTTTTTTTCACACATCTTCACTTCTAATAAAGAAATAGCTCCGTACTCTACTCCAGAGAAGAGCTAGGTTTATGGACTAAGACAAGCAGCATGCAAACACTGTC

>Cast/EiJ

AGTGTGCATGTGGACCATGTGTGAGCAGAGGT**G**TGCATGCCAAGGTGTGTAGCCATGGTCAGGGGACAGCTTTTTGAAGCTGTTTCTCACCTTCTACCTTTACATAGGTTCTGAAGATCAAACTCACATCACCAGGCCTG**TGCGGCA**AACACCCTT**AGCGGCA**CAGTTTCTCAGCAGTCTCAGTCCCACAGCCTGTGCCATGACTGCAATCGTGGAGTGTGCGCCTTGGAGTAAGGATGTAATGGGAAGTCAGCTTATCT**C**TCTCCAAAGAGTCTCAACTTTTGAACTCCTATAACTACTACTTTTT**A**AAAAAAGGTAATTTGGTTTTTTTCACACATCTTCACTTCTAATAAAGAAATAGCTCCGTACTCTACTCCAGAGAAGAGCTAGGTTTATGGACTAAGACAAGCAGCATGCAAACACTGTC

**Peak41084 (C5)**

>C57BL/6 (chr18:10044188-10044938)

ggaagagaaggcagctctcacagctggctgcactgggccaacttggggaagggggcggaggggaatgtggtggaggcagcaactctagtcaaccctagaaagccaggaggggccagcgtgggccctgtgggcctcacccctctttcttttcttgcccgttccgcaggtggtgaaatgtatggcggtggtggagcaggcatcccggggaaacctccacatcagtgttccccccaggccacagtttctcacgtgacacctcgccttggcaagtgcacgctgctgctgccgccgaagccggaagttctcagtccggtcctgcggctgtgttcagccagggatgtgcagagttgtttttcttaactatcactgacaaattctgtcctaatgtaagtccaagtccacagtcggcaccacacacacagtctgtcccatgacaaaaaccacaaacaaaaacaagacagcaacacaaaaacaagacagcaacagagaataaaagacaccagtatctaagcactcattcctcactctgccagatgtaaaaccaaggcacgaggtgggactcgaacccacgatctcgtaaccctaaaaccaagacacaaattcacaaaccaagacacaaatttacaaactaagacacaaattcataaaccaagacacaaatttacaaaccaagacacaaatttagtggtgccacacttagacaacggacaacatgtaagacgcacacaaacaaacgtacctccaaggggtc

>Cast/EiJ

No amplicon could be obtained from the Cast genomic DNA

**Peak16240 (C6) no motifs found**

>C57BL/6 (chr11:115302232-115302795)

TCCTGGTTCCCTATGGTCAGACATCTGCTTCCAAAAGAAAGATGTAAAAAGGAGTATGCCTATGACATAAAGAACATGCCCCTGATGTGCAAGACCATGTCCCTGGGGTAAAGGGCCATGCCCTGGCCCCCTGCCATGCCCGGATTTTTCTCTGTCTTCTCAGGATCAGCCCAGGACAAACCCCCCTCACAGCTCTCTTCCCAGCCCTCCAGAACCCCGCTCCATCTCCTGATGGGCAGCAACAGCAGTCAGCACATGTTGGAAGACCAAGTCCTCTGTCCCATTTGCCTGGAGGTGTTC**T**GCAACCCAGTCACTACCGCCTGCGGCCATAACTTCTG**T**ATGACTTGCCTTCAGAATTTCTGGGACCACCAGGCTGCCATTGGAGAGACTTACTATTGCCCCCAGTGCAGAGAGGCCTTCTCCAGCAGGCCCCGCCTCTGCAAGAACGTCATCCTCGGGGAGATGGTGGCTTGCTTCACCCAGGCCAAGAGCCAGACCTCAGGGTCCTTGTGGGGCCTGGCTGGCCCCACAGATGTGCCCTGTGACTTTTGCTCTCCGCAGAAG

>Cast/EiJ

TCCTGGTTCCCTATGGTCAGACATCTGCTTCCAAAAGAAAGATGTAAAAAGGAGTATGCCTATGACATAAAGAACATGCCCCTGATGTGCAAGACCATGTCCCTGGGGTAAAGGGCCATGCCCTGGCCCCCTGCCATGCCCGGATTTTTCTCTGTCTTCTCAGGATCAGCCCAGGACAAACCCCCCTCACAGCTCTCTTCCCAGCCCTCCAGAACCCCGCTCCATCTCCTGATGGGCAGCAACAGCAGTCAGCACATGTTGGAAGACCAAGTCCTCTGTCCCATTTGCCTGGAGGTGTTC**C**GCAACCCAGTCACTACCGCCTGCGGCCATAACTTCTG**C**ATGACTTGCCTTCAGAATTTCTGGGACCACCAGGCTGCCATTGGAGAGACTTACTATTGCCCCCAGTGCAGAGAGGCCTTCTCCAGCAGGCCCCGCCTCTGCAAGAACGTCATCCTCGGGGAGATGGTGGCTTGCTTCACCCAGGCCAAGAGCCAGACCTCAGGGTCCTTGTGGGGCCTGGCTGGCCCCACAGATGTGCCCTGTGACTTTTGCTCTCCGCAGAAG

**Peak83055 (C7) All motifs disrupted**

>C57BL/6 (chr7:54308599-54308981)

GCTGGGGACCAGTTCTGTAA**A**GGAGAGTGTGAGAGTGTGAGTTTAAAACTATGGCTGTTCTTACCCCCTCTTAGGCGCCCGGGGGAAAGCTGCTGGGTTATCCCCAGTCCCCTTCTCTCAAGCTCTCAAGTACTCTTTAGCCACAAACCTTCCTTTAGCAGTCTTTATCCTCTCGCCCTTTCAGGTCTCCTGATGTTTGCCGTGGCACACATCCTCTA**CGCCGCG**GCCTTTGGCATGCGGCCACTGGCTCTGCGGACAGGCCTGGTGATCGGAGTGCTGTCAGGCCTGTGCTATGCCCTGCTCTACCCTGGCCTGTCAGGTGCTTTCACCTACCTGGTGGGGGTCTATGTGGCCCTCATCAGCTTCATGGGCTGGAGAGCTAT

>Cast/EiJ

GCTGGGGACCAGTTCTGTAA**G**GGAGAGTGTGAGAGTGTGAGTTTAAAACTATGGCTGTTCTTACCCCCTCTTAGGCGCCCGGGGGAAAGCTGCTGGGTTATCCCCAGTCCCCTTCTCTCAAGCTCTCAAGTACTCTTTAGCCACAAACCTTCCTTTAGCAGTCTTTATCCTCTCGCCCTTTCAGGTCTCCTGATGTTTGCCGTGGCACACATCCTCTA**TGCCGCG**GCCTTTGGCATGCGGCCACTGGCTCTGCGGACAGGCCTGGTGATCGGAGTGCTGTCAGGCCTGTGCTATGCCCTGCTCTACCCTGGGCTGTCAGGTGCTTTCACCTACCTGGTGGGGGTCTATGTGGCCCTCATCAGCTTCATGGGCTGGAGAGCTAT

**Peak51244 (C8) no motifs found**

>C57BL/6 (chr2:130830541-130830938)

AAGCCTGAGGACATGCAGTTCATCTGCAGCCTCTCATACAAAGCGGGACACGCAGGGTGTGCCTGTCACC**T**C**A**GCACTGGACA**T**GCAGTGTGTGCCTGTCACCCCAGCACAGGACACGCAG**G**GTGTGCCTGTCACC**T**CAGCACTGGACA**T**GCAGTGTGTGCCTGTCACCCCAGCAC.......................................................................................................................................................................................................................................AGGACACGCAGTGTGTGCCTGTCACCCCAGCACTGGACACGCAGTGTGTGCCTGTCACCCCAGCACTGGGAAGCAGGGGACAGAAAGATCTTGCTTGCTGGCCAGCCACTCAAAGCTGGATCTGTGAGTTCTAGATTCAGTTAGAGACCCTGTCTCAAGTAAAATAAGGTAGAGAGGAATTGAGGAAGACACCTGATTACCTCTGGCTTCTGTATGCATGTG

>Cast/EiJ

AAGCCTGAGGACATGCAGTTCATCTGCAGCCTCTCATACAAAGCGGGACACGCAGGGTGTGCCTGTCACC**G**C**A**GCACTGGACA**C**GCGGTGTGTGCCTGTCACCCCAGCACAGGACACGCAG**T**GTGTGCCTGTCACC**C**CAGCACTGGACA**C**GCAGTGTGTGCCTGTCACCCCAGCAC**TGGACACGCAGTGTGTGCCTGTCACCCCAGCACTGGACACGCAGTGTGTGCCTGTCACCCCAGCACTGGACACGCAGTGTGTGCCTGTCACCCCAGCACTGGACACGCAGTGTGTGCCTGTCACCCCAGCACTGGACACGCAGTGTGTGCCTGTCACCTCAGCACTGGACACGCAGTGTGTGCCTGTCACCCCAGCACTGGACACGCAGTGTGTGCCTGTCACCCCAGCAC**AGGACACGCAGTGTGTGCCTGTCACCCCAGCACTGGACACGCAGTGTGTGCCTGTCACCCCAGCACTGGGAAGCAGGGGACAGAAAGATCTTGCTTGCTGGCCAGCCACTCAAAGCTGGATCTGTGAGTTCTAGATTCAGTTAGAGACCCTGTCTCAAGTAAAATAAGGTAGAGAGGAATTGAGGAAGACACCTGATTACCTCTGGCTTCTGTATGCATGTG

**Peak85934 (C9) All motifs intact**

>C57BL/6 (chr7:136141411-136141785)

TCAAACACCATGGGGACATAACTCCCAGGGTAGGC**A**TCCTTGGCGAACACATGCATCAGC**A**CTGTCT**TGCCGCA**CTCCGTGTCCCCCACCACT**G**TGATCTTGCAGC**A**GCCACTCTGCCC**T**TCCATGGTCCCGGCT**T**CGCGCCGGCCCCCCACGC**T**GCCCCC.TGCC**A**GGCACA**GGCGGCA**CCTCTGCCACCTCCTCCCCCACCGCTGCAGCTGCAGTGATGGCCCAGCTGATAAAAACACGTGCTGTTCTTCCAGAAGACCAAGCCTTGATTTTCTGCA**T**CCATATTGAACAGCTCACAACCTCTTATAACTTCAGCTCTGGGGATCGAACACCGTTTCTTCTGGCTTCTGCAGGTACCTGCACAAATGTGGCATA

>Cast/EiJ

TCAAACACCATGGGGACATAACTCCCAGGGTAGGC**G**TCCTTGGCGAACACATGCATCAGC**G**CTGTCT**TGCCGCA**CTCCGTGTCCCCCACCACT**A**TGATCTTGCAGC**G**GCCACTCTGCCC**C**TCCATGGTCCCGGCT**A**CGCGCC**A**GCCCCCCACGC**C**GCCCCC**C**TGCC**G**GGCACA**GGCGGCA**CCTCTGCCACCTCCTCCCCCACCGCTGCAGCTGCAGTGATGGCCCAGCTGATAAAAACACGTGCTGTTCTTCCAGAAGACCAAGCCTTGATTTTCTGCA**C**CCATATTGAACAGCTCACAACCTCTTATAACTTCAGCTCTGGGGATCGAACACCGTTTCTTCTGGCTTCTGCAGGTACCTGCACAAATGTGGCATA

Summary (Relates to Figure 4B):

ALL motifs disrupted 5

SOME motifs disrupted 8

ALL motifs intact 7

No motifs 2

No Cast amplicon 4

TOTAL 26

# Supplementary material for: Allele-specific binding of ZFP57 in the epigenetic regulation of imprinted and non-imprinted monoallelic expression
**Source:** Genome Biol. 2015 May 30;16(1):112. doi: 10.1186/s13059-015-0672-7
**Supplement:** Additional file 4: — Supplementary methods.

**Supplementary Methods**

*Experimental identification of SNP and indel regions*

In order to experimentally validate genetic sequence variants between the two mouse strains we designed PCR primers spanning selected allele-specific ZFP57 binding sites. We then used these to amplify the corresponding regions from genomic DNA isolated from pure C57BL/6J and Cast/EiJ mice. The PCR products were gel-purified, A-tailed and cloned into a pGEM-t easy vector (Promega). At least one BL6 and two Cast colonies were picked from each region and subjected to Sanger dideoxy sequencing (Source Bioscience). The sequences were aligned to the reference genome and SNP/indel positions were inferred with respect to the ZFP57 binding motifs (Additional file 3). For four regions associated with non-imprinted monoallelic ZFP57 binding we could not establish an SNP list due to an inability to obtain a Cast-specific PCR amplicon. Primer sequences used to amplify genomic DNA are listed in Additional file 5: Table S2.

*Allele – specific ChIP-seq read alignments and SNP filtering*

The reads were aligned to the mm9 assembly of the mouse genome using an allele-specific alignment pipeline (ASAP; http://www.bioinformatics.babraham.ac.uk/projects/ASAP/) utilising Bowtie short read aligner software [1]. Briefly, each read was simultaneously aligned to BL6 and Cast genome sequences and best alignments for each genome were reported. Sequences that aligned equally well to both genomes were put into common alignments, others were partitioned into either BL6 or Cast genome specific alignments depending on the number of mismatches to the two genome sequences. Sequences having more than one chromosomal alignment (non-unique) were discarded and up to a maximum of one mismatch (i.e. sequencing/base calling error) was tolerated. The *Mus musculus cast* genome was constructed by injecting 20,443,889 SNPs into the BL6 reference genome. SNPs were sourced from the Biomart *Mus musculus* variation database (dbSNP128, Ensembl) (6,270,609) and further complemented by 17,259,893 high-confidence flagged SNPs in the Sanger mouse strain database [2] (data was downloaded from the Mouse Genomes Project page (http://www.sanger.ac.uk/resources/mouse/genomes/). We excluded SNPs close to indels, repeat element or those having two possible base calls for each genome. In order to reduce potential biases towards the reference BL6 genome assembly arising from falsely annotated SNPs, a condition was applied where each SNP had to have at least one BL6- and one Cast- specific read being aligned to it from across all four sequenced libraries (2 ChIPs & 2 inputs). As a result we obtained a close to 1:1 ratio of total BL6 and Cast reads in each sample (Table 1).

*Definition of the overall list of ZFP57 binding sites*

For identification of a total number of ZFP57 sites in the genome, we performed model based analysis of ChIP-seq (MACS) [3] on BC and CB ChIP data using their corresponding inputs as a controls. We used a combined set of BL6, Cast and common reads for each sample as at this stage we were not interested in the allele specificity of each peak. Closely spaced peaks were separated using a *post hoc* peak splitter tool (http://www.ebi.ac.uk/bertone/software.html). The common list of peaks from BC and CB ChIP-seq experiments were then overlapped using BEDTools [4] as shown in Additional file 1: Figure S3A. This list was next analysed using SeqMonk software (http://www.bioinformatics.babraham.ac.uk/projects/seqmonk/). Read count densities were then calculated for each peak normalising for peak length and a total number of aligned reads in each dataset (Additional file 2: Table S1, columns E and G). A total of 55,273 candidate peaks were initially selected having a mean read density equal to or greater than five. In order to make valid comparisons between BC and CB ChIP-seq experiments, we calculated percentile ranks for each peak (Additional file 2: Table S1, columns F and H) and took the average of the two (Additional file 2: Table S1, column I). The peaks were sorted according to their average percentile rank across the two experiments and subsets of peaks from different ranking values were selected for independent ChIP-qPCR validation. An experimentally derived threshold for the mean percentile rank at top1% levels was selected based on the lowest false positive rate in this category (Additional file 3, part B). Peaks over simple DNA repeats and those lacking binding motifs were not considered due to an inability to experimentally validate binding. The final list of 158 sites includes peaks in the top 1% category plus all sites experimentally validated outside this threshold.

*Definition of allele - specific peaks*

Allele – specific assignments to each of the above defined 158 peaks were made by applying a two tailed Fishers’s exact test to genome- specific reads underneath each peak. Briefly, for each peak a 2 by 2 contingency table was constructed testing separately for significant read skews towards either parental or genetic origin of the allele. For example:

Test for parental origin effects, peak 83234 (Snrpn ICR):

|  | BxC ChIP | CxB ChIP |
| --- | --- | --- |
| BL6 reads | 95 | 1 |
| Cast reads | 6 | 78 |

p= 1.64E-42

|  | BxC ChIP | CxB ChIP |
| --- | --- | --- |
| Mat. reads | 5 | 34 |
| Pat. reads | 91 | 2 |

Test for genetic origin effects, peak 85736 (Cast- specific):

p= 8.15E-24

P-value for parental and genetics effects were calculated for each peak and are listed in Additional file 2: Table S1, columns R and S respectively.

*Feature overlap analysis*

Overlap analysis of Zfp57 peaks with various genomic features was performed using BEDTools (intersectBED function) suite [4]. Mouse Ensembl (mm9) gene annotation was downloaded from Biomart central server, promoter regions were taken as -1.5 to +0.5 kb regions from the transcription start site (TSS). Repeat element coordinates were downloaded from the UCSC repeat masker via Galaxy interface (<https://main.g2.bx.psu.edu/>). In order to generate a control boot-strap set, Zfp57 peak coordinates were randomly shuffled across the genome using BEDTools (shufflebed function) and overlapped with each of the genomic features. The process was repeated 9 more times and an average number of overlaps with each type of feature was taken and shown in Figure 2A top graphs. These represent the genome average occurrence of these features if Zfp57 binding was random.

*Histone modification analysis*

Genomic coordinates for enrichment of H3K4me3, H3K27me3, H3K9me3 and H4K20me3 were taken from those reported by Mikkelsen and colleagues [5]. These were converted to mm9 build using Galaxy lift over tools and overlapped with peaks of Zfp57 enrichment. Average histone profiles around Zfp57 peaks were constructed using the cumulative probe trend function in SeqMonk.

*Zfp57-CGI methylation analysis*

In order to determine methylation status of ~23,000 CGIs in the mouse genome [6], we used published ES cell methylomes generated by RRBS reduced representation bisulphite sequencing analysis [7]. Coordinates of individual CpGs with read depth ≥5 were mapped to those of CGIs and mean methylation scores were then calculated across all CpGs mapped to the CGI. Only CGIs with ≥5 informative CpGs were analysed. Values for CGI methylation in GV oocyte, sperm and blastocyst were directly taken from the supplementary materials of [8]. Dot plot distributions of AMS values were plotted for groups of ZFP57 bound and randomly selected CGIs. Kruskal-Wallis test was used to compare these groups and Dunn’s post hoc test was used to make pairwise comparisons.

*Consensus motif search*

Genomic DNA sequence from the 158 ZFP57 peaks was extracted using Galaxy tools, repeat masked and supplied as input for MEME and NestedMICA motif inference algorithms. The following options were used: “motif width 6-18 bp”, “first order hidden-markov background model”, and “search in both strands”. Identification of individual motif occurrences were performed by searching the query sequences with regular expressions.

Scoring of the individual motif disruptions in the strain-specific binding sites was performed by aligning C57BL/6 and CastEiJ sequences. For each peak, the number of fully intact motifs were counted on each chromosome. A motifs was deemed to be disrupted if a SNP overlapped with one or more bases anywhere within the TGCCGCN consensus.

**Supplementary References:**

1. Langmead B, Trapnell C, Pop M, Salzberg SL: **Ultrafast and memory-efficient alignment of short DNA sequences to the human genome.** *Genome Biol* 2009, **10**:R25.

2. Keane TM, Goodstadt L, Danecek P, White M a., Wong K, Yalcin B, Heger A, Agam A, Slater G, Goodson M, Furlotte N a., Eskin E, Nellåker C, Whitley H, Cleak J, Janowitz D, Hernandez-Pliego P, Edwards A, Belgard TG, Oliver PL, McIntyre RE, Bhomra A, Nicod J, Gan X, Yuan W, van der Weyden L, Steward C a., Bala S, Stalker J, Mott R, et al.: **Mouse genomic variation and its effect on phenotypes and gene regulation**. *Nature* 2011, **477**:289–294.

3. Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, Liu XS: **Model-based analysis of ChIP-Seq (MACS).** *Genome Biol* 2008, **9**:R137.

4. Quinlan AR, Hall IM: **BEDTools: a flexible suite of utilities for comparing genomic features.** *Bioinformatics* 2010, **26**:841–2.

5. Mikkelsen TS, Ku M, Jaffe DB, Issac B, Lieberman E, Giannoukos G, Alvarez P, Brockman W, Kim T-K, Koche RP, Lee W, Mendenhall E, O’Donovan A, Presser A, Russ C, Xie X, Meissner A, Wernig M, Jaenisch R, Nusbaum C, Lander ES, Bernstein BE: **Genome-wide maps of chromatin state in pluripotent and lineage-committed cells.** *Nature* 2007, **448**:553–60.

6. Illingworth RS, Gruenewald-Schneider U, Webb S, Kerr ARW, James KD, Turner DJ, Smith C, Harrison DJ, Andrews R, Bird AP: **Orphan CpG islands identify numerous conserved promoters in the mammalian genome.** *PLoS Genet* 2010, **6**.

7. Meissner A, Mikkelsen TS, Gu H, Wernig M, Hanna J, Sivachenko A, Zhang X, Bernstein BE, Nusbaum C, Jaffe DB, Gnirke A, Jaenisch R, Lander ES: **Genome-scale DNA methylation maps of pluripotent and differentiated cells.** *Nature* 2008, **454**:766–70.

8. Chotalia M, Smallwood S a, Ruf N, Dawson C, Lucifero D, Frontera M, James K, Dean W, Kelsey G: **Transcription is required for establishment of germline methylation marks at imprinted genes.** *Genes Dev* 2009, **23**:105–17.

How the deposited data were processed for this re-analysis (not part of the article)

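ZFP57 ChIP-seq was analysed in the BC and CB hybrid ES cell lines, with 1 ChIP library per cross and 1 input library per cross, 4 libraries in all. The deposited table lists the 158 ZFP57 binding sites on mm9. The authors aligned 40-nt single-end reads with Bowtie to mm9 and to a Cast genome built from known SNPs, kept unique alignments with at most 1 mismatch, called peaks with MACS and a peak splitter on all reads of each ChIP library against its input, and overlapped the crosses with BEDTools. They kept the top 1% by mean percentile rank and sites outside it at which ChIP-qPCR had found binding. The list also holds 4 sites that meet neither rule, all in germline DMRs.

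The read counts per cross and strain were made by the authors from BL6-specific and Cast-specific reads within each site and are not normalised. The deposited read density is a score that the authors normalised for peak length and total aligned reads and rounded to whole numbers. The authors' percentile ranks, in percent, place each density among their candidate peaks. The deposited p-value of each test is the authors' two-sided Fisher's exact test. The input libraries enter the authors' peak calls and their filter of SNPs. That filter kept a SNP with at least 1 read of each strain over the ChIP and input libraries together. The input reads per site are not used here. Table 1 of the paper gave the library totals. Raw reads were not realigned.

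From the counts, 2 two-sided Fisher's exact tests were computed per site, for parental origin from BL6 and Cast reads by cross and for strain origin from maternal and paternal reads by cross. A site was called at p under 0.0001, by the smaller p where both passed. A site passing neither was biallelic with at least 10 allele-specific reads in each cross and non-informative otherwise. The paper gives the test and the threshold, and its text does not name the minimum. Parental-origin sites were compared between the crosses by the test for strain origin, with Benjamini-Hochberg adjustment over those sites, and biallelic and strain-specific sites by the test for parental origin, adjusted within each group. Overlap with the DMRs of Table 2 required at least 1 bp. Shares of sites were compared by two-sided Fisher's exact tests, motif shares by exact binomial tests and motif numbers of paired alleles by exact sign tests. Correlations and medians were tested with 100000 permutations where a p is given, except the medians of sites with all motifs disrupted and with all intact, for which every permutation was used.

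Python 3.11, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used. Coordinates and sequences are those of mm9 (NCBIM37), and genes are from GENCODE M1, which is on that assembly, as are the deposited coordinates. Motifs were counted on both strands. Matched motifs of mm9 were weighted to the number of CpG dinucleotides within 100 bp of the motifs in sites. Words of 24 bases from the sites were searched on both strands of mm9. Random regions had the lengths of the sites, came from anywhere on the chromosome of the site and were drawn 1000 times.

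Allele-specific reads per informative site ranged from 21 to 772. Shares carry 95% Wilson intervals. Where a share was 0, the limit is that of 3 counts. Neither covers errors other than counting. No replicates exist within a cross, so no spread between replicates can be given.

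The tests, the alternatives and the rule for naming sites were fixed before the deposited table was read, although the paper's Additional file 2, which lists the same sites, had been read by then. The rule names every locus that the paper names and a site carries, the site with the smallest p in each call, sites whose call changes under an alternative where 5 or fewer change, and sites singled out for a closer look. The alternatives covered the p threshold, adjustment for multiple testing, binomial tests on pooled reads, halved read counts, the minimum of reads, the overlap with DMRs, the rank limit, the motif counts and the annotation, 77 comparisons in all. A further 7 were added after the data were seen: promoters from GENCODE M1, candidate germline DMR sites counted as imprinted (for promoters and for LTRs), motifs counted again in mm9, the purine share of mm9 in place of 50%, sites with at least 80% of reads on 1 strain, and only motifs of DMRs with all 7 bases inside a site.

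The scripts were tested on simulated data. In 20 rounds of 105 simulated sites, 494 of 500 maternal, 339 of 340 BL6-specific, 176 of 180 Cast-specific and 1080 of 1080 biallelic sites were recovered. Bound alleles were set to 95% of the reads and biallelic sites to an even split, so sites with a partial skew were not covered. The Fisher p differed from that of scipy by at most 4.56e-13 in relative terms, and all planted motifs were found in 200 of 200 simulated sequences.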

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

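Apart from the tests of the BC library as a whole, of imprinted sites in general and of other copies of the sequence at the IG-DMR, the tests in this part were chosen after the result was seen. Each site below was singled out because its allele shares differed between BC and CB in a test of the difference itself, with adjustment within its group of sites. There is 1 library per cross, so a difference compares those libraries, and a difference between the lines themselves stays open throughout.

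At the IG-DMR the paternal share was 65.0% in BC and 98.8% in CB (adjusted exact p = 2.26e-09, and 6.28e-05 with read counts halved), which counting error does not account for. A preference for BL6 reads across the BC library is argued against by the biallelic sites, whose median BL6 share in BC was 49.9%. Weaker parental-origin binding in the BC line at imprinted sites in general, or cells of another cross in the BC sample, would raise the unexpected allele at the maternal sites too. That allele made up 5.93% in BC and 6.88% in CB at the autosomal maternal sites (Fisher's exact p = 0.294), against 35.0% at the IG-DMR in BC. None of the 101 words of 24 bases in the site occurs elsewhere in mm9 (0 words), which argues against reads of another copy. A preference for BL6 reads at the SNPs of this site alone remains open. It would need a factor of 6.64 in favour of BL6, with a true paternal share of 92.5% in both crosses, and the largest factor in favour of BL6 at any biallelic site was 3.68. Reads of the inputs at the site, which would decide it, were not used here. Weaker allele specificity at the IG-DMR alone in the BC cells may also explain it, as an untested hypothesis, although the paper's pyrosequencing of separate ChIP DNA from BC shows little BL6 signal at this DMR (Fig. S6).

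At Grb10 the maternal share was 92.9% of 85 reads in BC and 60.0% of 15 reads in CB (adjusted exact p = 0.0299). The difference was lost with read counts halved (adjusted exact p = 0.402), and because the number of independent fragments is not known, counting error cannot be told apart from a difference. A preference for BL6 reads at the single SNP of this site would need a factor of 2.96 in favour of BL6, which 1 of the 54 biallelic sites reaches, and it also stays open for want of input reads.

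At a biallelic Agrn site (chromosome 4, 155550313 to 155550440) the BL6 share was 42.1% in BC and 71.9% in CB (adjusted exact p = 0.0224 over the biallelic sites), so 63.2% (55.3 to 70.4%) of the reads were paternal. With read counts halved the adjusted exact p was 0.987, so counting error stays open. The neighbouring Agrn site had BL6 shares of 58.1% and 74.1%, lower in BC as well, with an unadjusted p of 0.188. That site leaned to BL6 in both crosses (strain-origin Fisher's exact p = 0.00285), and so to the maternal allele in BC. It became BL6-specific at p under 0.01. Whether the Agrn region has a parental bias cannot be told from the 27 reads of that site in CB.

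At peak B2, which is BL6-specific in both crosses, 295 of 343 reads in BC and 87 of 89 in CB were from BL6 (adjusted exact p = 0.0313 over the strain-specific sites). With read counts halved the adjusted exact p was 0.853, and counting error stays open here too. The site is also among the candidate germline DMRs, and no biological explanation was tested.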

How the results depend on the processing

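No test in this part was chosen to explain a change, and 7 of the 84 comparisons were added after the data were seen. The 84 comparisons covered 16 results, and 78 kept their direction, their side of the test's threshold or, for a count, stayed within 1.5 times.

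The number of paternal-specific sites went from 1 to 3 at p under 0.01 and to 3 with Benjamini-Hochberg adjustment over all sites with allele-specific reads. The added sites are biallelic at the paper's threshold and 1 of them is in Agrn. With that adjustment the BL6-specific sites went from 17 to 26. The looser limit itself admits these sites. The number of parental-origin sites whose share differs between the crosses fell from 2 to 1 with read counts halved and to 1 at an unadjusted p under 0.0001, and the IG-DMR was the site left under both. With only motifs wholly inside a site, 59.8% of the TGCCGCR motifs of bound DMRs against 34.5% of the TGCCGCY motifs lay in sites, and the p went from 0.0580 to 0.0202, under 0.05.

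Maternal-specific sites numbered between 20 and 27 under all their alternatives, Cast-specific sites between 7 and 13, biallelic sites between 39 and 59, and non-informative sites between 47 and 74. All 25 maternal calls were kept with p under 0.01 and 21 with read counts halved. DMRs with a site numbered 22, and 19 among sites of mean rank 99 or above. The purine share stayed between 77.4% and 87.4%, and the promoter share at imprinted sites between 40.5% and 53.6%. The p of the LTR comparison ranged from 9.08e-04 to 0.0173. The split of BL6-specific and Cast-specific sites did not reach p under 0.05 under any alternative tested for it, with a lowest p of 0.0730. Those alternatives did not include Benjamini-Hochberg adjustment, halved read counts or the rank limit.

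Of the 156 comparisons for 52 named sites, 145 kept the side of the threshold and 11 became weaker. Of these, 10 are with read counts halved, where fewer reads enter the test, and 1 is the Cast-specific site near Inpp5f in a binomial test on pooled reads (p = 3.12e-04), for which the cause was not tested.

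Depth limits the calls at sites with few reads. The Grb10 site had 15 reads in CB and the Gpr1 site 9 in BC, and 42 sites without an allele-specific read cannot be assigned at all. No paired analysis was possible because each cross has 1 ChIP library.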

Differences from the paper's values

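No explanation was tested in this part. The call of each site, and so the number of sites per call, equalled that of the paper, with the minimum of reads set where the authors' classes separate. Most differences concern allele shares that the paper measured by pyrosequencing of independent ChIP material and that its figures show, compared with shares of ChIP-seq reads.

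At the IG-DMR in BC, the BL6 share was 35.0% here, and the paper's value is about 3% in Fig. S6, read by eye. At Grb10 in CB it was 40.0%, against the paper's about 10% in Fig. S6, read by eye. At the Gnas_ProXL site in CB it was 13.3%, against the paper's about 1% in Fig. S6, read by eye. At Zfp553 it was 5.21% in BC and 5.56% in CB, against the paper's about 0% in both in Fig. 5b, read by eye. At Qrsl1 in BC it was 3.33%, against the paper's about 16% in Fig. 5b, read by eye. At Ube2w in CB it was 6.06%, against the paper's about 0% in Fig. 5b, read by eye. Readings by eye can be off by a few percent, which is the size of the gaps at Zfp553 and Ube2w, and any share exceeds a paper value of 0 by ratio. Shares at Talpid3 and Zac1 differed by more in points but by less than 1.5 times. At Talpid3 the share was 96.7% in BC and 97.4% in CB, against the paper's about 86% and about 84% in Fig. 5b, read by eye. At Zac1 in BC it was 98.6%, against the paper's about 88% in Fig. S6, read by eye. At Gpr1 in CB it was 5%, against the paper's about 20% in Fig. S6, read by eye, which is more than 1.5 times apart but inside the interval of the 20 reads. Of the alternatives set before the data were examined, only halving the read counts enters these shares, and it leaves a share unchanged apart from rounding, so none of them could close a gap. With read counts halved, the paper's value was inside the wider interval at Qrsl1 and Gpr1. It stayed outside the interval at the IG-DMR, Grb10, Gnas_ProXL, Zfp553 and Ube2w.

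With p under 0.01 or with Benjamini-Hochberg adjustment, the paternal-specific sites number 3 against the paper's 1, and with the adjustment the BL6-specific sites number 26 against the paper's 17. At the paper's own threshold both counts are the paper's.

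The paper's supplementary methods state that peaks lacking the binding motif were not considered, and by the deposited numbers 24 of the 132 listed sites with a single motif count hold no TGCCGC motif, and 2 strain-specific sites hold none on either allele. The paper states that within imprinted regions only germline DMRs are bound, and the list holds the Rtl1 site 58.8 kb outside the IG-DMR, which carries the qPCR mark. Fig. 1c places a biallelic site in an intron of Pank4, and no listed site overlaps that gene. The paper counts fewer intracisternal A particles than the 6 sites annotated as such. The Discussion gives guanine a larger part of the motifs than the 36.8% counted here in mm9 for all motifs. Among TGCCGCR motifs alone, a denominator chosen after the values were seen, guanine made up 45.9%, which is near the paper's statement.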

Other observations

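The tests of other copies of the sequence, of the correlation of biallelic shares, of read density, of reads at sites with a partial skew, of TGCCGCR against TGCCGCY in DMRs and of guanine were set down before their result was seen, and the others in this part were chosen after it.

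The Rtl1 site outside the IG-DMR (density 24 in BC and in CB) was searched for other copies, and 0 of its 92 words of 24 bases occur elsewhere in mm9, so reads of another copy are argued against. The site carries the qPCR mark. It holds no SNP, so its allele cannot be assigned, and no biological explanation was tested.

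Biallelic sites varied in their BL6 share in the same direction in both crosses. Across the 54 sites, the shares in BC and CB correlated with Pearson's r of 0.391 (permutation p = 0.00372) and Spearman's rho of 0.374 (permutation p = 0.00609), and r was 0.304 (p = 0.0290) without the 2 sites farthest from the median in BC. These are correlations across sites, which are not independent replicates. Counting error alone would leave the shares unrelated. A strain-origin p under 0.01 was found at 11 of them, against 0.54 by chance, and 4 of these lean to Cast and 7 to BL6, which argues against a preference for BL6 reads at all SNPs. Partial strain-specific binding, and preferences for either strain at single SNPs, may each explain the correlation, and input reads per site, which would separate them, were not used here.

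Whether depth decides the strain-specific calls at sites with a partial skew cannot be told apart from the calling rule, which is itself a test on the reads. Of 24 sites with 60 to 80% of the reads on 1 strain, the 7 called strain-specific had a median of 182 reads and the 17 called biallelic had 71 (permutation p = 5.20e-04). The called sites were also more skewed, with a median of 69.6% against 64.2% on the larger strain. The rule sets this outcome, so the comparison decides nothing about the binding.

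At 4933422H20Rik, a Cast-specific site and a biallelic site lie 303 bp apart. Their BL6 shares of 11.6% and 44.4% differed by Fisher's exact test (p = 2.79e-07), which counting error of independent reads does not account for. No biological explanation was tested.

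On the X chromosome, 15.1% of the reads at the Chm site were from the father's strain, although the lines are male. A fixed rate of reads given to the wrong allele would be at most the 6.29% of paternal reads at the autosomal maternal sites, and Chm exceeded that (Fisher's exact p = 0.00247, and 0.0443 with read counts halved). This pooled test leaves out the spread between sites. The highest paternal share at an autosomal maternal site was 13.8% of 195 reads, from which Chm did not differ detectably (Fisher's exact p = 0.857), so wrongly assigned reads remain open. Against the 0 of 29 reads at Dusp21 the p was 0.0391. Some of the words of 24 bases in the Chm site, 6 of 97, occur elsewhere in mm9, so reads of another copy remain open, as the reads at those positions cannot be separated here.

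Of the 132 sites with a single motif count, 24 held no TGCCGC motif. A motif just outside the site is not the general reason, as only 3 of them have a motif within 100 bp. They had a lower median density than the 108 sites with a motif, 57 against 86.75 as the mean of the crosses (permutation p = 0.0259), which would be consistent with weaker peaks.

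In bound germline DMRs, TGCCGCR motifs overlapped sites more often than TGCCGCY motifs, with an exact p of 0.0580, and of 0.0202 when only motifs wholly inside a site counted. The side of 0.05 depends on motifs at the edges, and motifs within a site are not independent, so chance stays open. The DMRs without a site, Zdbf2 and Gnas_Ex1A, hold TGCCGCY motifs and no TGCCGCR motif.

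The median read density was 116 at autosomal parental-origin sites, 68 at strain-specific sites and 73.75 at biallelic sites. For the parental-origin and strain-specific sites together, the ratio to the biallelic median was 1.10, not near 0.5 (bootstrap interval 0.844 to 1.46) and a permutation p of 0.500. Whether density falls by that much with 1 bound allele cannot be told from this list, since it was chosen by density, which removes weaker sites.

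Guanine at the seventh base was more frequent in sites than in mm9 (36.8% against 7.06%). Imprinted DMRs in the list are not the whole reason, because sites outside imprinted loci had 29.6% (exact binomial p = 1.53e-17). Neither is CpG-rich sequence around the motifs, because mm9 motifs with as many CpG within 100 bp had 13.3% (exact binomial p = 3.21e-19). A preference of ZFP57 for a second CpG in the motif is a hypothesis that may account for it. Motifs within a site are not independent, and selection on other properties of the surrounding sequence was not tested.

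Allele-specific reads made up 16.2% of the aligned reads of the BC ChIP and 19.9% of those of the CB ChIP, computed from the paper's Table 1, against 14.0% and 14.1% in the inputs. The median ratio of read density, BC over CB, was 2.79 over the sites, with a range of 0.556 to 10.6.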
